# Dynamic control of Argonautes by a rapidly evolving immunological switch

**DOI:** 10.1016/j.cub.2025.05.039

**Published:** 2025-06-09

**Authors:** Chee Kiang Ewe, Guy Teichman, Shir Weiss, Maximilian M.L. Knott, Sarit Anava, Hila Gingold, Mario Bardan Sarmiento, Emily Troemel, Oded Rechavi

## Abstract

Small RNAs (sRNAs), coupled with Argonaute proteins (AGOs), regulate diverse biological processes, including immunity against nucleic acid parasites. *C. elegans* possesses an expanded repertoire of at least 19 AGOs functioning in an intricate gene regulatory network (GRN). However, the regulation of AGOs and how their functions adapt to genetic or environmental perturbations remains incompletely understood. Here, we report that PALS-22, a member of an unusually expanded protein family in *C. elegans*, acts as a negative regulator of antiviral RNAi involving the RIG-I homolog. Loss of *pals-22* enhances the silencing of transgenes and endogenous double-stranded RNAs (dsRNAs). We found that PALS-22 normally suppresses the expression of two AGOs, VSRA-1 and SAGO-2, which are activated by the bZIP transcription factor ZIP-1. When *pals-22* is eliminated, *vsra-1* and *sago-2* are upregulated. These AGOs, in turn, play key roles in defense against foreign genetic elements and intracellular pathogens, respectively. Surprisingly, although immune genes functioning in the intracellular pathogen response (IPR) are upregulated in *pals-22* mutants, removing SAGO-2 or the RNA-dependent RNA polymerase RRF-3 in these mutants downregulates these genes. This observation appears to contrast with the typical gene-silencing role of small interfering RNAs (siRNAs). Finally, the analysis of *C. elegans* wild isolates and lab reference strains reveals that PALS-22 regulates several germline AGOs, affecting germline mortality and transgenerational epigenetic inheritance. In summary, PALS-22 is a key genetic node that balances the trade-off between immunity and germline health by modulating the functions of different AGOs, thereby shaping the outputs of the RNAi machinery and the dynamics of epigenetic inheritance.

## In brief

Ewe et al. demonstrate that the activities of Argonaute proteins in *Caenorhabditis elegans* are regulated by an immune regulator, PALS-22. They find that PALS-22 modulates RNAi to balance the trade-off between immunity against foreign elements and “autoimmunity,” marked by aberrant silencing of self-genes and heritable germline defects.

## INTRODUCTION

Non-coding small RNAs (sRNAs) play a pivotal role in gene regulation and influence most, if not all, aspects of biology. The central effectors of sRNAs are AGOs, characterized by their PAZ and PIWI domains.^1–5^ *C. elegans* contains a highly expanded RNAi network compared with many other animals, featuring at least 19 functional AGO proteins: 7 in the AGO clade, 1 in the PIWI clade, and 11 in the worm-specific Argonautes (WAGO) clade, many of which are only partially characterized.^1,2,6^ AGOs engage different classes of sRNAs, including microRNAs (miRNAs), piwi-interacting RNAs (piRNAs), and small interfering RNAs (siRNAs). Once loaded onto an AGO to form an RNA-induced silencing complex (RISC), sRNAs guide the complex to sequence-complementary RNAs, targeting them for silencing.^3^

Different AGOs exhibit distinct target repertoires, and, in many cases, it is not clear how their specificity in loading particular sRNAs is determined. Primary AGOs, including RDE-1, ERGO-1, and PRG-1, associate with exogenous siRNAs, endogenous 26G sRNAs, and 21U piRNAs, respectively.^7–10^ Upon target recognition, they trigger the production of abundant amplified 22G “secondary” sRNAs by the RNA-dependent RNA polymerase (RdRP) RRF-1.^9,11,12^ The 22G sRNAs generated by RRF-1 are loaded onto WAGOs, such as HRDE-1, PPW-1, PPW-2, and WAGO-1, that direct silencing of foreign RNA and also endogenous genes.^1,2,6^ Unusually, although most AGO-bound sRNAs silence the expression of their targets, 22G RNAs produced by RdRP EGO-1 are loaded onto CSR-1, which can instead “license” gene expression in the germ line.^13–17^ It is currently unclear how EGO-1 targets are selected, although its subcellular localization to specialized germ granule compartments may play a role.^18^

In many animals, loss of PIWI or other AGOs leads to infertility and lethality, in part due to elevated transposon mobilization and chromosomal segregation defects in the gametes and developing embryos.^19^ In *C. elegans,* CSR-1 is required for proper chromosomal pairing, segregation, and early embryonic development.^20–23^ Animals lacking *csr-1* are nearly sterile and produce few arrested embryos.^23^ On the other hand, mutants lacking the piRNA pathway or WAGOs do not show overt developmental defects but do exhibit progressive sterility in the presence of heat stress (termed mortal germline “Mrt” phenotype) likely due to transgenerational accumulation of epigenetic “baggage” and dysregulation of histone genes, rRNA, and transposable elements.^24–26^ Interestingly, a recent study demonstrated that many *C. elegans* wild isolates showed natural variation in Mrt phenotype, which can be rescued by associating the animals with their natural microbiome and pathogens, highlighting the role of environmental factors in the regulation of transgenerational epigenetic inheritance mechanisms.^27^ Although the mechanism of genomic surveillance is extensively studied in the germ line, the regulation of genomic parasites in the soma is less well understood. In the soma, the regulation of repetitive and transposable elements is far more relaxed than in the germ line. The elevated transposon mobilization in the soma was suggested to contribute to phenotypic plasticity and cellular heterogeneity, particularly in the nervous system.^28–31^ On the other hand, uncontrolled somatic transposition has been linked to various human diseases, such as psychiatric disorders,^32,33^ neurodegenerative diseases,^34,35^ and cancer.^36^

Among their many important functions, sRNA pathways play a crucial role in immunity in plants and animals.^37–39^ *C. elegans* lacks nuclear factor κB (NF-κB) signaling and canonical adaptive immunity; however, it contains homologs of RIG-I-like receptor (RLR), which are conserved RNA sensors that detect viral infection.^40^ Together with the Dicer protein DCR-1 and the double-stranded RNA (dsRNA)-binding protein RDE-4, DRH-1/RIG-I forms an antiviral complex that processes viral RNAs into 23-nt-long primary “viRNAs.” These viRNAs are then loaded onto the primary AGO RDE-1, which recruits RRF-1 to the viral target transcripts to generate secondary siRNAs, which are subsequently loaded onto WAGOs, such as SAGO-2, to promote degradation of complementary viRNA targets (Figure 1A).^1,41–44^

Aside from using RNAi to target viruses, *C. elegans* also mounts a transcriptional response against intracellular pathogens such as Orsay virus (the sole known natural virus of *C. elegans*). This response has similarities with transcriptional induction caused by the microsporidian *Nematocida parisii*—an intracellular fungal pathogen.^42,43,45–50^ This intracellular pathogen response (IPR) involves an unusually expanded *pals* (protein-containing ALS2CR12 signature) gene family. *C. elegans pals* genes fall into two classes: (1) IPR genes induced by infection, such as *pals-5* and *pals-14*, and (2) regulators of IPR genes, like *pals-22* and *pals-25* (see below). It is noteworthy that *C. elegans* contains at least 39 copies of *pals* genes, compared with 8 in its cousin *C. briggsae*.^51^ This rapid proliferation of protein-coding genes is extraordinary and may reflect the intense host-pathogen arms race that drives escalated diversification of innate immunity as well as contribute to extensive natural variation in viral susceptibility among closely related nematode species.^42,52,53^

One of the regulator *pals* genes, *pals-22*, is known to function as a repressor of the IPR by inhibiting the activator *pals-25*. Loss of *pals-22* in *C. elegans* enhances their resistance to viral and microsporidian pathogens in a *pals-25*-dependent manner.^47^ Interestingly, DRH-1 may also activate IPR gene expression independently of RNAi factors, much like mammalian RLR.^54,55^ Upon viral infection, DRH-1 induces upregulation and nuclear localization of the ZIP-1/bZIP transcription factor, triggering IPR gene expression and antiviral defense (Figure 1A), similar to loss of *pals-22*.^40,43,56^ Curiously, eliminating *pals-22* causes enhanced silencing of repetitive transgenes and enhanced exogenous RNAi response (classical “Eri” phenotypes),^47,51,57^ poising PALS-22 at a critical node that regulates a broad range of genomic parasites, although the mechanism of action of PALS-22 in the RNAi pathways remains elusive.

## RESULTS

### Loss of *pals-22* enhances repetitive transgene silencing via the antiviral RNAi pathway

To study the roles of PALS-22 in the RNAi pathways, we used CRISPR-Cas9 to generate a deletion allele of *pals-22* (designated *pig26*) (Figure 1B; see STAR Methods). We found that *pals-22(pig26)* exhibits many phenotypes of previously characterized loss-of-function mutations of *pals-22*, including increased repetitive transgene silencing (Figures 1C, S1A, and S1B),^51^ enhanced resistance to Orsay virus and *N. parisii* infection (see below),^47^ decreased brood size (Figure S1C), and age-dependent locomotory defects (Figure S1D).^51^

LIN-35/Rb and the DREAM/Muv B complex repress germ cell fate in the soma. Inactivating *lin-35* leads to a partial soma-to-germline transformation, as evidenced by the presence of ectopic germline P granules and enhanced RNAi.^58^ Intriguingly, a recent study demonstrated that the loss of *lin-35/Rb* induced a transcriptional response similar to that of *pals-22(−)* mutants and *N. parisii*-infected worms.^59^ Therefore, we asked whether the enhanced transgene-silencing activity in *pals-22(pig26)* is the result of de-repression of germline RNAi in somatic cells, as observed in *lin-35(−)* mutants. However, we did not observe obvious misexpression of the germline P granule component PGL-1 in the soma of *pals-22(pig26)* mutants (Figure S1E).

The nuclear RNAi factor NRDE-3 directs deposition of H3K9 methylation and induces transcriptional silencing of repetitive foreign elements.^60^ However, we found that enhanced transgene silencing in *pals-22(pig26)* does not depend on NRDE-3. Although NRDE-3 localizes to the cytoplasm in many Eri mutants due to absence of endo-siRNAs,^61^ it remains prominently nuclear in *pals-22(pig26)* mutants (Figure S1F). Additionally, knocking out *nrde-3* or *set-25/HMT* does not affect *pals-22 (pig26)* transgene-silencing phenotype (Figure S1G). On the other hand, knocking out *drh-1* or *rrf-1* strongly suppresses the silencing phenotype of *pals-22(pig26)* mutants (Figures 1D and 1E), suggesting that the loss of *pals-22* triggers post-transcriptional cytoplasmic silencing of repetitive element by the antiviral RNAi pathway. 

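mRNA and sRNA libraries were made from synchronized L1 animals that carry *otIs356*, an integrated repetitive transgene in which the *rab-3* promoter drives nuclear TagRFP in neurons. Each kind of RNA was sequenced in 4 wild-type, 3 *pals-22(pig26)*, 4 *vsra-1(tm1637)* and 3 *vsra-1(tm1637); pals-22(pig26)* libraries. For mRNA, poly(A) RNA was selected and sequenced from both ends, and the authors estimated the reads of each gene with kallisto. The deposited mRNA values are estimated counts scaled per gene, 84.8% of which are not whole numbers, and they were rounded before testing. They sum to 13331385 to 33903511 in the wild-type libraries (median 21315357) and to 14531701 to 23923460 in the *pals-22(pig26)* libraries (median 17312484). The *vsra-1(tm1637)* libraries hold 11423700 to 18281687 (median 14502869) and the double-mutant libraries 5479218 to 20025640 (median 15839331). For sRNAs, the RNA was treated with a polyphosphatase, and the authors trimmed the reads, aligned them to the genome with ShortStack and counted them per gene with featureCounts. The deposited sRNA values are whole read counts without normalization. The table does not state the strand, but the values are those of antisense reads, since *cel-mir-1* was at 0.0657 RPM and T09B4.14, on the opposite strand, at 146024. The sRNA totals are 7950015 to 21594026 in wild type (median 15523790), 8072643 to 19984207 in *pals-22(pig26)* (median 11722399), 12610055 to 18050595 in *vsra-1(tm1637)* (median 15972834) and 14994974 to 21474866 in the double mutant (median 17840084). All libraries of a table were fitted together in edgeR with TMM scaling, and genotypes were compared with its quasi-likelihood test and Benjamini-Hochberg adjustment. An adjusted p under 0.1, the paper's own threshold, was taken as differential expression. The mRNA test covered 16724 genes that passed edgeR's default expression filter. The sRNA test covered 8042 genes with more than 5 RPM in at least 1 library. A value of 0 allows up to 3 counts, which is at most 0.548 RPM in the mRNA libraries and 0.377 RPM in the sRNA libraries. These floors cover counting error only.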

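The TagRFP sequence has an entry of its own in both *otIs356* tables. sRNA reads on TagRFP came to 198 ± 21.8 RPM (SD, n = 3) in *pals-22(pig26)* and 115 ± 27.7 RPM (SD, n = 4) in wild type, a ratio of 1.71. Each mutant library held more of them than each wild-type library (two-sided exact permutation test, p = 0.0286, the smallest that the 35 arrangements allow, and 0.0571 after Benjamini-Hochberg adjustment over 6 such comparisons). In edgeR's test the log2 fold change was 0.70 (standard error 0.24, adjusted p = 0.0506). Scaling by library totals alone moved it most, to 0.78. It stayed between 0.59 and 0.77 when each library was left out, but the adjusted p rose to 0.127 without wild-type replicate 3 and to 0.103, 0.101 and 0.116 without *pals-22(pig26)* replicates 1, 2 and 3. TagRFP mRNA was at 46376 ± 5373 RPM (SD, n = 3) in *pals-22(pig26)* and 83769 ± 3812 RPM (SD, n = 4) in wild type, a ratio of 0.554 with no overlap between the groups (two-sided exact permutation test, p = 0.0286). Its log2 fold change was −1.14 (standard error 0.33, adjusted p = 0.0663). The direction was the same without each library. The adjusted p was 0.147, 0.153 and 0.129 without wild-type replicates 1, 2 and 3, and 0.165, 0.236 and 0.168 without *pals-22(pig26)* replicates 1, 2 and 3. The mRNA call was also lost without the expression filter (adjusted p = 0.112) and with limma-trend (adjusted p = 0.206).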

Concordant with RNAi-mediated silencing of transgenes, we observed a significant upregulation of siRNAs targeting *TagRFP* (*otIs356* integrated repetitive transgene)^62^ in *pals-22(pig26)* mutants (log_2_FC = 0.70, DESeq2 *q* = 0.02; Figure 1C). In line with the hyperactive RNAi phenotype following the loss of *pals-22*, genes associated with the Gene Ontology (GO) term “regulatory ncRNA-mediated post-transcriptional gene silencing” are significantly enriched among those with increased expression in *pals-22(pig26)* mutants versus wild-type worms (GO: 0035194; 22 observed and 8.36 expected; Fisher’s exact test, *q* = 0.005) (Figure S1H). Indeed, *drh-1*, along with genes encoding core components of the antiviral RNAi pathway, such as *rde-1*, *rde-4*, and *rrf-1*, are upregulated in *pals-22(pig26)* mutants (Figures S1I and S1J). 

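The paper's text does not name the background of Figures S1I and S1J, so values are given from both L1 mRNA data sets, that of N2 strains without the transgene (3 *pals-22(pig26)* and 2 wild-type libraries) and that of *otIs356* strains. Levels are normalized counts per 1e+06 counts (CPM), and coordinates are those of WBcel235. In N2, *drh-1* (IV, 6607376 to 6613353) was at 60.7 ± 2.21 CPM (SD, n = 3) in *pals-22(pig26)* and at 5.94 ± 0.396 CPM (SD, n = 2) in wild type, a log2 fold change of 3.35 (standard error 0.077, adjusted p = 1.43e-08). In *otIs356* it was 2.58 (adjusted p = 1.26e-06). Of the 31-base words of *drh-1*, 9.37% occur in other genes, most in WBGene00001091. *rde-1* (V, 9987916 to 9991642) had 104 ± 1.65 CPM (SD, n = 3) in the mutant and 32.2 ± 1.04 CPM (SD, n = 2) in wild type of N2, with log2 fold changes of 1.69 (standard error 0.071, adjusted p = 4.88e-07) in N2 and 1.26 (adjusted p = 0.00425) in *otIs356*. The change in *rde-4* (III, 10217302 to 10218646) was small in N2, from 14.02 ± 0.199 CPM (SD, n = 2) to 17.2 ± 0.8291 CPM (SD, n = 3), with a log2 fold change of 0.30 (adjusted p = 0.0271, and 0.142 without wild-type replicate 2). In *otIs356*, *rde-4* was not called (log2 fold change −0.22, adjusted p = 0.418). *rrf-1* (I, 7643431 to 7649777), 1.92% of whose words occur in other genes, most in *ego-1*, rose by 0.86 on the log2 scale in N2 (standard error 0.13, adjusted p = 0.00127). In *otIs356* it rose by 0.71 with an adjusted p of 0.101, or 0.0515 without wild-type replicate 4.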

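*ekl-1* (I, 7095486 to 7098400) reached 89.7 ± 3.58 CPM (SD, n = 3) in *pals-22(pig26)* of N2, against 12.1 ± 0.433 CPM (SD, n = 2) in wild type. The log2 fold change was 2.89 (standard error 0.081, adjusted p = 3.92e-08), and 2.39 in *otIs356* (adjusted p = 1.55e-06). 4.41% of its 31-base words are shared, most with F31E3.6. *drh-3* (I, 7820831 to 7826378) had log2 fold changes of 1.32 in N2 (adjusted p = 1.18e-05) and 0.70 in *otIs356* (adjusted p = 0.0176). For *rsd-2* (IV, 13521970 to 13540265) they were 0.40 (adjusted p = 0.00493) and 0.30 (adjusted p = 0.212). For *rde-12* (V, 13665389 to 13669292) they were 0.69 (adjusted p = 0.00320) and 0.43 (adjusted p = 0.119, and 0.0695 without wild-type replicate 3). Together with *drh-1*, *rde-1*, *rde-4* and *rrf-1*, 8 of 8 genes were called higher in N2 over all tested genes and 8 adjusted over the list alone, with a median log2 fold change of 1.09. In *otIs356*, 4 were called over all tested genes and 7 adjusted over the list alone, with a median of 0.70. The latter count was 6 or 7 with a library left out. The list was taken from the paper's figures, so the counts adjusted over it are not independent evidence.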

Additional genes encoding factors involved in the amplification of secondary siRNAs, including *ekl-1*, *drh-3*, *rsd-2*, and *rde-12*, also showed elevated expression in *pals-22* mutants relative to the wild-type worms (Figures S1I and S1J). On the other hand, genes encoding RNAi factors specifically act in the 26G endo-siRNA pathway are not differentially expressed in *pals-22(pig26)*, except for *eri-6/7*, which are modestly downregulated in this mutant compared with wild type (Figure S1K).

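Of the 8 genes of the 26G pathway on the axis of Figure S1K, 4 were called lower in *pals-22(pig26)* of N2 over all tested genes and 5 adjusted over the list alone. With only the compared groups in the fit, the latter count was 3. *eri-7* (I, 4451194 to 4456805) fell from 18.6 ± 0.732 CPM (SD, n = 2) to 12.7 ± 0.844 CPM (SD, n = 3), a log2 fold change of −0.54 (standard error 0.086, adjusted p = 0.00164). *eri-6* (I, 4457375 to 4469460) fell from 41.8 ± 3.15 CPM (SD, n = 2) to 30.96 ± 2.73 CPM (SD, n = 3), a log2 fold change of −0.43 (standard error 0.094, adjusted p = 0.00754). The span of *eri-6* overlaps *sosi-1*, *linc-104* and T01A4.9, and 34.7% of its words are shared, most with *sosi-1*. *ergo-1* changed by −0.41 (adjusted p = 0.0418, and 0.241 without wild-type replicate 2) and *eri-1* by −0.31 (adjusted p = 0.0114). The others were not called, at −0.33 for *rrf-3* (adjusted p = 0.114, and 0.0867 without *pals-22(pig26)* replicate 3), −0.23 for *eri-3* (adjusted p = 0.194), 0.03 for *eri-9* (adjusted p = 0.809) and 0.55 for *eri-5* (adjusted p = 0.147). In *otIs356*, *eri-6* alone was called, at −0.79 (adjusted p = 0.0214, and 0.112 without *pals-22(pig26)* replicate 2). There *eri-7* was at −0.54 (adjusted p = 0.218), *ergo-1* at −0.14 (adjusted p = 0.722) and *eri-1* at −0.57 (adjusted p = 0.154, and 0.0588 without wild-type replicate 4). The count adjusted over the list alone depended on single libraries. It was 3 in N2 without wild-type replicate 2. In *otIs356* it went from 1 to 6 without wild-type replicate 4, 5 without *pals-22(pig26)* replicate 3 and 2 without wild-type replicate 2.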

Prior studies reported that *sid-3/TNK2*, which encodes a cytoplasmic tyrosine kinase implicated in RNA import and endosomal trafficking, is critical for Orsay virus infection.^46,63,64^ Eliminating SID-3 enhances resistance to viral infection in worms, likely due to a defect in viral entry.^46^ Interestingly, we found that knocking out *sid-3* leads to a modest but statistically significant drop in transgene expression (*q* = 0.0004; Figure 1F). Moreover, *pals-22(pig26)*; *sid-3(ok973)* double mutants show stronger silencing than either of the single mutants (Figure 1F). In humans, TNK2 is known to interact with an adaptor protein, NCK1, to promote virus entry and facilitate subsequent proper endocytic trafficking of the viral particles.^46,65^ Consistently, knocking out *sid-4/NCK1* (also named *nck-1*) enhances *pals-22(−)*’s transgene-silencing phenotype (Figure 1G). Together, our results demonstrate that antiviral immunity and repetitive DNA are co-regulated by PALS-22 and a conserved kinase signaling pathway. Further investigation is warranted to elucidate the mechanism by which SID-3 and SID-4 promote the expression of repetitive foreign genetic elements.

### PALS-22 represses expression of the Argonaute protein VSRA-1

The foregoing results suggest that the antiviral RNAi response promotes transgene silencing in the soma. This observation led us to test the functions of the SAGO-2/WAGO, which has previously been shown to be important for fighting viral infections.^1,41^ However, we found that knocking out *sago-2* does not alter the expression of repetitive transgenes in both wild-type and *pals-22(pig26)* mutants (Figure 2A), suggesting that the antiviral RNAi pathway engages a different WAGO to distinguish exogenous/virus-derived RNA from repetitive transgenes.

By examining co-immunoprecipitation (coIP) mass spectrometry data of PALS-22,^67^ we noted that PALS-22 likely physically interacts with VSRA-1, a close paralog of CSR-1.^1,6^ We found that deleting *vsra-1* strongly rescues transgene silencing in *pals-22(pig26)* (Figures 2B and S2A). We found that *vsra-1* transcripts are highly upregulated in *pals-22(pig26)* (log_2_FC = 3.9; Figure 2C). 

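*vsra-1* (WBGene00007297; I, 9673664 to 9678557) overlaps no other annotated gene and shares 0 of its 2788 words of 31 bases with another. In N2, its mRNA was at 272 ± 6.04 CPM (SD, n = 3) in *pals-22(pig26)* and 18.6 ± 1.147 CPM (SD, n = 2) in wild type. The log2 fold change of 3.87 (standard error 0.11, adjusted p = 4.05e-08) stayed between 3.81 and 3.93 with each library left out. DESeq2 gave 3.92. In *otIs356*, the mRNA was at 136 ± 22.1 CPM (SD, n = 3) in *pals-22(pig26)* and 12.9 ± 1.41 CPM (SD, n = 4) in wild type, a log2 fold change of 3.399 (standard error 0.18, adjusted p = 3.08e-07) that ranged from 3.28 to 3.52. In both backgrounds every mutant library lay above every wild-type library. sRNA reads on *vsra-1* were few in N2, at 8.25 ± 1.695 CPM (SD, n = 3) in *pals-22(pig26)* and 6.83 ± 0.708 CPM (SD, n = 3) in wild type, and no difference was detectable (log2 fold change 0.27, adjusted p = 0.214).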

Consistently, by examining an endogenous fluorescent translational reporter of VSRA-1, we found that VSRA-1 is dramatically upregulated in *pals-22(pig26)* and *pals-22(RNAi)* animals (Figures 2D–2F and S2B). This upregulation is observed across all developmental stages (Figures S2B and S2C). Moreover, although VSRA-1 is only detectable in the somatic gonad and a small number of neurons in wild-type animals (Figure 2E; Table S1), we observed that it is expressed ubiquitously in *pals-22(pig26)* mutants (Figure 2E). VSRA-1 appears to exclusively localize to the cytoplasm (Figure 2F), suggesting that VSRA-1 functions in post-transcriptional gene regulation. We hypothesized that ectopic overexpression of *vsra-1* in the *pals-22(−)* background induces silencing of repetitive transgenes. Consistent with this model, driving *vsra-1* expression under the control of a strong, ubiquitous promoter significantly downregulates transgene expression (Figure S2D).

ZIP-1/bZIP is a transcription factor that is required to induce one-third of IPR genes, acting downstream of PALS-25. Eliminating *zip-1* leads to increased susceptibility to intracellular pathogens (see Figure 1A).^56,57^ We found that *zip-1* is significantly upregulated in *pals-22(pig26)* mutants in which the IPR is constitutively activated (Figure 2G), in agreement with previous studies.^56,57^ Hence, we hypothesized that *vsra-1* may be activated by ZIP-1 downstream of PALS-25. Indeed, deleting *pals-25* suppresses *vsra-1* expression in *pals-22(pig26)* mutants (Figure 2H). Furthermore, knocking down *zip-1* by RNAi significantly downregulates *vsra-1* in *pals-22(pig26)* mutant background (Figures S2E and S2F). 

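*zip-1* (WBGene00006986; III, 12333745 to 12345384) overlaps *pph-4.1*, and 1.72% of its 31-base words are shared. Its mRNA rose from 57.0 ± 2.57 CPM (SD, n = 2) in wild type to 191 ± 4.78 CPM (SD, n = 3) in *pals-22(pig26)* of N2, a log2 fold change of 1.74 (standard error 0.15, adjusted p = 5.56e-05). In *otIs356* it rose from 35.8 ± 6.86 CPM (SD, n = 4) to 105 ± 2.72 CPM (SD, n = 3), a log2 fold change of 1.56 (standard error 0.21, adjusted p = 5.63e-04). Leaving out each library in turn kept the change between 1.69 and 1.78 in N2 and between 1.43 and 1.64 in *otIs356*.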

We observed a similar effect when *pals-22* is eliminated by RNAi in *zip-1(jy14)* mutants (Figure 2I). However, intriguingly, *vsra-1* remains upregulated in the somatic gonad of *zip-1(jy14); pals-22(RNAi)* animals (Figure 2J), suggesting that PALS-22 engages tissue-specific gene regulatory modules. The biological significance of elevated *vsra-1* expression in the somatic gonad is currently unclear, but it is worth noting that it is the only tissue, besides the intestine, that is susceptible to Orsay virus infection.^50^

Interestingly, by examining published transcriptomic data, we found that *vsra-1* is upregulated in worms infected with Orsay virus (Figure 2K)^66^ or *N. parisii* (Figure 2L).^45^ During *N. parisii* infection, this upregulation is especially pronounced at early time points that correspond to the entry and replication of the parasite inside host intestinal cells (Figure 2L).^45,49^ On the contrary, *vsra-1* expression remains unchanged in animals exposed to extracellular bacterial and other fungal pathogens.^68^ Taken together, these results indicate that VSRA-1 responds to the presence of intracellular pathogens, downstream of the PALS-25 → ZIP-1 regulatory axis and mounts an RNAi defense to mitigate the infection (Figure 2M). Supporting this notion, knocking down *vsra-1* by RNAi causes increased susceptibility to viral infection.^69^

### PALS-22 promotes the expression of endogenous dsRNAs and silences newly evolved genes

To further probe the roles of PALS-22 in somatic sRNA pathways, we sequenced sRNAs and mRNAs isolated from wild-type and *pals-22(pig26)* L1 animals. 

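The N2 libraries comprise 3 wild-type and 3 *pals-22(pig26)* replicates of sRNA and 2 wild-type and 3 *pals-22(pig26)* replicates of mRNA. They were prepared and counted like those of the *otIs356* strains, and 91.9% of the mRNA values are not whole numbers. mRNA totals are 46502739 and 52198466 in wild type and 36498609 to 48825743 in *pals-22(pig26)* (median 46776002). sRNA totals are 12747359 to 22956750 in wild type (median 20982625) and 11483077 to 43362769 in *pals-22(pig26)* (median 15373821). A value of 0 allows at most 0.0822 RPM of mRNA and 0.261 RPM of sRNA. Of 22013 entries in the mRNA table, 18986 passed the expression filter. Of these, 4422 were called higher and 5280 lower in *pals-22(pig26)*, which is 51.1% of the genes tested. DESeq2 called 4680 higher and 4567 lower, and 8835 genes were called by both tools. The setting that moved the count most was added after the data were seen, DESeq2 with no low-count filter and a replicate block, with 7490 genes. Without wild-type replicate 2, 6205 genes were called. A wild-type library left alone in this way was assumed to vary like the other groups. Changes over 4-fold were found in 1526 genes called higher and 155 called lower. *skr-6* (V, 18269616 to 18269985) was at 20.1 ± 2.06 CPM (SD, n = 3) in *pals-22(pig26)* and at 0 in both wild-type libraries, at least 261-fold above their floor. Y19D2B.1 (II, 10922627 to 10922974) was at 20.8 ± 15.6 CPM (SD, n = 3) against 0, at least 271-fold higher, and shares 82.3% of its 31-base words, most with *tba-4*. *pud-1.1* (V, 2330429 to 2330930) had a log2 fold change of −6.84 (adjusted p = 0.0355, and 0.123 without wild-type replicate 2). C41H7.9 (II, 3012081 to 3012233) was at 9.72 CPM in wild type and 0 in *pals-22(pig26)*, at least 108-fold lower. Its adjusted p was 0.0676, and 0.113 to 0.149 with any of the 5 libraries left out. All words of *pud-1.1* and of C41H7.9 also occur in other genes.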

The sRNAs were cloned using a 5^′^-phosphate-independent protocol to capture both primary and secondary sRNAs (see STAR Methods). We chose to sequence L1 animals because they contain 550 somatic cells and only two primordial germ cells, and thus any transcriptional changes are likely to be indicative of somatic responses. Consistent with our previous findings that the antiviral RNAi pathway is enhanced in the absence of *pals-*22, we found that the overall levels of 22G secondary siRNAs are significantly elevated in *pals-22(pig26)* (Figures 3A and 3B).

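Of 46926 genes in the N2 sRNA table, 7243 were tested. In *pals-22(pig26)*, sRNA reads were called higher on 1329 genes and lower on 1506, 39.1% of those tested, with changes over 4-fold on 91 and 20. DESeq2 called 1067 higher and 1293 lower, and both tools shared 2347 genes. Scaling by library totals alone moved the count most, to 5003 higher and 603 lower, and shifted the median log2 fold change of all tested genes to 0.35. When each library was left out, 2290 to 2936 genes were called. Y110A2AL.1 (II, 2875101 to 2876768) fell from 499 ± 60.3 CPM (SD, n = 3) to 1.69 ± 0.209 CPM (SD, n = 3), a log2 fold change of −8.15 (standard error 0.14, adjusted p = 2.50e-12). In *otIs356* its change between *pals-22(pig26)* and wild type was −0.33 (adjusted p = 0.0909, and 0.143 to 0.264 without any of 5 libraries). *nlp-40* (I, 11495 to 16837) fell from 19.5 ± 1.601 CPM (SD, n = 3) to 1.67 ± 0.411 CPM (SD, n = 3). F23B2.10 (IV, 9152715 to 9154363) was at 16.7 ± 2.31 CPM (SD, n = 3) in *pals-22(pig26)* and at 0 in wild type, at least 60.6-fold above the highest wild-type floor. B0507.6 (V, 8746158 to 8750197) reached 11.9 ± 2.104 CPM (SD, n = 3) against 0.0159 ± 0.0275 CPM (SD, n = 3), and 7.81% of its 22-base words occur in other genes.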

Loss of *pals-22* leads to differential expression of many siRNAs targeting protein-coding and non-protein-coding genes (DESeq2 *q* < 0.1; Figure 3C). By taking a closer look at the gene biotypes, we found that siRNAs targeting protein-coding genes (average FC = 1.15) and lincRNAs (average FC = 1.61) are upregulated in *pals-22(pig26)*, whereas the levels of miRNAs and piRNAs remain largely unchanged (Figure S3). 

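Summed over protein-coding genes, sRNA reads made up 34.2% of the *pals-22(pig26)* libraries of N2 on average and 29.0% of the wild-type libraries, a ratio of 1.18 (n = 3 and 3). For lincRNAs the shares were 18.4% and 11.6%, a ratio of 1.58. Both totals reached the smallest p that these libraries allow (two-sided exact permutation test, p = 0.10000, and 0.167 after adjustment over 10 biotypes). *linc-22* (X, 9069138 to 9073735) held 73.1% of the lincRNA reads, and without it the ratio was 1.27, and 1 with TMM-scaled totals. Its own log2 fold change was 0.42 (standard error 0.13, adjusted p = 0.0232). Of 44 lincRNAs tested, 11 were called higher and 20 lower. The reads of ncRNA genes fell from 46.6% to 33.3% of the library, a ratio of 0.715. Among these, T09B4.14 (I, 6172671 to 6172796) held 43.2% of the reads. Its mean fell from 206010 RPM in wild type to 138760 RPM in *pals-22(pig26)*. Of its 22-base words, 62.9% are shared, most with *cel-mir-1*, which lies on the opposite strand. The shares of a library add up to a fixed total, so the ratios depend on the scaling. Among settings with a single change, TMM-scaled library totals moved them most, to 0.928 for protein-coding genes, a reversed direction, 1.24 for lincRNAs and 0.562 for ncRNA genes. With ncRNA genes left out of the library total, a setting added after the data were seen, they were 0.944 for protein-coding genes and 1.26 for lincRNAs. For miRNAs, 1.55% and 1.67% of the libraries, the ratio was 0.928 (two-sided exact permutation test, p = 0.50000). *cel-mir-55b* held 94.6% of the miRNA reads, and without it the ratio was 1.02. The miRNA ratio was 0.731 with TMM-scaled totals and 0.742 with ncRNA genes left out, and 3 of 4 tested were called lower. piRNA genes took 0.0214% and 0.0340%, a ratio of 0.629 (two-sided exact permutation test, p = 0.10000), and 13 of 18 tested were called lower. The deposited counts are those of antisense reads, since *cel-mir-1* was at 0.0824 RPM over both genotypes and T09B4.14 at 172382. The count of each miRNA or piRNA gene therefore leaves out its own sense reads, on which Figure S3 of the paper rests. Sense reads of a miRNA are counted under a gene on the opposite strand, where one is annotated. By this reading, the 15258 RPM on *cel-mir-55b* are sense reads of *cel-mir-55*, itself at 0.0343 RPM. They make up most of the miRNA total. In 30 pairs of a miRNA and a gene opposite it, most of them ncRNA genes, those genes held 375469 RPM (protein-coding genes and other miRNAs left out). Of these, 8687.6 RPM lay on a pseudogene. All ncRNA genes together held 332810 RPM in *pals-22(pig26)* and 465790 RPM in wild type. By this reading, most reads of ncRNA genes are thus miRNA reads. The ratio of 0.715 is taken mostly over them, and the miRNA ratio leaves them out.

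**Figure D1:**
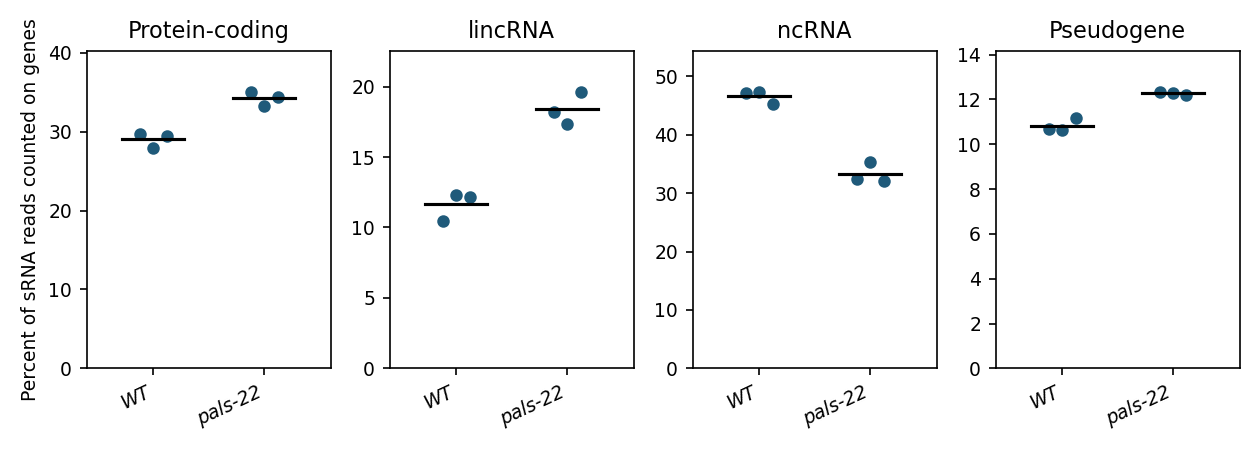
Share of sRNA reads on genes of 4 biotypes (percent of the library, y axis) in N2 wild type and *pals-22(pig26)* (x axis). Points are libraries and lines are means, with protein-coding genes at 29.0% and 34.2%.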

To gain further insights into the roles of PALS-22, we performed WormCat GO analysis^70^ on siRNAs differentially expressed in *pals-22(pig26)* mutants. Our analysis revealed an enrichment of pseudogenes in the downregulated set. 

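Of the 378 pseudogenes tested for sRNA reads in N2, 173 were called lower and 59 higher in *pals-22(pig26)*. They were 11.5% of the genes called lower and 5.22% of the genes tested (two-sided Fisher's exact test, odds ratio 3.50, p = 4.17e-29, and 2.78e-28 after adjustment over 20 tests of biotypes). The odds ratio was 3.44 to 3.69 when each library was left out, and 1.92 without the RPM filter, which moved it most. Among the genes called higher they were 4.44% (odds ratio 0.815, two-sided Fisher's exact test, p = 0.172). Their median log2 fold change was −0.19 and their mean −0.13. As a set they lay lower than the other genes in camera (preset correlation 0.01, p = 7.02e-06), with a correlation estimated from the data (p = 0.0356) and in fry (p = 5.70e-04). With library totals as the only scaling the median was 0.16, which is −0.19 relative to the median of all genes under that scaling. Without the RPM filter it was −0.11 (camera at the preset correlation, p = 0.0826). Summed reads on pseudogenes were 12.3% of the *pals-22(pig26)* libraries and 10.8% of the wild-type libraries. The ratio of these sums was 1.13 by library totals and 0.891 with TMM-scaled totals.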

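The *pals* family, without *pals-22*, was taken from the annotation by symbol. 14 of its genes were tested for sRNA reads in N2, and 11 were called higher and 1 lower in *pals-22(pig26)*. The median log2 fold change was 3.65, and 3.31 to 4.01 when each library was left out. The set lay higher than the other genes in camera (p = 8.68e-09), with an estimated correlation (p = 0.00360) and in fry (p = 9.28e-06). Of the settings chosen before the data were seen, testing without the RPM filter moved the median most, to 2.26. *pals-33* (V, 3673380 to 3676632) rose from 0.0950 ± 0.0771 CPM (SD, n = 3) to 29.1 ± 5.09 CPM (SD, n = 3), a log2 fold change of 8.402 (standard error 0.30, adjusted p = 1.69e-09). *pals-11* (I, 13124168 to 13126650) was at 0 in wild type and at 6.96 ± 0.839 CPM (SD, n = 3) in the mutant, at least 25.2-fold above the wild-type floor, and 35.1% of its 22-base words are shared, most with *pals-7*. *pals-14* (I, 13139122 to 13141898), which shares none, rose from 10.6 ± 0.886 CPM (SD, n = 3) to 17.5 ± 0.922 CPM (SD, n = 3), a log2 fold change of 0.70 (standard error 0.098, adjusted p = 1.30e-04). In *otIs356*, 14 of 18 *pals* genes were called higher and 1 lower, with a median of 3.81. Camera gave p = 2.12e-04 and fry p = 0.0393 there, but an estimated correlation gave p = 0.236.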

Interestingly, siRNAs targeting stress response genes, including many *pals* family members, tend to be upregulated in *pals-22(pig26)* mutants (Table S2) (more below).

In *C. elegans*, zebrafish, and mammals, adenosine deaminase acting on RNA (ADAR) enzymes are required to prevent ectopic activation of the antiviral response, involving RLR, targeting self dsRNAs.^71–73^ In vertebrates, recognition of dsRNAs by MDA-5 and RIG-I triggers the interferon (IFN)-response.^72,73^ In *C. elegans*, RNA editing disrupts dsRNA formation and thus antagonizes the production of dsRNA-derived siRNAs by DCR-1.^72,74,75^ Loss of ADARs leads to transgene silencing and reduced lifespan, phenotypes also observed in *pals-22(−)* mutants (see Figure S1).^51,76^ Hence, we asked whether PALS-22 may interact with ADARs to regulate the expression of transgene-derived and endogenous dsRNAs. Supporting our hypothesis, we found that the sRNA profile of *pals-22(pig26)* significantly overlaps with that of *adr-1/2(−)* mutants (Figure 3D). Indeed, we found that PALS-22 and ADR-2 function in parallel to promote repetitive transgene expression, as the *pals-22 (pig26) adr-2(gv42)* double mutant shows a stronger silencing phenotype than either of the single mutants (Figure 3E). Moreover, many A-to-I editing-associated genes (EAGs), previously defined by Reich et al.,^74^ and endo-dsRNA containing structured introns (ΔG/nt < − 0.5 kcal/mol × nt)^77^ tend to be downregulated in *pals-22(pig26)* (Figure 3F). These findings suggest that PALS-22 prevents aberrant silencing of endogenous dsRNAs, likely by suppressing the antiviral RNAi pathway.

Evolutionarily young genes tend to be the targets of endogenous siRNA pathways.^78–80^ On the other hand, dsRNA-associated genes targeted by ADAR are enriched among conserved, essential genes.^77 ,81^ We found that the loss of *pals-22* causes downregulation of siRNAs targeting newly evolved genes, such as *C. elegans*-specific genes and genes that have no orthologs outside of the *Caenorhabditis* genus (Figure 3G; see also Table S2). 

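Of the 1173 pseudogenes tested for mRNA in N2, 264 were called higher and 169 lower in *pals-22(pig26)*. They made up 5.97% of the genes called higher and 6.18% of the genes tested (two-sided Fisher's exact test, odds ratio 0.954, p = 0.544, and 0.680 after adjustment). Without the expression filter, which moved this most, the odds ratio was 0.678 (Fisher's exact test, p = 1.12e-09). It lay between 0.740 and 1.11 when each library was left out, and was lowest without wild-type replicate 1 (Fisher's exact test, p = 8.48e-05). Among the genes called lower, pseudogenes were 3.20% (two-sided Fisher's exact test, odds ratio 0.418, p = 3.67e-29). Their median log2 fold change was 0.21 and their mean 0.82. With pseudogenes that were at 0 in a whole group set to their bound, the median was 0.19. The median fell to 0.02 and the mean to 0.39 without *pals-22(pig26)* replicate 3. Without wild-type replicate 2 they were 0.39 and 1.36. Against the other genes the set gave p = 0.0797 in camera, 0.357 with an estimated correlation and 0.0811 in fry. Camera at the preset correlation gave p = 0.0403 without *pals-22(pig26)* replicate 2.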

Concordantly, we found a significant enrichment for newly evolved genes, including pseudogenes and young duplicated genes, among the mRNAs that are upregulated in *pals-22(pig26)* (Figures 3G and 3H). In contrast, downregulated mRNAs in *pals-22(pig26)* are enriched for older genes that are conserved across the Nematoda phylum (Figure 3G). Hence, PALS-22 appears to block the expression of certain young genes while promoting the expression of a subset of conserved genes.

Collectively, our findings indicate that the loss of *pals-22* affects the sRNA landscape, including upregulation of 22G siRNAs, and imparts a variety of gene regulatory outcomes on targets’ transcripts with distinct features—possibly including secondary structures, number of introns, and divergent splicing signals—recognized by the RNAi machinery.^78,80^

### Dual effects of RRF-3-dependent endo-siRNAs on IPR gene expression

In *C. elegans*, genes generating siRNAs can be classified based on the targeting AGOs (Figure 4A).^1^ Some of these siRNAs induce the production of secondary siRNAs, which then bind to other AGOs, although we did not differentiate these specific categories. We noted that differentially expressed siRNAs in *pals-22(pig26)* tend to associate with the “WAGO cluster” composed of WAGO-1, PPW-2, HRDE-1, and PPW-1, which are major regulators of repetitive and transposable elements.^1^ Furthermore, upregulated siRNAs in *pals-22(pig26)* are enriched for the “ERGO-1 cluster” (composed of SAGO-2, SAGO-1, ERGO-1, and NRDE-3) targets, which are largely associated with immune, defense, and stress responses (Figure 4A).^1^

RRF-3 is an RdRP that functions in the endo-siRNA pathway, upstream of ERGO-1, to generate primary 26G sRNAs using the target mRNA as template (Figure 4B).^2^ Consistent with previous findings,^82^ knocking out *rrf-3* promotes silencing of repetitive transgenes. We found that loss of *pals-22* further enhances the *rrf-3* transgene-silencing phenotype (Figure 4C), indicating that RRF-3 and PALS-22 function in parallel to antagonize RNAi against foreign genes.

Next, to probe how PALS-22 and the endo-siRNA pathway regulate immunity, we performed RNA sequencing (RNA-seq) analysis and examined IPR gene expression in *rrf-3(−)* and *pals-22(−)* mutants. 

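L1 mRNA of 3 *rrf-3(pk1426)* and 2 *rrf-3(pk1426); pals-22(pig26)* libraries was sequenced beside the N2 wild-type and *pals-22(pig26)* libraries, and all 10 were fitted together. Their totals are 41843772 to 61806727 in *rrf-3(pk1426)* (median 46396167) and 47171977 and 55449859 in the double mutant. *rrf-3* itself (II, 8162465 to 8168651) was at 1.96 ± 0.0427 CPM (SD, n = 3) in *rrf-3(pk1426)* and 5.87 ± 0.590 CPM (SD, n = 2) in wild type, a log2 fold change of −1.58 (adjusted p = 5.27e-05). Against wild type, 6055 genes were called higher and 6804 lower in *rrf-3(pk1426)*, 67.7% of those tested, and DESeq2 called 6330 and 6245. The total was 11045 to 12717 when each library was left out. Between the double mutant and *pals-22(pig26)*, 3520 genes were called higher and 3232 lower (DESeq2, 3407 and 3575). This total fell to 2836 without double-mutant replicate 1 and to 4411 without replicate 2. *srh-290* (V, 17790491 to 17792470) was at 6.05 CPM in *rrf-3(pk1426)* and 0 in wild type, at least 78.7-fold higher. *col-138* (IV, 17182884 to 17183729) had a log2 fold change of −6.83 in *rrf-3(pk1426)*, and *col-49* (I, 3137185 to 3138447) one of −12.10 in the double mutant, from 136 ± 94.2 CPM (SD, n = 3) to 0.0309 ± 0.0437 CPM (SD, n = 2). Y19D2B.1 was at 20.8 CPM in *pals-22(pig26)* and 0 in the double mutant, at least 337-fold lower. *rrf-3(pk1426)* and *pals-22(pig26)* are compared with the same wild-type libraries. 2925 genes were called higher in both and 4390 lower in both. The change had the same sign in 14814 of 18986 genes, against 13339 to 13539 in 20 simulations of unchanged groups that shared those libraries. Genes were simulated independently, so deviations that many genes share in the wild-type libraries are left out. The simulated range may therefore be too narrow, and it cannot exclude the shared libraries as a source.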

As expected, eliminating *pals-22* causes a dramatic increase in IPR gene expression compared with wild type.^47,83^ Similarly, IPR genes are upregulated in *rrf-3(pk1426)* compared with wild type (DESeq2 *q* < 0.1), albeit to a lesser extent, suggesting that the 26G endo-siRNA pathway normally silences IPR genes (Figures 4D and 4E).

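In N2, 33 of the 37 *pals* genes tested for mRNA were called higher in *pals-22(pig26)* and 2 lower, with a median log2 fold change of 6.13. The set lay higher than the other genes in camera (p = 1.62e-30), with an estimated correlation (p = 0.00844) and in fry (p = 8.64e-09). The median was 6.12 to 6.31 when each library was left out, and 6.19 with only the compared groups in the fit, the setting that moved it most. All 15 genes on the axis of Figure 4G were called higher over all tested genes, and 15 adjusted over the list alone, with log2 fold changes from 4.03 to 8.73 and a median of 6.56. *pals-5* (I, 13130813 to 13132466) rose from 0.910 ± 0.201 CPM (SD, n = 2) to 389 ± 15.6 CPM (SD, n = 3), a log2 fold change of 8.73 (standard error 0.20, adjusted p = 1.43e-08). *pals-14* rose from 7.12 ± 0.792 CPM (SD, n = 2) to 1187 ± 76.7 CPM (SD, n = 3), a log2 fold change of 7.38 (standard error 0.17, adjusted p = 1.40e-08). The mRNA of *pals-11* rose by 9.92 on the log2 scale, and 27.7% of its 31-base words occur in other genes.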

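In *rrf-3(pk1426)*, 28 of the *pals* genes were called higher than in wild type and 6 lower, with a median log2 fold change of 1.34. Camera gave p = 3.40e-07 and fry p = 5.46e-05, but an estimated correlation gave p = 0.135. The genes of Figure 4G were all called higher, 15 over all tested genes and 15 adjusted over the list alone, with a median of 2.15 and a range from 0.67 to 3.38. *pals-5* was at 9.58 ± 1.397 CPM (SD, n = 3) in *rrf-3(pk1426)*, a log2 fold change of 3.38 (standard error 0.17, adjusted p = 5.53e-06), and *pals-14* at 43.6 ± 5.11 CPM (SD, n = 3), a log2 fold change of 2.61 (standard error 0.13, adjusted p = 5.39e-06). 27 *pals* genes were called higher in both *rrf-3(pk1426)* and *pals-22(pig26)*. From the rise in *rrf-3(pk1426)*, the paper proposes that the 26G endo-siRNA pathway normally acts to silence IPR genes.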

As IPR genes are strongly upregulated in *pals-22(pig26)*, we expected to observe a decrease in the levels of sRNAs that target these genes. To our surprise, we witnessed that exact opposite: sRNAs targeting IPR genes are significantly upregulated in *pals-22(pig26)* mutants (DESeq2 *q* < 0.1; Figure S4A) and are positively correlated with the expression of IPR transcripts (Spearman’s ρ = 0.34, slope = 0.47) (Figure S4B), in contradiction to the typical gene-silencing role of siRNAs. 

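Across the 1347 genes called in both the sRNA and the mRNA comparison of N2, Spearman's rho between the log2 fold changes was 0.02, and 50.4% of the genes changed in the same direction in both. This correlation is across genes, which are not independent replicates, so no p is given. Over all 6730 genes tested in both, rho was −0.01. Among the genes called in both, 301 were higher in both and 378 lower in both. The 14 *pals* genes tested in both all changed in the same direction, and rho across them was 0.55. Without *pals* genes, rho over genes called in both was −8.91e-04. For the same kind of gene set, a setting added after the data were seen (DESeq2 with no low-count filter and a replicate block) gave 0.21. When each library was left out, rho lay between 0.02 and 0.10. The paper describes the joint rise of sRNAs and transcripts of IPR genes as contrary to the role in silencing that is typical of siRNAs.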

We sought to further investigate this unusual pattern of gene regulation by examining the interactions between PALS-22, RRF-3, and downstream WAGOs in this process (see below).

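The *pals* genes were compared between *rrf-3(pk1426); pals-22(pig26)* and *pals-22(pig26)*, and 28 were called lower and 1 higher in the double mutant. Their median log2 fold change was −0.53, and −0.55 to −0.49 when each library was left out. Camera gave p = 2.48e-13, an estimated correlation p = 0.0486 and fry p = 1.54e-04. Of 22 *pals* genes that share no 31-base word with another gene, 15 were called lower. All 15 genes on the axis of Figure 4G were called lower over all tested genes and 15 adjusted over the list alone, with log2 fold changes from −1.08 to −0.40 and a median of −0.61. Leaving out 1 library lost some of these calls. *skr-5* (−0.40, adjusted p = 0.0753) lost it without each of the 5 libraries compared, with adjusted p from 0.112 to 0.393. Without double-mutant replicates 1 and 2, the adjusted p was 0.126 and 0.116 for *pals-27*, 0.155 and 0.109 for *pals-32* and 0.109 and 0.101 for *eol-1*. For Y37H2A.14 it was 0.150 without replicate 2. *pals-5* was at 249 ± 3.02 CPM (SD, n = 2) in the double mutant, a log2 fold change of −0.64 (standard error 0.13, adjusted p = 0.00852), and *pals-14* at 782 ± 6.96 CPM (SD, n = 2), a log2 fold change of −0.60 (standard error 0.12, adjusted p = 0.00781). For B0507.8 (V, 8760622 to 8762961) the log2 fold change was −0.53 (adjusted p = 0.0478), and its adjusted p was 0.195 without double-mutant replicate 1 and 0.192 without replicate 2. No change was detectable at F26F2.1 (V, 20559162 to 20561895; log2 fold change 0.06, adjusted p = 0.758). 27 *pals* genes were called higher in *pals-22(pig26)* and lower in the double mutant. Both steps use the same *pals-22(pig26)* libraries, so a chance excess there could give genes that rise and then fall. With the rise taken from some of these libraries and the fall from the others, the median was, over the 29 *pals* genes that rose over 2-fold in each case, −0.62 to −0.58.

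**Figure D2:**
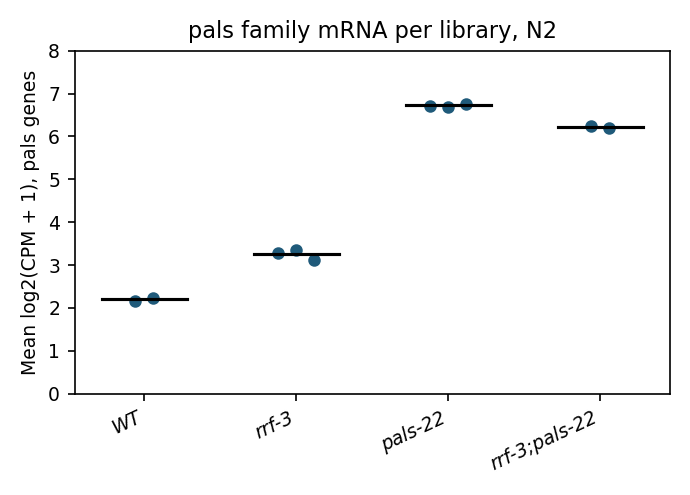
Mean log2(CPM + 1) of the *pals* genes (y axis) in each N2 mRNA library, grouped by genotype (x axis). Points are libraries, and the double mutant differs from *pals-22(pig26)* by a median log2 fold change of −0.53.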

Intriguingly, although IPR genes are upregulated in each of the single mutants, 60 out of 80 IPR genes are significantly downregulated in the *rrf-3(pk1436); pals-22(pig26)* double mutant compared with *pals-22(pig26)* (DESeq2 *q* < 0.1; Figures 4E–4G). Similarly, knocking out *ergo-1* in *pals-22(RNAi)* animals causes downregulation of IPR genes (Figure S4C). However, we found that eliminating *rrf-3* in either wild-type or *pals-22 (pig26)* animals does not overtly affect their resistance to Orsay virus or *N. parisii* (Figures S4D–S4F).

Together, our results suggest that the sRNA pathway may exert opposing effects on IPR gene expression: in the wild-type background, the 26G endo-siRNA pathway, acting through RRF-3, represses IPR gene expression; however, in the absence of *pals-22*, ERGO-1 and RRF-3 appear to upregulate IPR genes. It is important to note that we cannot rule out the possibility that RRF-3 engages in additional gene regulatory interactions that indirectly influence IPR gene expression.

### PALS-22 regulates a negative and positive gene expression switch via SAGO-2

As we have shown that VSRA-1 silences transgenes in *pals-22(−)* mutants, we next asked whether VSRA-1 may function downstream of PALS-22 and RRF-3 to regulate IPR gene expression. We found that IPR genes are modestly upregulated in *vsra-1 (tm1637)* single mutants; however, unlike *rrf-3*, knocking out *vsra-1* does not alter IPR gene expression in *pals-22(pig26)* mutants (Figure 5A).

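In the *otIs356* strains, 31 of the 37 *pals* genes were called higher in *pals-22(pig26)* than in wild type, with a median log2 fold change of 5.27 (camera p = 2.36e-30, estimated correlation p = 0.00629, fry p = 1.17e-06). In *vsra-1(tm1637)* the median was 0.70 and 31 *pals* genes had a positive change, but edgeR called 0. Camera gave p = 0.0115, which did not hold with an estimated correlation (p = 0.466) or in fry (p = 0.433). The median rests on 1 library, since it was −0.05 without *vsra-1(tm1637)* replicate 3 (camera at the preset correlation, p = 0.837). It was 0.65 without wild-type replicate 1 (same correlation, p = 0.0587) and 1.38 without wild-type replicate 4. *pals-14* had a log2 fold change of 2.01 in *vsra-1(tm1637)* (adjusted p = 0.374), and 0.12 without replicate 3. 14 of the 15 genes of Figure 4G had a positive change in *vsra-1(tm1637)*, with a median of 0.93, and 0 were called over all tested genes or adjusted over the list alone. Between *vsra-1(tm1637); pals-22(pig26)* and *pals-22(pig26)* the *pals* genes had a median of −0.16, and −0.44 to −0.01 when each library was left out. Camera gave p = 5.49e-04, an estimated correlation p = 0.330 and fry p = 0.418. Camera's p was 0.101 without *pals-22(pig26)* replicate 3, and 0.0791 and 0.0855 without double-mutant replicates 1 and 3. The genes of Figure 4G had a median of −0.09 in this comparison. Over all genes, 967 were called higher and 853 lower in *pals-22(pig26)*, where DESeq2 called 1757 and 1827. This total became 706, 731, 896 and 5384 without wild-type replicates 1, 2, 3 and 4, and 709, 628 and 670 without *pals-22(pig26)* replicates 1, 2 and 3. In *vsra-1(tm1637)*, and in the double mutant against *pals-22(pig26)*, 1 gene was called, *srw-85*, with 2081 and 641 genes at an unadjusted p under 0.05 in edgeR's test. DESeq2 called 911 and 51 genes. Without *vsra-1(tm1637)* replicate 4, 3 genes were called in *vsra-1(tm1637)*. From Figure 5A, the paper states that IPR genes rise modestly in *vsra-1(tm1637)* and that loss of *vsra-1* does not alter them in *pals-22(pig26)*.

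**Figure D3:**
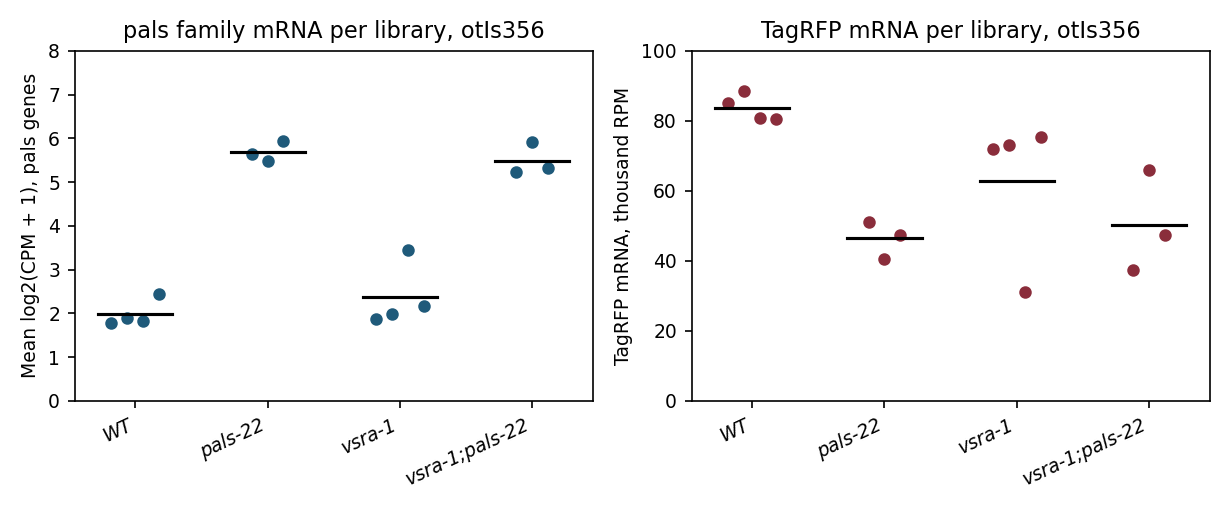
Mean log2(CPM + 1) of the *pals* genes and TagRFP mRNA (1e+03 RPM) in each *otIs356* mRNA library, grouped by genotype. Points are libraries, and TagRFP in *vsra-1(tm1637)* runs from 31081 RPM in replicate 3 to 75433 RPM.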

In search of a different AGO that could regulate IPR gene expression, we noted that *sago-2*, like *vsra-1*, is significantly upregulated when *pals-22* is eliminated by a null mutation or RNAi (Figures 5B–5D). Additionally, we observed that some sRNAs associated with SAGO-2 are upregulated in *pals-22(pig26)* mutants (Figures S5A and S5B). 

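*sago-2* (WBGene00018921; I, 618160 to 621490) overlaps *eme-1* and shares 79.6% of its 2666 words of 31 bases, most with *ppw-1*. Its mRNA was at 43.6 ± 0.556 CPM (SD, n = 3) in *pals-22(pig26)* and 2.41 ± 0.466 CPM (SD, n = 2) in wild type of N2, a log2 fold change of 4.18 (standard error 0.12, adjusted p = 4.06e-08). In *otIs356* it was at 32.2 ± 3.61 CPM (SD, n = 3) and 3.83 ± 3.01 CPM (SD, n = 4), a log2 fold change of 3.04 (standard error 0.51, adjusted p = 0.00281). The change was 3.98 to 4.38 in N2 and 2.81 to 3.73 in *otIs356* when each library was left out. *ppw-1* (I, 4185174 to 4189956), 74.0% of whose words are shared, rose from 14.1 ± 0.732 CPM (SD, n = 2) to 172 ± 3.65 CPM (SD, n = 3) in N2, a log2 fold change of 3.61 (standard error 0.10, adjusted p = 3.92e-08), so that estimated counts of this pair are not independent. In *otIs356* its log2 fold change was 2.75 (adjusted p = 1.93e-05). Of 14 AGO genes in a list from the paper, which holds *ppw-1* but not *sago-2*, 10 were called higher and 2 lower in *pals-22(pig26)* of N2 over all tested genes, and 10 and 2 adjusted over the list alone. Both lower ones, *nrde-3* (−0.35) and *alg-1* (−0.32), lost the call without wild-type replicate 2, with adjusted p of 0.149 and 0.298. Among the higher ones, *wago-10* (1.05) lost it without wild-type replicates 1 and 2 and *pals-22(pig26)* replicate 1, with adjusted p of 0.207, 0.302 and 0.356. *alg-4* (4.45) lost it without wild-type replicates 1 and 2 (adjusted p = 0.102 and 0.134). *alg-3* (4.84) lost it without wild-type replicate 2 (adjusted p = 0.110), and was at 7.40 without replicate 1. Major sperm protein genes summed to 1017, 622 and 293 CPM in *pals-22(pig26)* replicates 1 to 3 of N2, and to 86.3 and 24.7 in wild type. Rises in this list may therefore include RNA of older animals, which was not tested for these genes. In *otIs356*, 11 of the list could be tested and 3 were called higher, *ppw-1* included. Of these, *sago-1* lost the call without wild-type replicates 1 and 3 and without each *pals-22(pig26)* library, with adjusted p from 0.153 to 0.202.

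**Figure D4:**
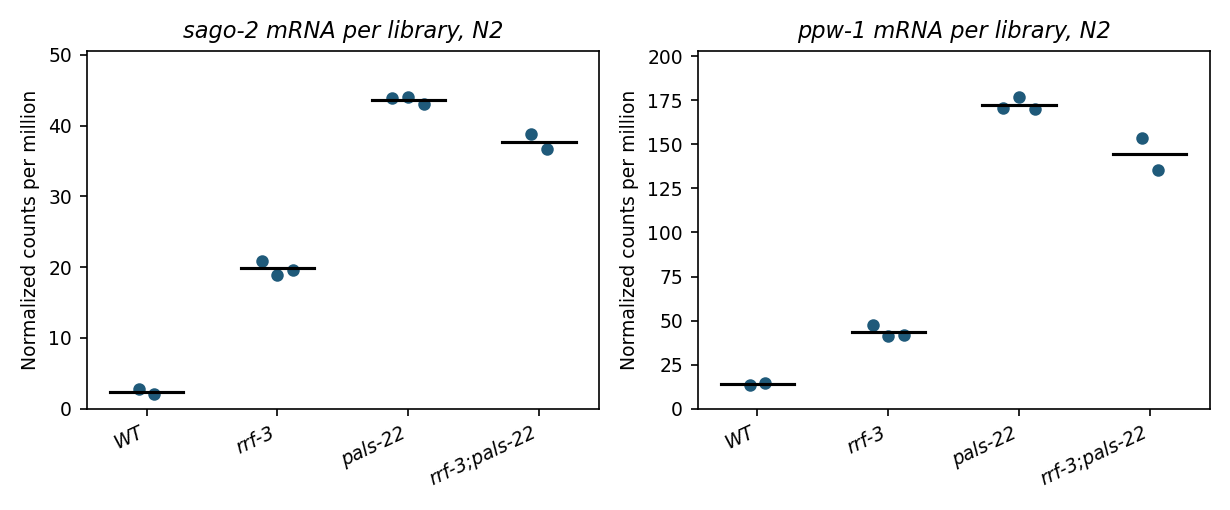
Normalized CPM of *sago-2* and *ppw-1* mRNA (y axis) in each N2 library, grouped by genotype (x axis). Points are libraries, and *sago-2* lies between 43.0 and 43.98 in *pals-22(pig26)* and between 2.08 and 2.74 in wild type.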

Similar to *vsra-1*, we found that PALS-22 normally represses *sago-2* expression by suppressing the PALS-25 → ZIP-1 genetic module. Although loss of *zip-1* alone does not affect *sago-2* expression (Figures 5E and S5C), knocking out *zip-1* in *pals-22(RNAi)* animals downregulates *sago-2* (Figures 5E and 5F).

To search for additional regulators of *sago-2*, we leveraged the extensive natural variation of *sago-2* expression among *C. elegans* wild isolates (Figure S6A) and performed an eQTL analysis on the CaeNDR platform.^84–87^ This analysis revealed a local QTL on chromosome (chr)I and two distant QTLs on chrII and chrIII (Figures S6B and S6C). We subsequently performed a targeted RNAi screen, focusing on candidates in chrII, and found that knocking out *cpna-1/F31D5.3* by RNAi in the wild-type background modestly reduces *sago-2* expression (Figure S6D). Interestingly, *cpna-1* encodes a copine domain protein, which has been implicated in immune responses from plants to mammals.^88–91^ CPNA-1 has previously been shown to physically interact with DCR-1,^92^ suggesting the potential regulation of *sago-2* by the RNAi machinery. However, a study has found that null mutations in *cpna-1* cause severe embryonic lethality and elongation defects,^93^ complicating efforts to study its pleiotropic roles in RNAi and immunity.

Although we found that SAGO-2 plays no role in transgene silencing in *pals-22(−)* mutants, it appears to target a subset of IPR genes (Figures 5G and S5D). Notably, as observed in *rrf-3* mutants, knocking out *sago-2* alone promotes IPR gene expression; however, eliminating *sago-2* in the *pals-22(pig26)* background leads to a downregulation of IPR gene expression (Figures 5G and 5H). This may relate to a previous observation that mutation of *rde-4*, a gene encoding a dsRNA-binding protein acting in the Dicer complex, modestly reduces IPR gene expression in a *pals-22(−)*.^83^ SAGO-2 may directly bind to and regulate IPR genes and/or influence *zip-1* expression, which, in turn, activates IPR gene expression. Indeed, *zip-1* appears to be a target of SAGO-2 (IP enrichment = 2.27),^1^ and its expression is differentially regulated by SAGO-2 and PALS-22: loss of *sago-2* alone leads to upregulation of *zip-1*, whereas its removal in the *pals-22(pig26)* background results in downregulation—a pattern we repeatedly observed in IPR genes (Figures 5I and 5J). These results demonstrate that SAGO-2 normally represses IPR gene expression; however, in the absence of *pals-22*, SAGO-2 may positively regulate IPR genes, at least partly by upregulating *zip-1* (Figures 5K and S7).

Given that *sago-2* expression is elevated in the *pals-22(−)* mutant, we hypothesize that SAGO-2 may either negatively or positively regulate the IPR, depending on its expression levels. Consistent with this notion, SAGO-2 overexpression in the muscles upregulates IPR genes and *zip-1* (Figures 5L and 5M). Similar results were observed when we overexpressed *sago-2* under the control of its native promotor (Figures S5E and S5F), suggesting that its regulatory function is influenced by molecular stoichiometry.

### Rapid evolution of the PALS-22/PALS-25 locus may underlie natural variation in the Mrt phenotype

Previous studies have shown that PALS-22 inhibits the IPR transcriptional program, which includes a suite of *pals* genes as well as the cullin-RING ubiquitin ligase components, promoting proteostasis capacities and resistance to infection with intracellular pathogens, such as *N. parisii*.^40 ,45,67,83,94,95^ Building on these findings, we demonstrated that PALS-22 also inhibits the antiviral RNAi pathway, which functions to silence foreign genetic elements. Given the key roles of PALS-22 in regulating innate immunity and RNAi—two highly evolutionarily pliable systems—it is perhaps not surprising that the locus containing *pals-22* (and linked *pals-25*) is highly variable among *C. elegans* wild isolates.^96^ This variability could stem from the host-pathogen evolutionary arms race, which shapes immune responses against different natural pathogens and facilitates niche adaption.^96 ,97^

A recent study showed that many wild isolates growing at elevated temperatures (25°C) exhibit the Mrt phenotype, characterized by progressive loss of fertility, a phenomenon typically associated with dysregulation of sRNA inheritance and/or chromatin modifications. Interestingly, infection by microsporidia could rescue germline mortality in wild isolates, suggesting an interaction between the innate immunity and epigenetic inheritance processes.^27^ Therefore, we asked whether PALS-22 might influence germline mortality and transgenerational effects. We found that natural variation in *pals-22/pals-25* locus in wild isolates correlates with the penetrance of the Mrt phenotype. Strains carrying alternate haplotypes, resulting in loss of function of *pals-22* and/or *pals-25*, exhibit a more severe Mrt phenotype (a lower mean number of generations until they reach sterility at 25^◦^ C) compared with strains with the “wild-type” haplotype found in the lab reference N2 strain (Mann-Whitney test *p* = 0.0002; Figure 6A).

Similar to our findings on VSRA-1 and SAGO-2, we found that loss of *pals-22* causes dysregulation of multiple genes encoding for germline AGOs, including downregulation of WAGO-1 and WAGO-4, which are known to play roles in epigenetic inheritance (Figure 6B). Although the loss of *pals-22* alone does not cause obvious germline mortality at 25°C (Figure 6C), eliminating *pals-22* severely enhances Mrt phenotype in *hrde-1(tm1200)* mutants, which encodes a germline WAGO that is important for sRNA inheritance (Figures 6D and 6E). Our findings indicate that, although the mild misexpression of *wagos* in *pals-22(−)* mutants does not result in an overt Mrt phenotype, it significantly exacerbates germline defects in a sensitized mutant background with a compromised RNAi inheritance mechanism. These results further strengthen the connections between the immune response and epigenetic inheritance.

In summary, our results demonstrate that PALS-22 is a rapidly evolving genetic node that controls multiple immunological programs against intracellular pathogens and genomic parasites. Natural variation in this key node likely influences how animals interact with their environments and affects their ability to transmit epigenetic information across generations. Hence, our results link host-pathogen co-evolution with transgenerational epigenetic inheritance—two processes that have major impacts on the evolutionary trajectory of the animals.

## DISCUSSION

Many previous studies on *C. elegans* AGOs have primarily focused on their roles in germline development and fertility. It was found that AGO localization to perinuclear liquid-like germ granules is critical for their functions in regulating germline gene expression homeostasis.^98^ In the soma, subcellular localization of the nuclear RNAi factor NRDE-3 regulates the efficacy of RNAi.^61^ Our findings suggest that the functions of AGOs may also be highly dependent on their spatiotemporal expression and stoichiometry. For example, eliminating *vsra-1* alone does not affect transgene silencing; however, when *pals-22* is eliminated, or upon viral infection, *vsra-1* is upregulated ubiquitously. VSRA-1 is one of the few WAGOs that contain DEDH slicer active site and exhibit slicing activity *in vitro*.^6,22^ It is possible that its slicing activity is uncovered only when its concentration reaches a critical threshold. Indeed, we have shown that overexpression of *vsra-1* is sufficient to cause silencing of repetitive transgene. In mammals, for example, the loading of miRNAs depends on the expression levels of the different AGOs.^99^ In *C. elegans*, a recent study showed that the expression levels of ALG-1 and ALG-2, which function in the miRNA pathway, strongly affect miRNA processing and animals’ viability. Notably, overexpression of catalytically dead ALG-1/2 in *alg-1/2(−)* mutant backgrounds does not phenocopy animals with mutations in the catalytic tetrad but retains endogenous expression levels,^100,101^ suggesting that AGO functions are sensitive to molecular stoichiometry.

Most interestingly, our results suggest a potential cryptic gene expression-promoting role for SAGO-2, acting in the RRF-3dependent endo-siRNA pathway, when *pals-22* is eliminated. The molecular mechanism underlying this gene-activating activity of SAGO-2 is currently unclear. One possibility is that the endo-siRNA pathway may enhance the expression of IPR genes by silencing an IPR suppressor. It is possible that loss of *rrf-3* or *sago-2* perturbs a GRN that influences IPR gene expression indirectly. However, our observation of increased sRNAs targeting IPR genes in *pals-22(−)* mutants hints at a more direct mechanism. An alternative explanation might be that, in a wild-type background, low levels of SAGO-2 silence *zip-1* and IPR genes. Note that SAGO-2 lacks the DEDH catalytic tetrad in its PIWI domain and cannot directly initiate degradation of its mRNA targets^6^; thus, involvement of an additional endonuclease is likely. In the absence of *pals-22*, *sago-2* is upregulated, and the elevated level of SAGO-2 may alter its functions: instead of downregulating *zip-1* and IPR transcripts, it may act as a “sink,” binding to and protecting them from endonucleases, thereby promoting the expression of IPR genes. Although additional data are required to support the gene-activating role of siRNAs, we argue that such a mechanism could exponentially expand the complexity of RNAi regulatory outputs, particularly in the face of environmental stress or genetic perturbation, warranting many follow-up studies.

We and others have shown that PALS-22 modulates multiple immunological programs—including the transcriptional IPR and the antiviral RNAi—and controls many life history traits such as reproduction and lifespan,^51^ all of which directly impact on the animals’ competitive fitness. Some other *pals* genes have also been shown to regulate similar trade-offs between immunity and development.^47,102^ Curiously, a recent study showed that knocking out cGAS in mice causes depression of LINE1 transposons, induction of inflammation, and accelerated aging.^103^ This result reveals a surprising analogy, probably driven by convergent evolution between the highly divergent innate immune systems of *C. elegans* and vertebrates. Indeed, the gene regulatory architecture of IPR resembles that of type-I interferon response.^40^ Although the functions of many *pals* genes have not been studied, it is tempting to speculate that copy number of *pals* genes may underlie rapid diversification of the GRN governing RNAi and innate immunity and contribute to life history evolution in nematodes.

## RESOURCE AVAILABILITY

### Lead contact

Further Information and requests for resources and reagents should be directed to, and will be fulfilled by, the lead contact Oded Rechavi ().

### Materials availability

*C. elegans* strains generated in this study are available upon request.

### Data and code availability

- All NGS data are available through GEO, accession number GEO: GSE283649.
- This paper does not report original code.
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## STAR★METHODS

### EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

*C. elegans* strains were propagated at 20°C in standard Nematode Growth Media (NGM) seeded with *E. coli* OP50,^109^ unless stated otherwise. Worm strains used in this study were listed in key resources table.

### METHOD DETAILS

#### RNAi

RNAi feeding clones were obtained from the Vidal libraries.^110^ The bacteria were inoculated overnight at 37°C in LB containing 50 μg/ml carbenicillin. The next day, 1 mM of IPTG was added to the bacterial culture and 50–100 μL was seeded onto 60 mm NGM agar plates containing 1 mM IPTG and 25 μg/mL carbenicillin. After the seeded plates were dried for about 24 hours, 5–10 L4 animals were placed on the RNAi plates. The progeny were then collected for analyses.

#### Imaging and fluorescence quantification

To assess the transgene-silencing phenotype, we examined the expression of pan-neuronally expressed repetitive transcriptional reporters *otIs356 [rab-3p(prom1)::2xNLS::TagRFP]* or *otIs381 [ric-19p(prom6)::2xNLS::GFP + elt-2::DsRed]* as described previously.^51^ These repetitive transgenes were integrated by gamma radiation and the resulting strains were outcrossed extensively.^62^ The animals were immobilized with 5 mM levamisole and mounted on 2% agarose pads. Fluorescence Images were taken using Olympus IX83 motorized inverted wide-field microscope or Olympus BX63 motorized upright wide-field microscope. Transgene expression was analyzed using Fiji/ImageJ software and genotypes were blinded from the investigator using the software DoubleBlind. Corrected total worm fluorescence = integrated density – (area of selected cell X mean fluorescence of background readings). Overlapping worms and worms on edges of the image were discarded from analysis.

#### RNA sequencing

Gravid adults were treated with alkaline hypochlorite solution and the embryos were thoroughly washed and incubated in M9 overnight to obtain a synchronized L1 population. Total RNA was isolated from L1 animals using standard phenol-chloroform method using TRIzol or Qiagen RNeasy Kits per manufacture instruction.

Libraries for RNA-seq were prepared using NEBNext^®^ Ultra II Directional RNA Library Prep Kit for Illumina^®^ coupled with NEBNext^®^ Poly(A) mRNA Magnetic Isolation Module. The sample quality was accessed on Agilent 2200/4150 BioAnalyzer instrument and High Sensitivity RNA ScreenTapes. The resulting cDNA libraries were pooled and paired-end sequencing was performed on the Nextseq 550/2000 platform.

For sRNA-seq, the total RNA was first treated with RNA 5′ Polyphosphatase (epicentre) followed by library preparation using NEBNext^®^ sRNA Library Prep Set for Illumina^®^. Size selection on E-gel (Invitrogen, Life Technologies) was performed to enrich for 140–160 nt long cDNA. The sample quality was then accessed on Agilent 2200/4150 BioAnalyzer instrument and High Sensitivity RNA ScreenTapes. The sampled were pooled and sequenced on the Nextseq 550/2000 platform.

#### Bioinformatics

All bioinformatic analyses were performed using RNAlysis.^106^ For sRNA sequencing datasets, we filtered out reads < 15 and > 30 nucleotides after adapter trimming using CutAdapt.^111^ We aligned sRNA reads to PRJNA13758 ce11 genome assembly using ShortStack^112^ and counted aligned sense and anti-sense sRNA reads using FeatureCounts (Data S1).^113^ For mRNA sequencing datasets, we pseudo-aligned reads using Kallisto (Data S2).^114^ For sRNA-seq analysis (except Figures 3A and 3B), we included all genome-mapping antisense reads with > 5 RPM, without imposing constraints on sRNA length or 5′ nucleotide. We performed differential expression analysis using DESeq2.^115^ For gene set enrichment analysis, log_2_ (fold enrichment) scores were calculated and the FDR for enrichment was calculated using 10,000 random gene sets identical in size to the tested group.

#### qPCR

mRNA was isolated from L1 animals using Qiagen RNeasy Kits, except for Figures 5L, 5M, S4C, and S5F, where RNA was extracted from L4/young adults. cDNA was generated using High-Capacity cDNA Reverse Transcription Kit and qPCR was performed using 2x qPCRBIO SyGreen Blue Mix Lo-ROX. The 2–ΔΔCt method was used to calculate the relative fold-change of the samples. qCPR primers used are provided in Table S3.

#### CRISPR/Cas9 gene editing

CRISPR/Cas9 edits were performed as previously described.^116^ *pig26* deletion removes a 253 bp region spanning exons 1 and 2 of the *pals-22* gene, resulting in the loss of 69 amino acids from the protein without causing a frameshift. The mutant was backcrossed to N2 twice to eliminate potential background mutations. We have confirmed that *pig26* exhibits behaviors consistent with other *pals-22* loss-of-function mutations reported in the literature,^47,51,83^ indicating that it is a putative loss-of-function mutation.

#### Transgenesis

*pigEx48 [sago-2p::sago-2::GFP::unc-54 3’UTR + rol-6(su1006)]* extrachromosomal array was generation using a PCR fusion approach. *sago-2* gene fragment, including a 1926 bp promoter region, was fused to *gfp* and *unc-54* 3’UTR which were amplified from pPD95.75 plasmid. 25 ng/μl of the purified PCR product and 100 ng/μl of pRF4 plasmid were injected into N2. *pigEx48* shows ~37 % transmission rate.

#### Mortal germline assay

Mortal germline assay was performed as previously described.^27,117^ Briefly, four L4 animals were transferred from 20°C to 25°C (labeled F1). At every generation, four L4 animals were transferred to fresh seeded NGM plate until the population extinct. The number of generations to sterility, termed “Mrt value”, was recorded.

#### Movement tracking

20–30 L4 worms were placed on NGM plates seeded with OP50. The worms were recorded on the following three days. Each day, they were recorded for a duration of 5 mins, capturing two frames per second using Teledyne Dalsa M2420 monochrome camera. Worm motility was subsequently analyzed using the Fiji/ImageJ wrMTrck plugin (http://www.phage.dk/plugins/wrmtrck.html).

#### Brood size assay

Transfer individual L4 animal onto NGM plates seeded with OP50. The worms were transferred to fresh plates daily and the number of progeny laid each day was scored for 4–5 days, until the worms are sperm depleted.

#### *N. parisii* and Orsay virus infection assays

*N. parisii* spores were isolated as previously described.^97^ 1200 synchronized L1 animals were mixed with 5.5 × 10^5^ *N. parisii* spores and 25 μL of 10X concentrated OP50–1 bacteria, and then suspended to a total volume of 300 μL in M9 buffer. This mixture was top-plated onto unseeded 6 cm NGM plates in duplicate per condition, allowed to dry for 30 minutes at RT, and then incubated at 25°C for a 3-hour infection. Worms were washed off plates and fixed in 4% PFA prior to incubation with a FISH probe specific to *N. parisii* ribosomal RNA conjugated to a Cal Fluor 610 fluorophore. Pathogen load was determined by quantifying the number of sporoplasms present per animal across 100 worms per condition. Quantification was performed using an AxioImager under a 40X objective lens.

Infectious Orsay virus filtrate (OVF) was prepared as previously described.^118^ 2000 synchronized L1 animals were plated onto 10 cm NGM plates seeded with 500 μL of 10X OP50–1 and allowed to grow to L4 stage (44 hours at 20°C), after which an infection mix comprised of 150 μL of 10x OP50–1, 30 μL of OVF, and 720 μL of M9 (900 μL total per plate) was top-plated. Once dry, plates were incubated at 20°C for 24 hours prior to fixation in 4% PFA and incubation with two FISH probes specific to both Orsay virus RNA1 and RNA2, each conjugated to a Cal Fluor 610 fluorophore. Images of the FISH probe signal across approximately 15 worms per condition were taken using an AxioImager under a 10X objective, and the signal was then quantified using ImageJ, correcting for background fluorescence.

### QUANTIFICATION AND STATISTICAL ANALYSIS

Statistical analyses were conducted using R software v4.2.3 and GraphPad Prism 10. Parametric tests were used for data with a normal distribution and equal variances, while non-parametric tests were applied when the assumptions were not met. Multiple comparison corrections using the Benjamini–Hochberg method were applied where appropriate. Details of the statistical tests and the number of replicates are provided in the figure legends.

## Supplementary Material

Data S1

Data S2

1

Supplemental information can be found online at https://doi.org/10.1016/j.cub.2025.05.039.

## Figures and Tables

**Figure 1.**
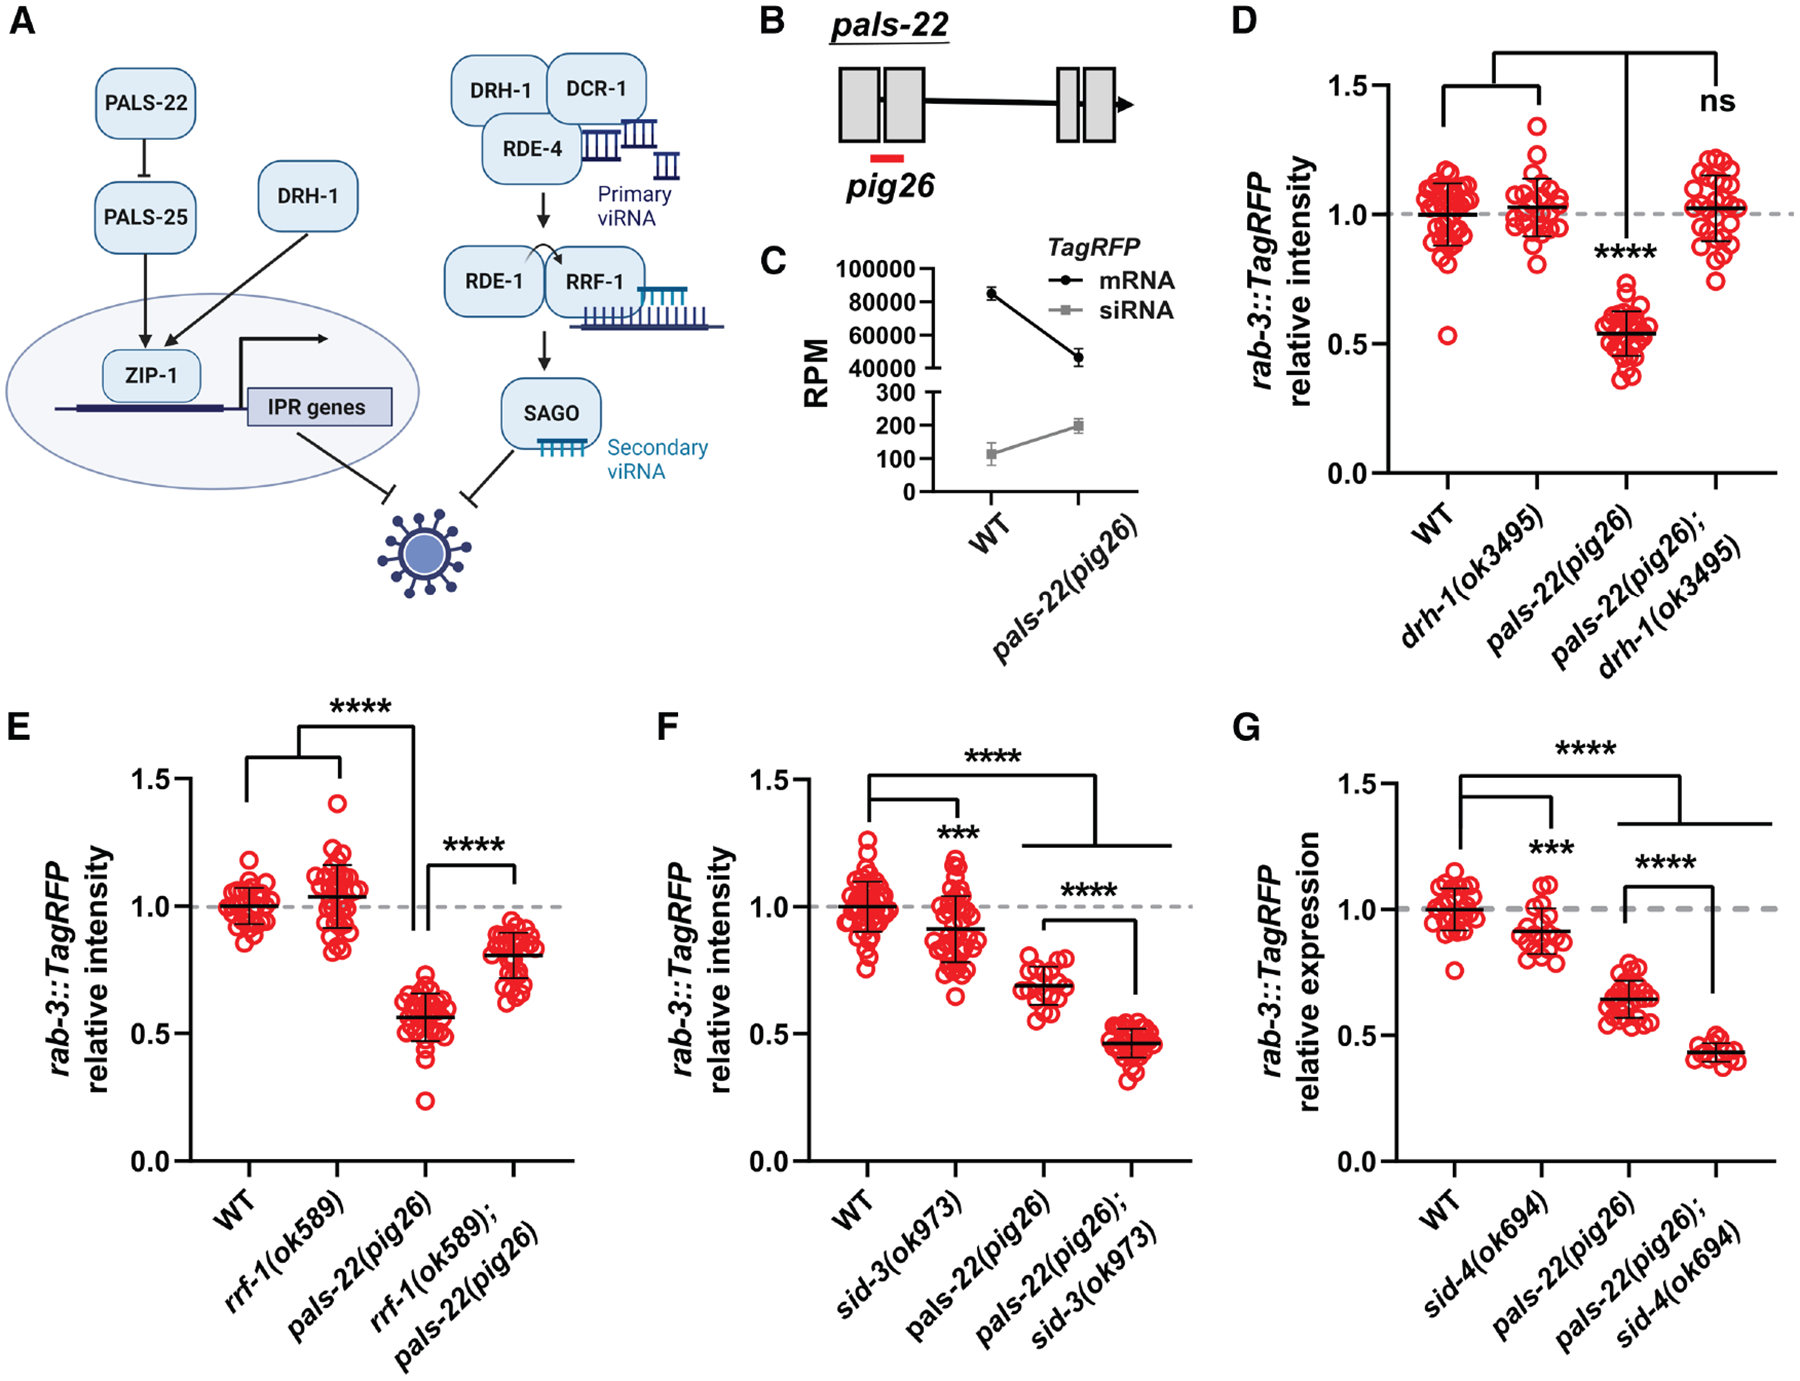
The antiviral RNAi pathway and conserved kinase signaling regulate the expression of repetitive transgenes (A) IPR and RNAi defense against viral pathogens in *C. elegans*. (B) *pig26* allele contains a 253-bp deletion in *pals-22*, indicated by the red bar. (C) mRNA and antisense siRNA reads mapped to *otIs356 [rab-3p(prom1)::2xNLS::TagRFP]* repetitive transgene in wild-type and *pals-22(pig26)* animals. RPM, reads per million. (D and E) Requirement of DRH-1 and RRF-1 for transgene silencing in *pals-22(pig26)*. (F and G) Interactions between SID-3, SID-4, and PALS-22 in transgene silencing. For (D)–(G), each data point represents an animal. *n* ≥ 14. Statistical significance was determined by one-way ANOVA followed by pairwise two-tailed unpaired t tests. ns, not significant (*q* > 0.05); ***q ≤ 0.001; ****q ≤ 0.0001. Error represents mean ± SD. See also Figure S1.

**Figure 2.**
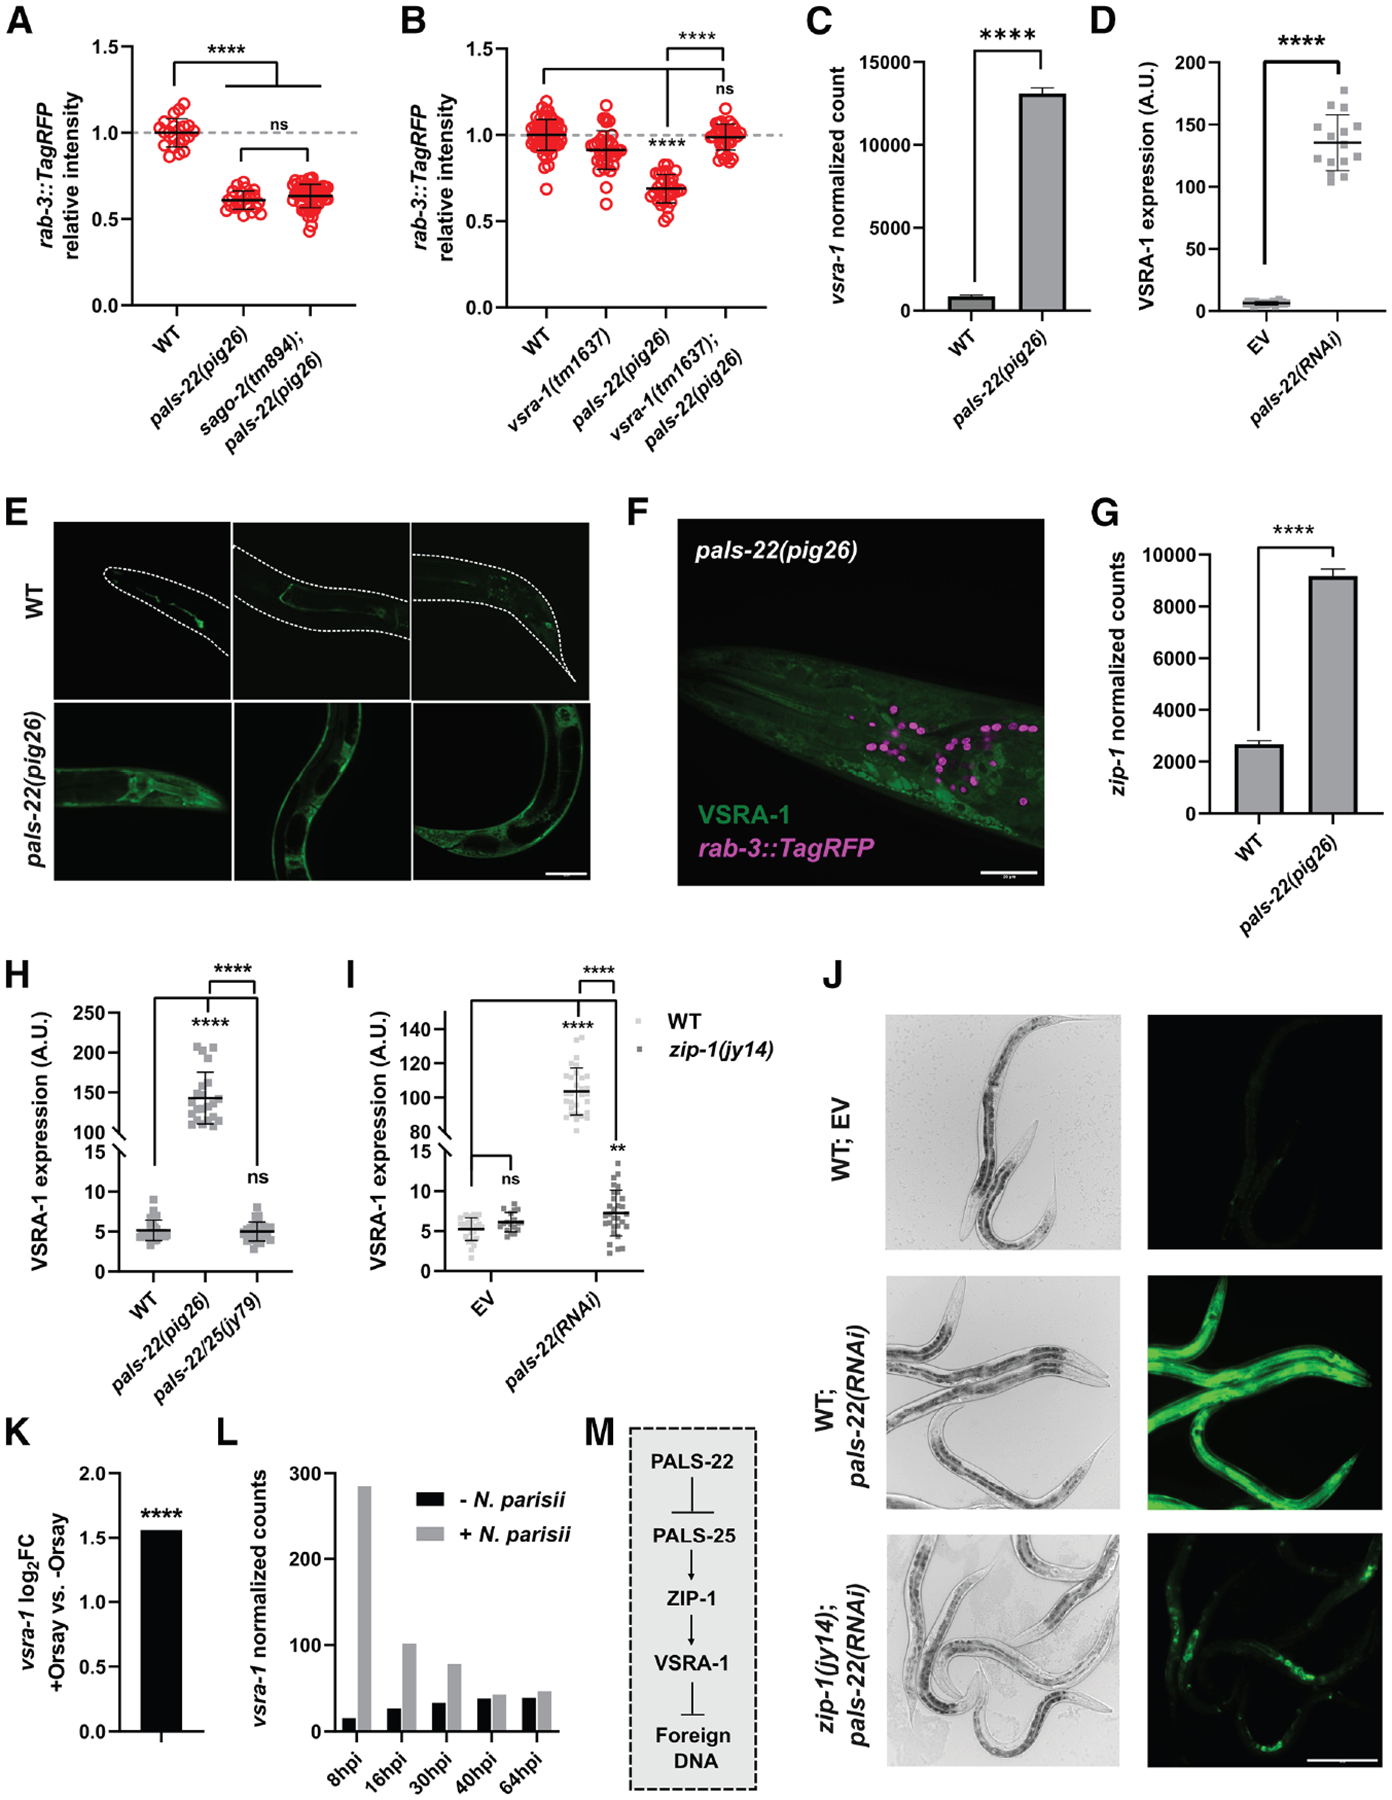
PALS-22 represses VSRA-1 (A) Requirement of SAGO-2 for transgene silencing in *pals-22(pig26)*. (B) Requirement of VSRA-1 for transgene silencing in *pals-22(pig26)*. Each data point represents an animal. *n* ≥ 21. Statistical significance was determined by one-way ANOVA followed by pairwise two-tailed unpaired t tests. (C) Expression of *vsra-1* in wild-type and *pals-22 (pig26)*. Relative log expression (RLE) normalized mRNA read counts are shown. (D) Expression of endogenous VSRA-1 reporter in wild-type and *pals-22(RNAi)* animals. Day 1 adults were scored. *n* ≥ 15. a.u., arbitrary unit. Statistical significance was determined by Mann-Whitney test. (E) Tissue localization of VSRA-1 in wild-type and *pals-22(pig26)* day 1 adults. Scale bar, 50 μm. (F) Accumulation of VSRA-1 in the cytoplasm in *pals-22(pig26)*. Neuronal nuclei are marked by *otIs356 [rab-3p::TagRFP]*. Scale bar, 20 μm. (G) Expression of *zip-1* in wild-type and *pals-22 (pig26)*. RLE normalized mRNA read counts are shown. (H) Expression of VSRA-1 endogenous reporter in *pals-22(pig26)* compared with *pals-22/25(jy79)* animals. (I and J) Expression of VSRA-1 endogenous reporter in *pals-22(RNAi)* compared with *zip-1(jy14); pals-22(RNAi)* animals. Scale bar, 200 μm. For (H) and (I), each data point represents an animal. *n* ≥ 18. Statistical significance was determined by Kruskal-Wallis test followed by pairwise Mann-Whitney tests. (K and L) Expression of *vsra-1* during infection with Orsay virus^66^ or *N. parisii*.^45^ hpi, hours post inoculation. FPKM mRNA read counts are shown in (L). (M) A model indicating the regulation and function of VSRA-1. For all relevant panels, error represents mean ± SD. ns, not significant (*q* > 0.05); ***q ≤ 0.001; ****q ≤ 0.0001. See also Figure S2 and Table S1.

**Figure 3.**
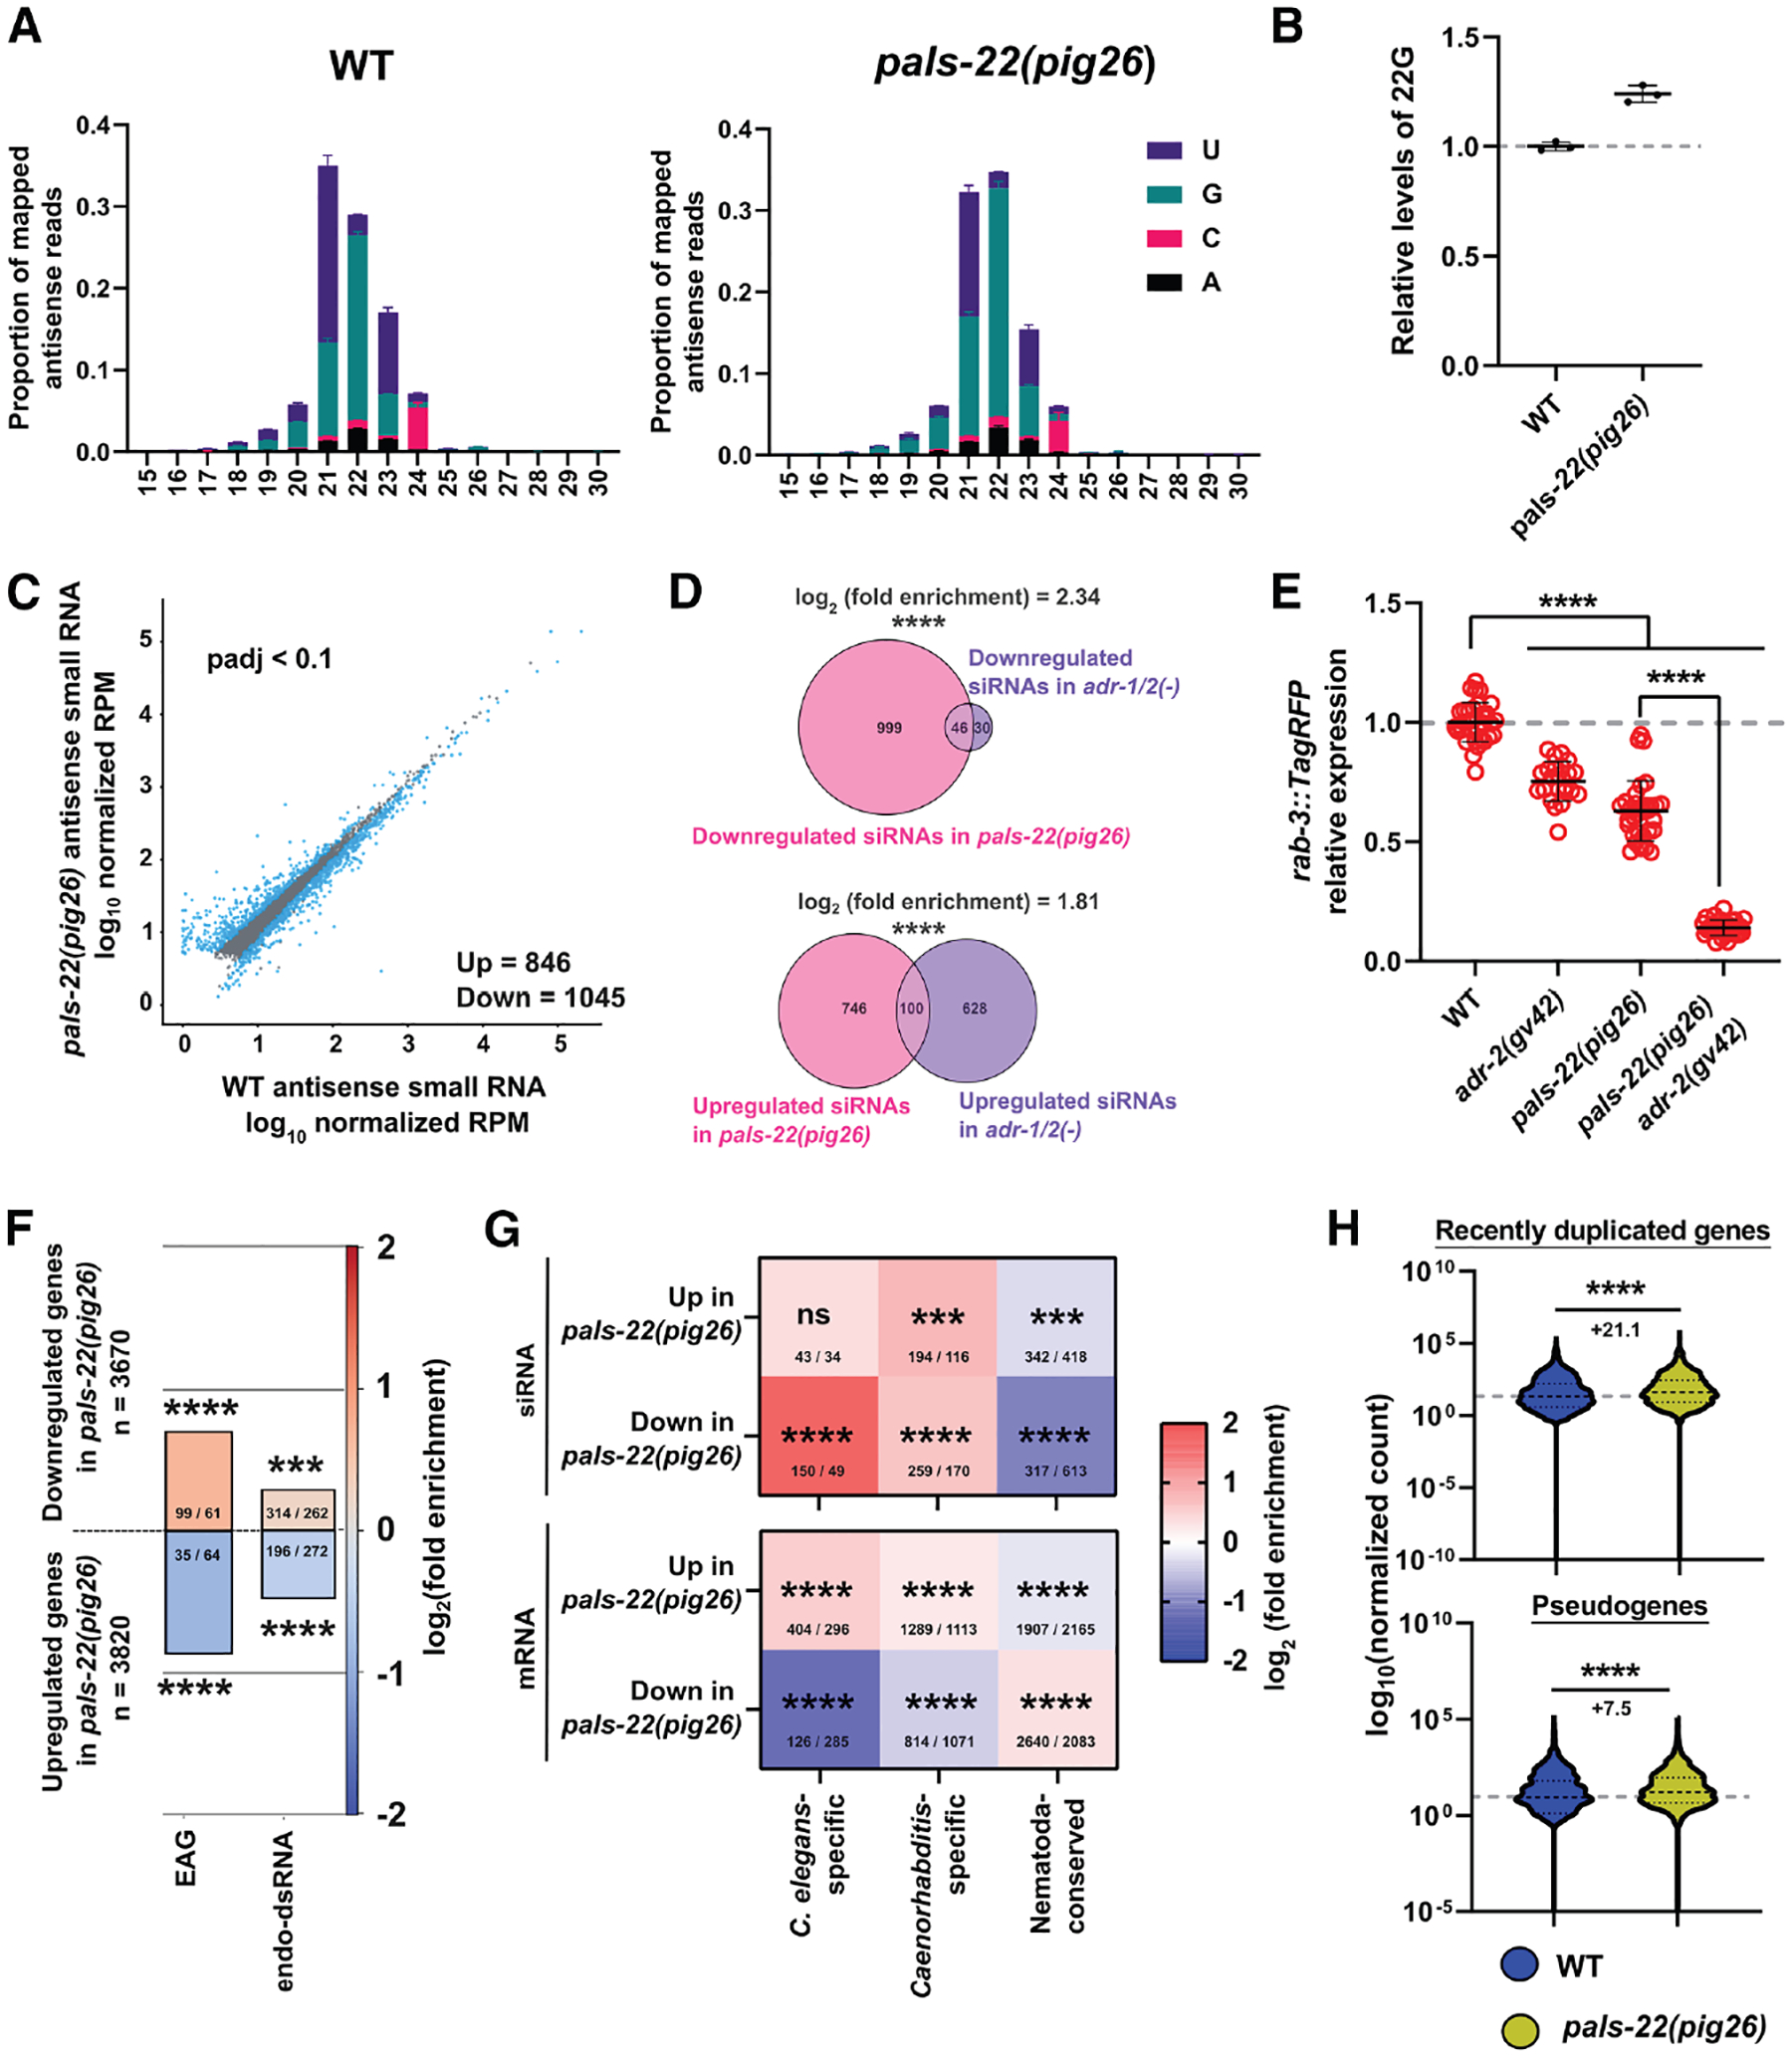
Loss of *pals-22* leads to remodeling of the sRNA pool (A) Antisense sRNA size and 5′ nt distribution in wild-type and *pals-22(pig26)*. The abundant 21Us are derived from four miRNAs, *mir-1*, *mir-71*, *mir-45*, and *mir-234*. (B) Levels of 22G siRNA in *pals-22(pig26)* normalized to wild type. (C) Differentially expressed siRNAs (DESeq2 *q* < 0.1) in *pals-22(pig26)* compared with wild type. RPM, read per million. (D) Overlaps of differentially expressed siRNAs (DESeq2 *q* < 0.1) in *pals-22(pig26)* and *adr-1/2(−)*. (E) Interactions between PALS-22 and ADR-2 in transgene silencing. Each data point represents an animal. *n* ≥ 23. Statistical significance was determined by Kruskal-Wallis test followed by pairwise Wilcoxon rank-sum tests. Error represents mean ± SD. (F) Enrichment analysis for A-to-I editing-associated genes (EAGs) and endo-dsRNA (ΔG/nt < − 0.5 kcal/mol × nt) in *pals-22(pig26)* differentially expressed mRNAs. (G) Enrichment analysis for *C. elegans*-specific, *Caenorhabditis*-specific, and Nematoda-conserved genes in *pals-22(pig26)* differentially expressed siRNAs and mRNAs. The observed/expected number of genes in each category is indicated. ns, not significant (*q* > 0.05); ***q ≤ 0.001; ****q ≤ 0.0001. (H) Expression of recently duplicated genes (*n* = 4,310) and pseudogenes (*n* = 1,354) in wild type and *pals-22(pig26)*. RLE mRNA read counts are shown. The numbers indicate differences between median normalized counts. The average log_2_FC (*pals-22(pig26)* versus wild type) of recently duplicated genes and pseudogenes are 1.03 and 1.23, respectively. Statistical significance was determined by Mann-Whitney test. ****p ≤ 0.0001. See also Figure S3, Table S2, and Data S1.

**Figure 4.**
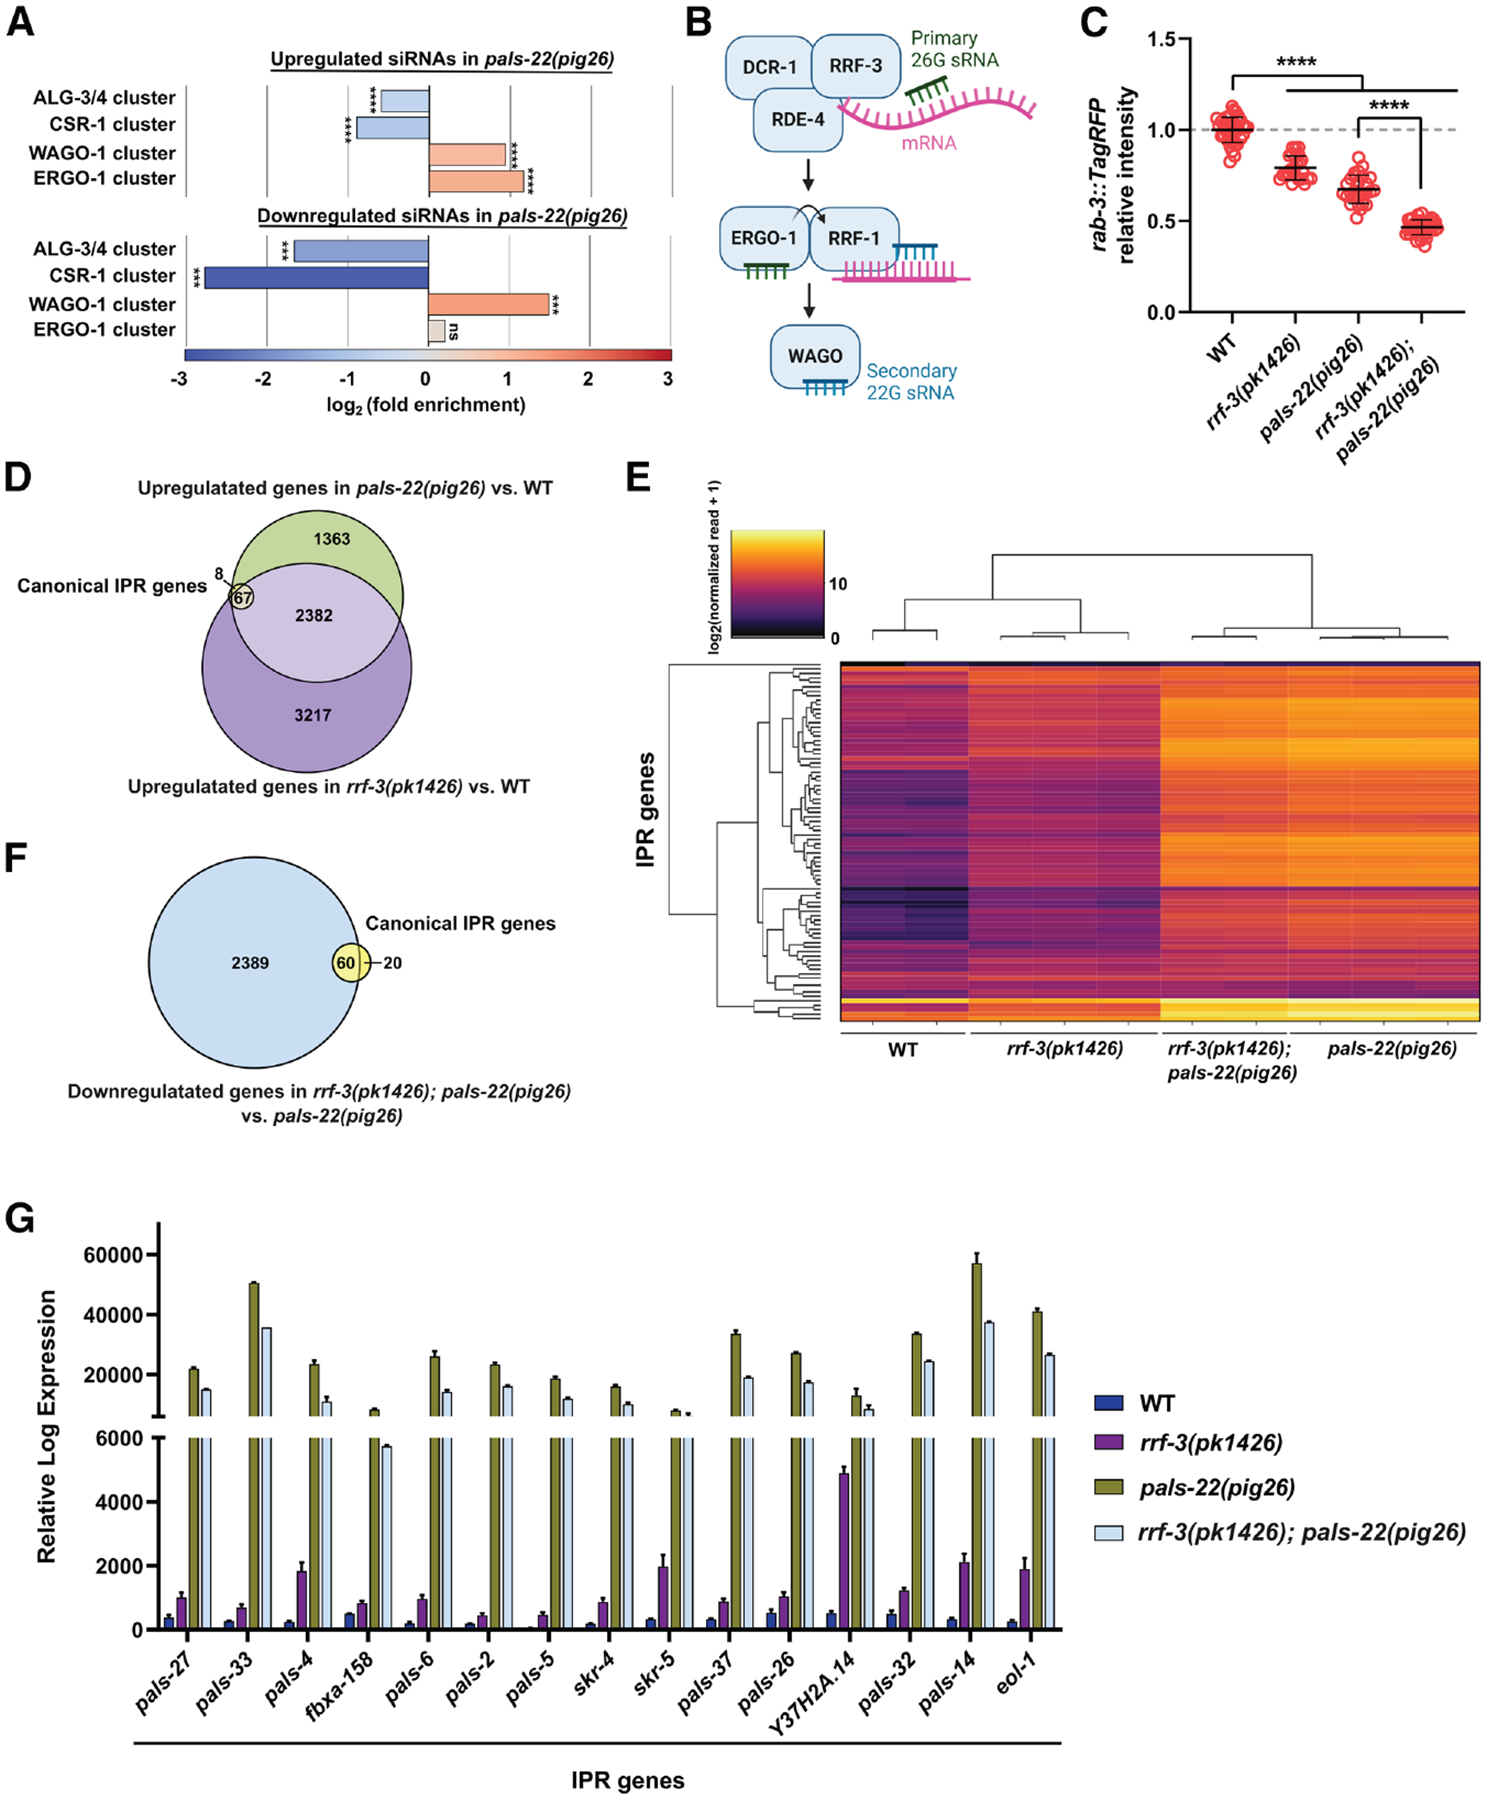
Dual roles of endo-siRNA in regulating IPR gene expression (A) Enrichment analysis for AGO-associated sRNAs in *pals-22(pig26)* differentially expressed siRNAs. Endo-siRNA-associated AGOs are divided into four clusters.^1^ (B) Overview of the 26G endo-siRNA pathway. (C) Interactions between PALS-22 and RRF-3 in transgene silencing. *n* ≥ 25. Statistical significance was determined by Kruskal-Wallis test followed by pairwise Wilcoxon rank-sum tests. ****q ≤ 0.0001. (D) Venn diagram showing the overlap between 80 canonical IPR genes and genes upregulated in *pals-22(pig26)* and *rrf-3(pk1426)* mutants compared with wild type. DESeq2 *q* < 0.1. (E) Hierarchical clustergram plot visualizing the expression of IPR genes in wild type, *rrf-3 (pk1426)*, *rrf-3(pk1426); pals-22(pig26)*, and *pals-22(pig26)* using Euclidean distance metric and average linkage. (F) Venn diagram showing the overlap between 80 canonical IPR genes and genes downregulated in *rrf-3(pk1426); pals-22(pig26)* double mutants compared with *pals-22(pig26)* single mutants. DESeq2 *q* < 0.1. (G) Examples of IPR genes upregulated in *rrf-3 (pk1426)* compared with wild type but downregulated in *rrf-3(pk1426); pals-22(pig26)* compared with *pals-22(pig26)*. RLE normalized mRNA read counts are shown. For (C) and (G), error represents mean ± SD. See also Figure S4 and Data S2.

**Figure 5.**
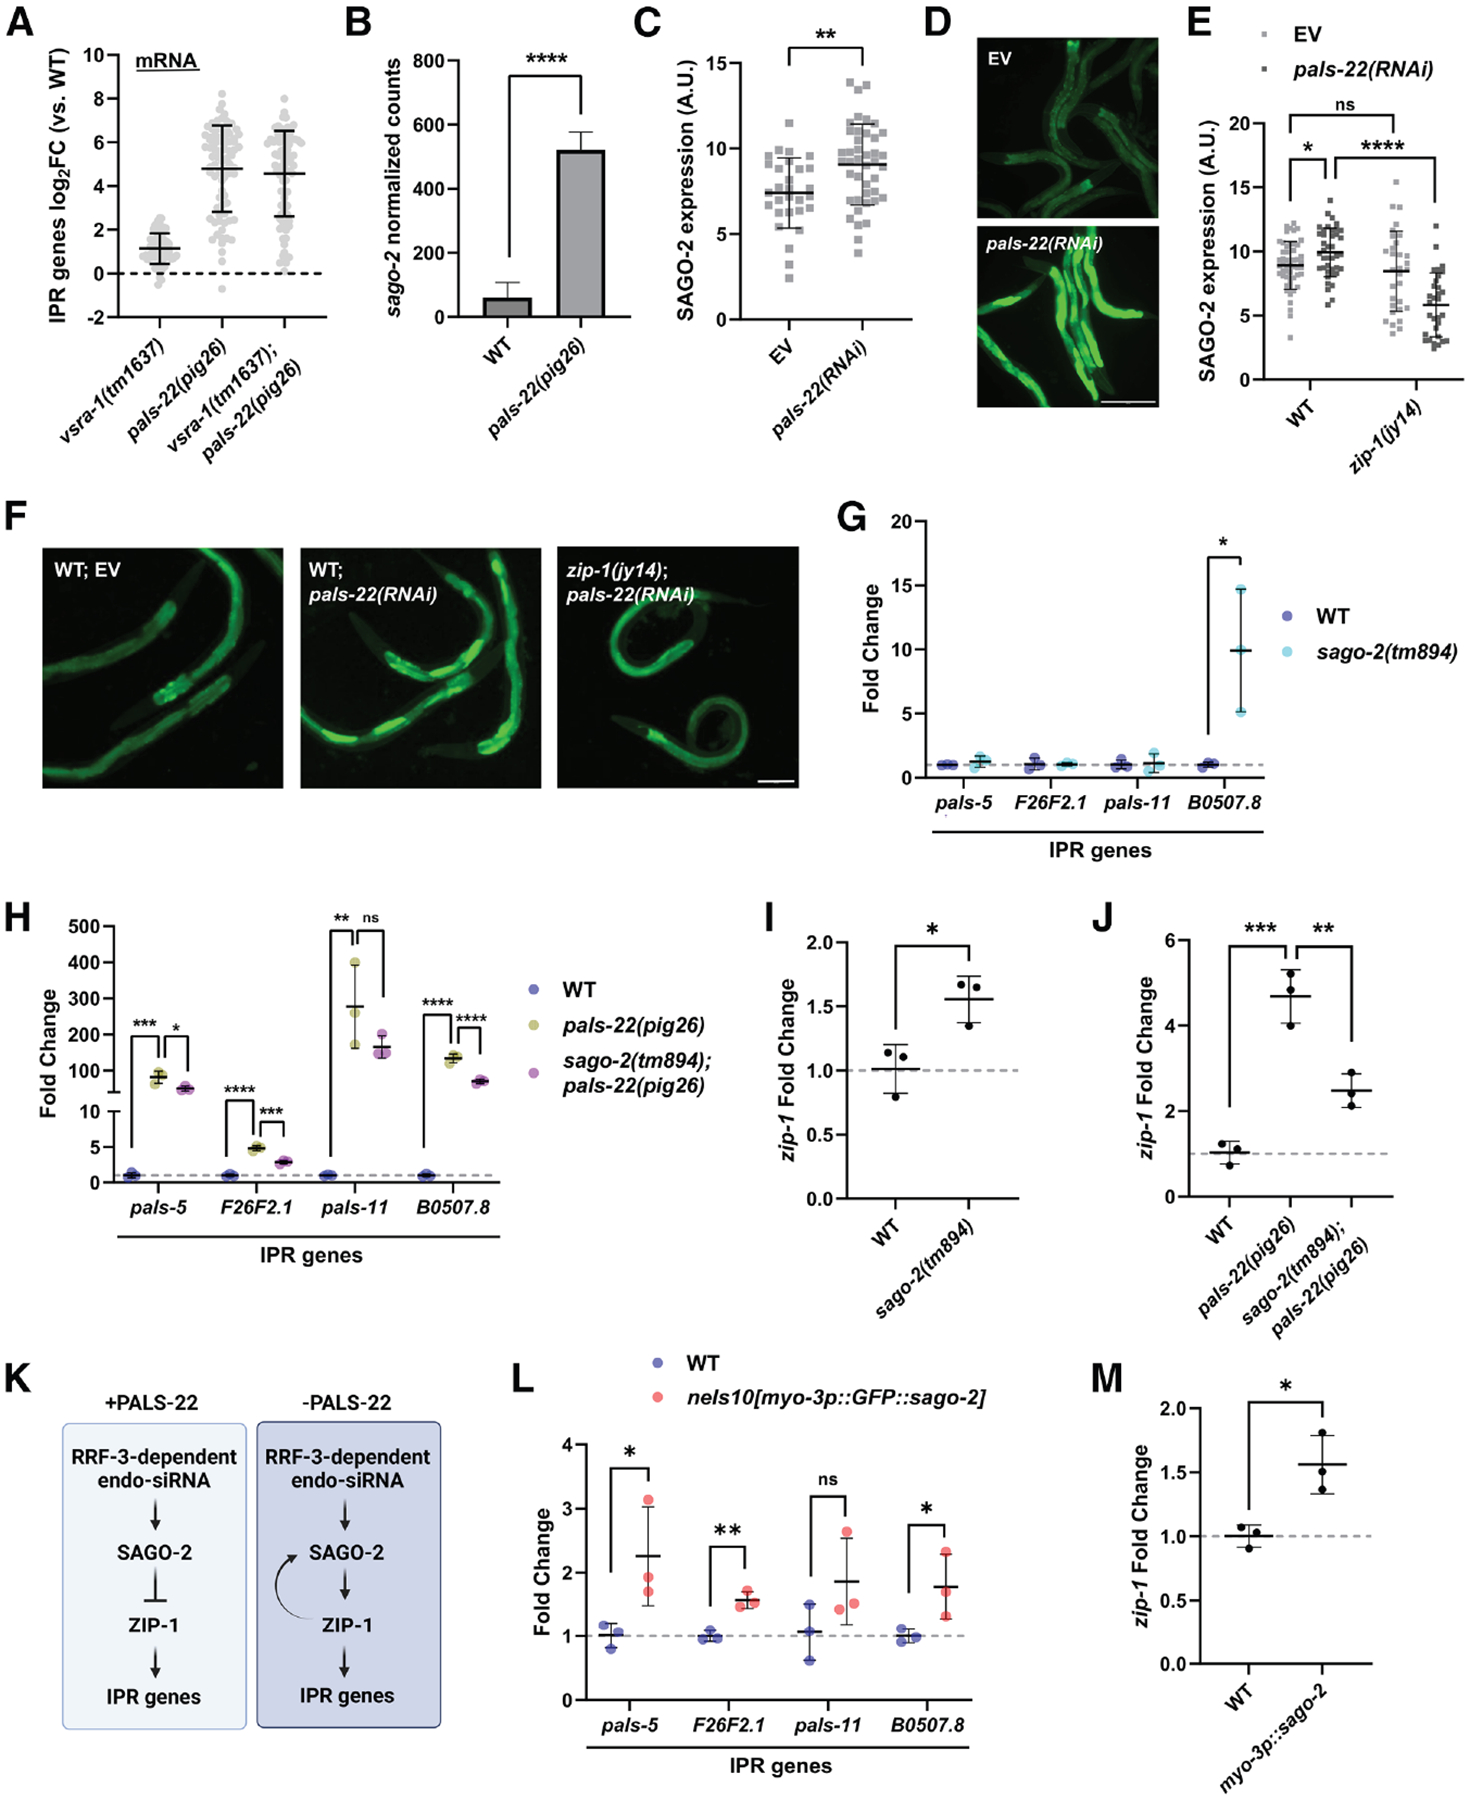
SAGO-2 regulates IPR gene expression (A) Fold change in expression of 80 canonical IPR genes in *vsra-1(tm1637)*, *pals-22(pig26)*, and *vsra-1(tm1637); pals-22(pig26)*, relative to wild type. (B) The expression of *sago-2* in *pals-22(pig26)*. RLE normalized mRNA read counts are shown. (C and D) The expression of SAGO-2 endogenous reporter in animals treated with empty vector (EV) and *pals-22* RNAi. *n* ≥ 29. Scale bar, 200 μm. (E and F) The expression SAGO-2 endogenous reporter in wild-type and *zip-1(jy14)* animals treated with EV or *pals-22* RNAi. *n* ≥ 31. Scale bar, 100 μm. (G) The expression of IPR genes in wild type and *sago-2(tm894)*, as measured by qPCR. Statistical significance was determined by Mann-Whitney test. (H) The expression of IPR genes in wild type, *pals-22(pig26)*, *sago-2(tm894); pals-22(pig26)*, as measured by qPCR. All strains contain *otIs356 [rab-3p::TagRFP]* transgene. Statistical significance was determined by Kruskal-Wallis test followed by pairwise Wilcoxon rank-sum tests. (I) The expression of *zip-1* in wild type and *sago-2 (tm894)*. (J) The expression of *zip-1* in wild type, *pals-22 (pig26)*, *sago-2(tm894); pals-22(pig26)*, as measured by qPCR. All strains contain *otIs356 [rab-3p::TagRFP]* transgene. (K) A model indicating the role of endo-siRNA in either inhibiting or promoting *zip-1* and IPR gene expression, depending on the activity of PALS-22. (L and M) The expression of IPR genes and *zip-1* in wild type and animals carrying *neIs10 [myo-3:: GFP::sago-2]*. For (C), (I), (L), and (M), statistical significance was determined by two-tailed unpaired t test. For (E) and (J), statistical significance was determined by one-way ANOVA followed by pairwise two-tailed unpaired t tests. For all relevant panels, ns, not significant (*q* > 0.05); *q ≤ 0.05; **q ≤ 0.01; ***q ≤ 0.001; ****q ≤ 0.0001. Error represents mean ± SD. See also Figures S5–S7.

**Figure 6.**
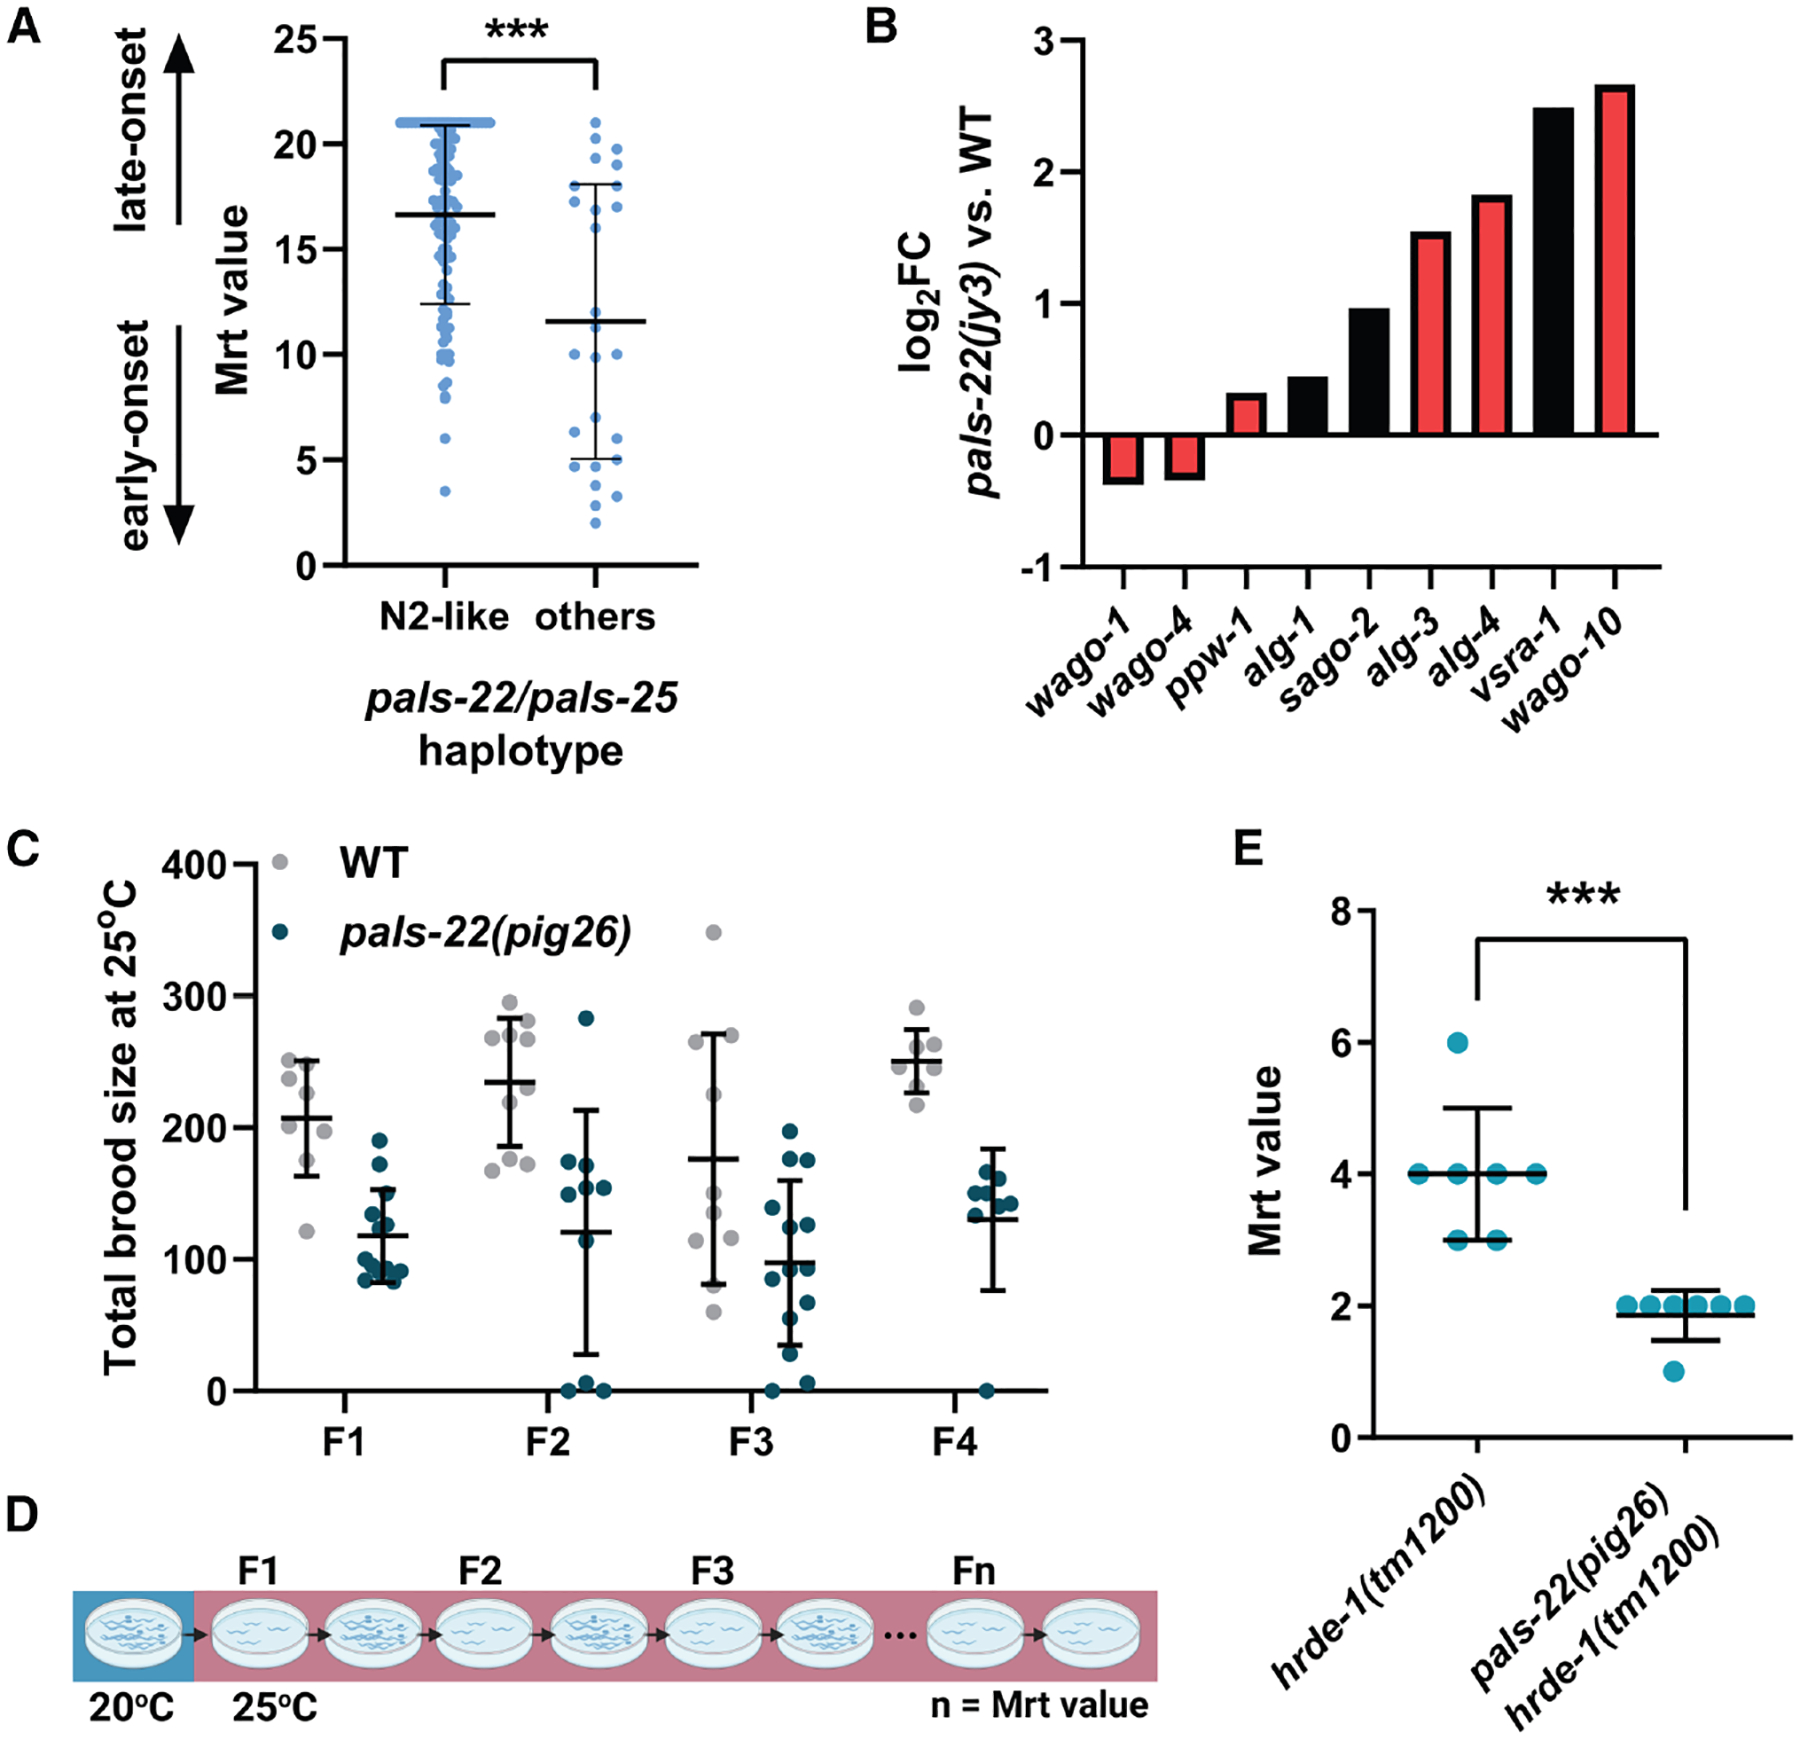
PALS-22 regulates germline mortality (A) Mrt value (mean number of generations to sterility) in wild isolates carrying either N2-like or alternate haplotypes. (B) Differential expression of *ago* genes in *pals-22 (jy3)* mutants (L4/young adults).^47^ Black and red bars indicate somatic and germline AGOs, respectively. *q* < 0.01. (C) Total brood size of wild-type and *pals-22 (pig26)* mutants at 25°C. (D) A schematic diagram illustrating the Mrt assay. Mrt value is defined as the number of generations until sterility at 25°C. (E) Mrt value of *hrde-1(tm1200)* and *pals-22(pig26) hrde-1(tm1200)* mutants. Each dot represents a biological replicate. For (A) and (E), statistical significance was determined by Mann-Whitney test. Error represents mean ± SD. ***p ≤ 0.001.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Bacterial and virus strains		
OP50	Caenorhabditis Genetics Center	N/A
OP50–1	Caenorhabditis Genetics Center	N/A
HT115	Caenorhabditis Genetics Center	N/A
Orsay virus	Félix et al.^50^	N/A
Chemicals, peptides, and recombinant proteins		
Alt-R^™^ S.p. Cas9 Nuclease V3	IDT	Cat#1081058
Critical commercial assays		
NEBNext^®^ Small RNA Library Prep Set for Illumina^®^	New England Biolabs	Cat#E7330L
NEBNext^®^ Ultra^™^ II Directional RNA Library Prep Kit for Illumina^®^	New England Biolabs	Cat#E7760, #E7765
High-Capacity cDNA Reverse Transcription Kit	Applied Biosystems	Cat#4368814
2x qPCRBIO SyGreen Blue Mix Lo-ROX	PCR Biosystems	Cat#PB20.15–01
RNeasy Mini Kit	Qiagen	Cat#74104
Deposited data		
Raw and analyzed sequencing data	This paper	GEO: GSE283649
adr-1/2(−) sequencing data	Fischer and Ruvkun^104^	GEO: GSE143595
AGO IP sequencing data	Seroussi et al.^1^	GEO: GSE208702
Experimental models: Organisms/strains		
*C. elegans* strain: BFF144 pals-22(pig26) III	This study	BFF144
*C. elegans* strain: BFF151 pals-22(pig26) III; otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V line 1	This study	BFF151
*C. elegans* strain: BFF152 pals-22(pig26) III; otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V line 2	This study	BFF152
*C. elegans* strain: BFF156 set-25(n5021) III; otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V	This study	BFF156
*C. elegans* strain: BFF178 pals-22(pig26) II; set-25(n5021) III; otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V	This study	BFF178
*C. elegans* strain: BFF189 otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V; nrde-3(tm1116) X	This study	BFF189
*C. elegans* strain: BFF191 pals-22(pig26) II; otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V; nrde-3(tm1116) X	This study	BFF191
*C. elegans* strain: BFF192 rrf-1(ok589) I; otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V	This study	BFF192
*C. elegans* strain: BFF208 drh-1(ok3495) IV; otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V	This study	BFF208
*C. elegans* strain: BFF217 pals-22(pig26) II; drh-1(ok3495) IV; otIs356 [rab-3p(prom1):: 2xNLS::TagRFP] V line 1	This study	BFF217
*C. elegans* strain: BFF218 pals-22(pig26) II; drh-1(ok3495) IV; otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V line 2	This study	BFF218
*C. elegans* strain: BFF225 rrf-1(ok589) I; pals-22(pig26) II; otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V line 1	This study	BFF225
*C. elegans* strain: BFF226 rrf-1(ok589) I; pals-22(pig26) II; otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V line 2	This study	BFF226
*C. elegans* strain: BFF294 rrf-3(pk1426) II; pals-22(pig26) III; otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V	This study	BFF294
*C. elegans* strain: BFF295 pals-22(pig26) III; nrde-3(tor131[GFP::3xFLAG::nrde-3]) X.	This study	BFF295
*C. elegans* strain: BFF296 rrf-3(pk1426) II; otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V	This study	BFF296
*C. elegans* strain: BFF297 rrf-3(pk1426) II; pals-22(pig26) III	This study	BFF297
*C. elegans* strain: N2 WT control	Caenorhabditis Genetics Center	WB Strain: N2
*C. elegans* strain: NL2099 rrf-3(pk1426) II	Caenorhabditis Genetics Center	WB Strain: NL2099
*C. elegans* strain: OH10690 otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V	Caenorhabditis Genetics Center	WB Strain: 0H10690
*C. elegans* strain: BFF180 pals-22(pig26) III; gg547[pgl-1::3xFLAG::TagRFP] IV	This study	BFF180
*C. elegans* strain: YY967 pgl-1(gg547[pgl-1::3xFLAG::TagRFP]) IV.	Wan et al.^105^	YY967
*C. elegans* strain: BFF375 vsra-1(tor94[GFP::3xFLAG::vsra-1] I; pals-22(pig26) III; otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V	This study	BFF375
*C. elegans* strain: BFF374 vsra-1(tor94[GFP::3xFLAG::vsra-1] I; pals-22(pig26) III	This study	BFF374
*C. elegans* strain: BFF368 pals-22(pig26) III; otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V; sid-4(ok694) X	This study	BFF368
*C. elegans* strain: BFF367 sago-2(tm894) I; pals-22(pig26) III; otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V	This study	BFF367
*C. elegans* strain: BFF366 adr-2(gv42) pals-22(pig26) III; otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V	This study	BFF366
*C. elegans* strain: BFF365 adr-2(gv42) III; otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V	This study	BFF365
*C. elegans* strain: BFF363 otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V; sid-4(ok694) X	This study	BFF363
*C. elegans* strain: BFF349 pals-22(pig26) III; otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V; sid-3(ok973) X	This study	BFF349
*C. elegans* strain: BFF345 otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V; sid-3(ok973) X	This study	BFF345
*C. elegans* strain: BFF344 vsra-1(tm1637) I; pals-22(pig26) III; otIs356 [rab-3p(prom1):: 2xNLS::TagRFP] V	This study	BFF344
*C. elegans* strain: BFF343 vsra-1(tm1637) I; otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V	This study	BFF343
*C. elegans* strain: JMC135 vsra-1(tor94[GFP::3xFLAG::vsra-1] I.	Caenorhabditis Genetics Center	WB Strain: JMC135
*C. elegans* strain: WM154 sago-2(tm894)	Caenorhabditis Genetics Center	WB Strain: WM154
*C. elegans* strain: JMC227 sago-2(tor121[GFP::3xFLAG::sago-2c]) I.	Caenorhabditis Genetics Center	WB Strain: JMC227
*C. elegans* strain: BFF439 sago-2(tor121[GFP::3xFLAG::sago-2c]) I.; zip-1(jy14) III	This study	BFF439
*C. elegans* strain: BFF169 hrde-1(tm1200) III; otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V.	This study	BFF169
*C. elegans* strain: BFF170 pals-22(pig26) hrde-1(tm1200) III; otIs356 [rab-3p(prom1)::2xNLS::TagRFP] V.	This study	BFF170
*C. elegans* strain: BFF411 vsra-1(tor94[GFP::3xFLAG::vsra-1] I; zip-1(jy14) III	This study	BFF411
*C. elegans* strain: BFF405 vsra-1(tor94[GFP::3xFLAG::vsra-1] I; pals-22/25(jy79) III	This study	BFF405
*C. elegans* strain: OH11061 otIs381 [ric-19p(prom6)::2xNLS::GFP + elt-2::DsRed] V	Caenorhabditis Genetics Center	WB Strain: OH11061
*C. elegans* strain: BFF415 vsra-1(tm1637) I; pals-22(pig26)III; otIs381 [ric-19p(prom6)::2xNLS::GFP + elt-2::DsRed] V	This study	BFF415
*C. elegans* strain: BFF418 pals-22(pig26) III; otIs381 [ric-19p(prom6)::2xNLS::GFP + elt-2::DsRed]	This study	BFF418
*C. elegans* strain: BFF459 fjSi19 [rpl-21p::2×HA::vsra-1 + Cbr-unc-119(+)] II; otIs356 [rab-3p(prom1)::2xNLS::TagRFP] IV	This study	BFF459
*C. elegans* strain: WM158 ergo-1(tm1860) V	Caenorhabditis Genetics Center	WB Strain: WM158
*C. elegans* strain: BFF480 pigEx48[sago2p::SAGO-2::GFP::unc-543’UTR +rol-6(su1006)]	This study	BFF480
*C. elegans* strain: BFF490 neIs10 [myo-3::GFP::sago-2 + rol-6(su1006)]	This study	BFF490
*N. parisii* strain: ERTm1	Troemel et al.^49^	ERTm1
Oligonucleotides		
pals-22(pig26) Alt-R gRNA #1: TGGCCTGCAAGACGAGGTAC	IDT	N/A
pals-22(pig26) Alt-R gRNA #2: GGTTTGGGAAGAACTTAAAA	IDT	N/A
pals-22(pig26) Alt-R HDR donor block: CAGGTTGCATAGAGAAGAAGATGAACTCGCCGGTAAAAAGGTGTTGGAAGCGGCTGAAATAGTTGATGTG	IDT	N/A
Custom FISH probes for *N. parisii* ribosomal RNA	Biosearch Technologies	N/A
Custom FISH probes for Orsay virus RNA1 and RNA2	Biosearch Technologies	N/A
See Table S3 for genotyping primer sequences used in this study	IDT	N/A
Recombinant DNA		
Plasmid: pL4440-RNAi control (HT115)	Vidal RNAi library	N/A
Plasmid: pL4440-pals-22 (HT115)	Vidal RNAi library	N/A
Plasmid: pL4440-zip-1 (HT115)	Vidal RNAi library	N/A
Plasmid: pPD95.75	Gift from Zaidel-Bar lab	Addgene Plasmid #1494
Software and algorithms		
RNAlysis	Teichman et al.^106^	https://github.com/GuyTeichman/RNAlysis
ImageJ	Schindelin et al.^107^	https://imagej.net/ij/
GraphPad Prism 10	GraphPad	https://www.graphpad.com/
R/RStudio	R Core Team	https://www.r-project.org/
BioRender	BioRender	https://www.biorender.com/
DoubleBlind	Teichman et al.^108^	https://github.com/GuyTeichman/DoubleBlind
Inkscape v1.4	Inkscape	https://inkscape.org/

# Supplementary material for: Dynamic control of Argonautes by a rapidly evolving immunological switch
**Source:** Curr Biol. Author manuscript; Available in PMC 2025 Sep 1.
**Supplement:** 1

**Current Biology, Volume 35**

## **Supplemental Information**

### **Dynamic control of Argonautes by a rapidly evolving immunological switch**

**Chee Kiang Ewe, Guy Teichman, Shir Weiss, Maximilian M.L. Knott, Sarit Anava, Hila  
Gingold, Mario Bardan Sarmiento, Emily Troemel, and Oded Rechavi**

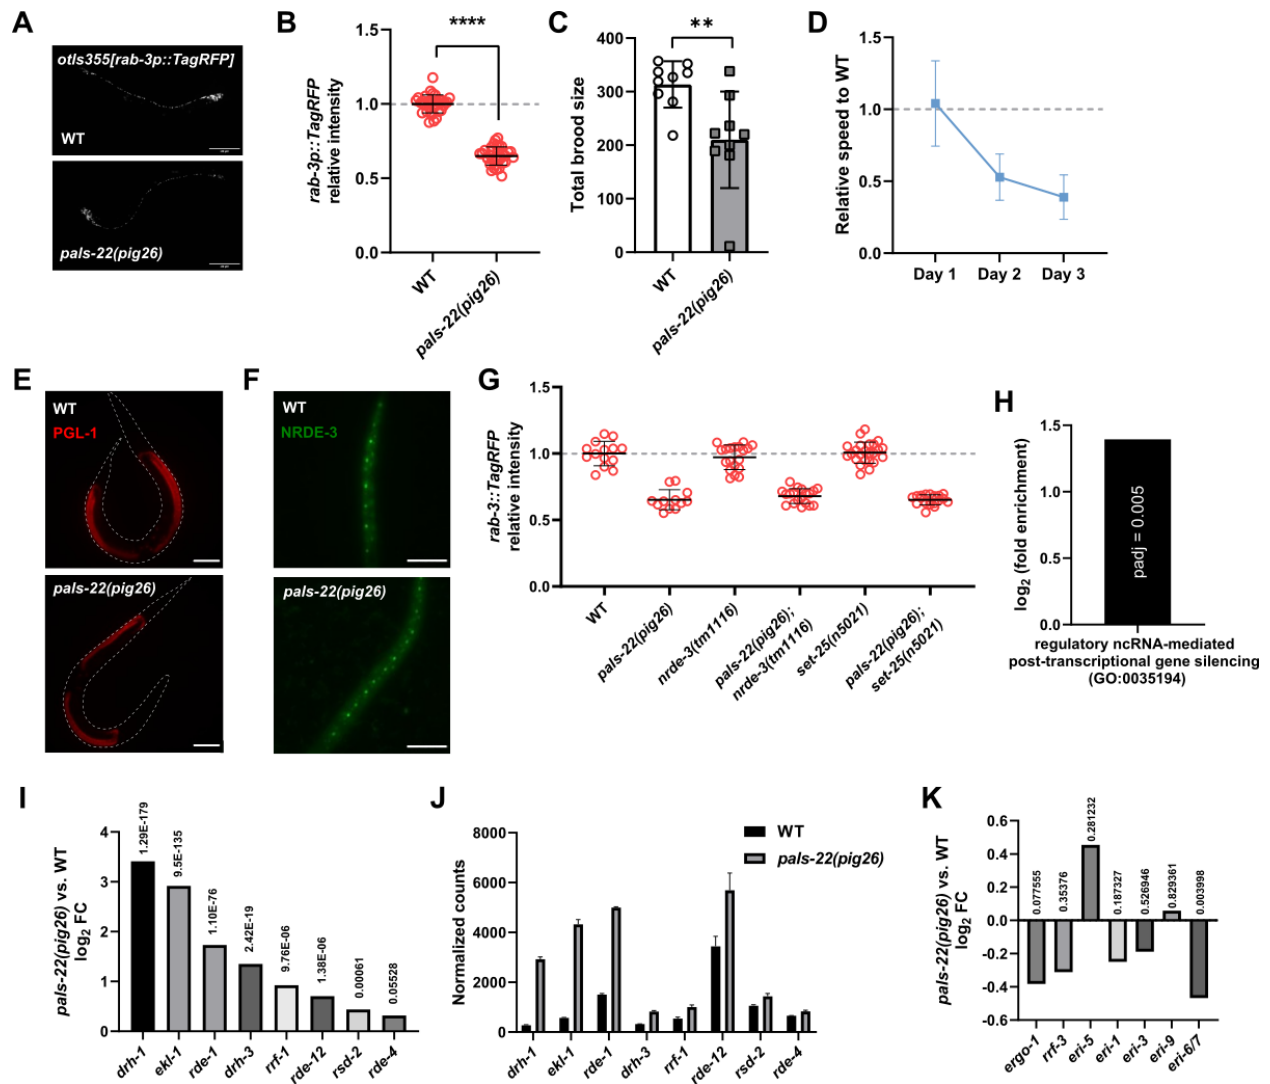

**Figure S1: Loss of *pals-22* results in enhanced antiviral RNAi, related to Figure 1.**

(A, B) Expression of *otIs355 [rab-3p::TagRFP]* in wild type and *pals-22(pig26)* mutants. Scale bar = 100  $\mu$ m (C) Brood size of wild type and *pals-22(pig26)* mutants at 20°C. (D) Locomotion speed of *pals-22(pig26)* mutants normalized to aged matched wild-type animals. Error represents mean  $\pm$  SD. Statistical significance was determined by two-tailed unpaired t-tests. \*\*  $\leq$  0.01; \*\*\*\*  $p \leq$  0.0001. (E) The expression of *pgl-1::TagRFP* in wild-type and *pals-22(pig26)* day 1 adults. Scale bar = 100  $\mu$ m. (F) The expression of endogenous NRDE-3::GFP reporter in wild-type and *pals-22(pig26)* L2 animals. Scale bar = 10  $\mu$ m. (G) The expression repetitive *rab-3::TagRFP* transgene in *pals-22(pig26)* and nuclear RNAi mutants. Each data point represents an animal scored. Error represents mean  $\pm$  SD. (H) GO term enrichment of genes upregulated in *pals-22(pig26)* vs. wild type. (I-K) RNAi genes expression in *pals-22(pig26)* vs. wild type. Numbers in panels (I) and (K) indicate DESeq2 q-values.

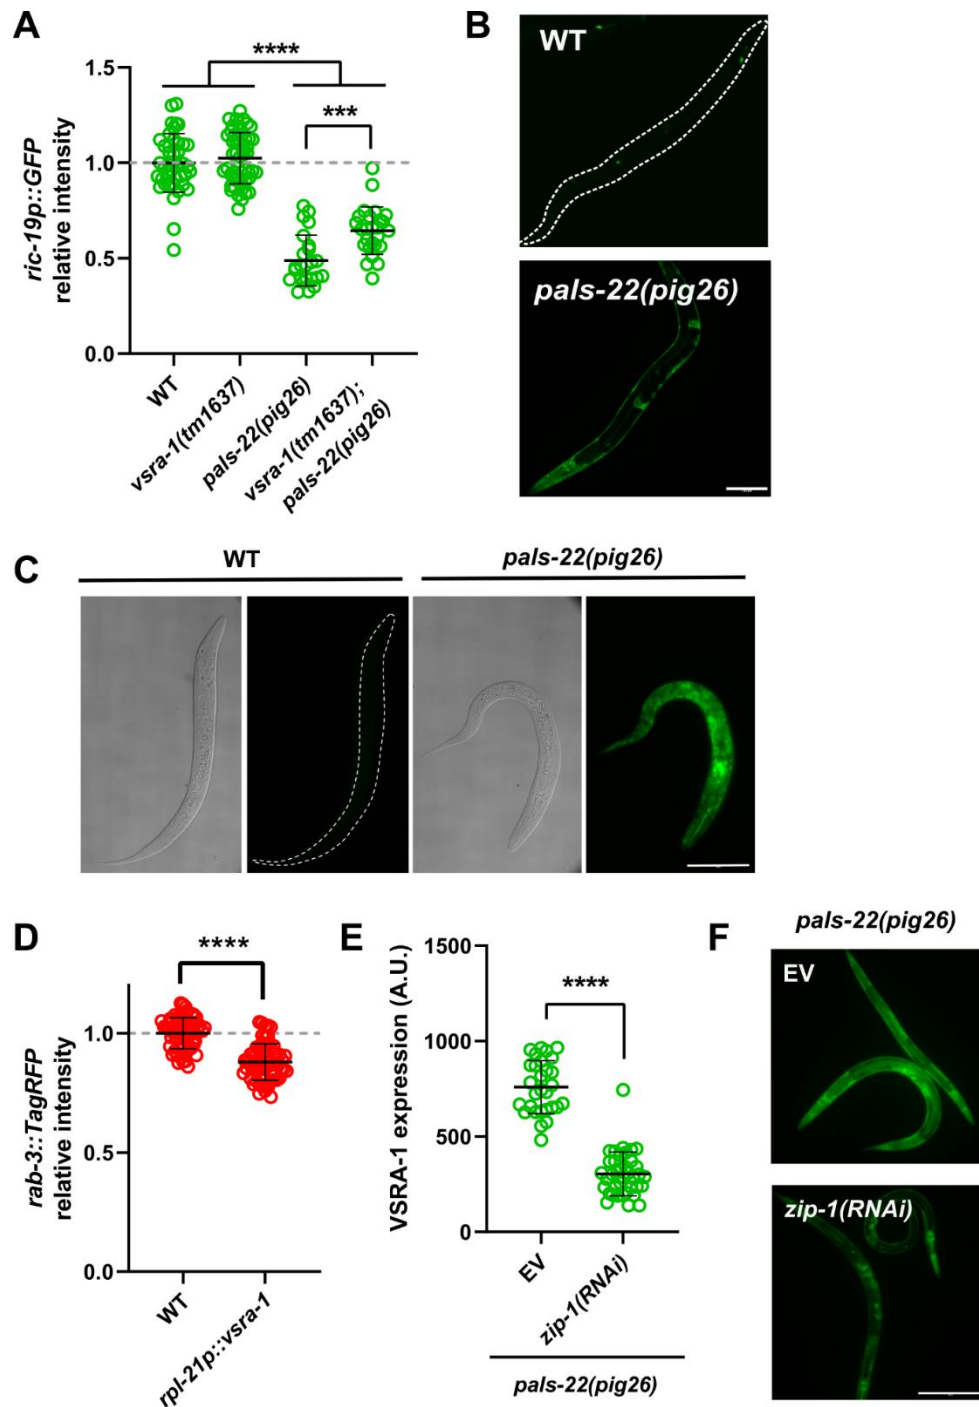

**Figure S2: PALS-22 represses VSRA-1, related to Figure 2.**

(A) The interaction between *pals-22* and *vsra-1* in silencing *otIs381 [ric-19p(prom6)::2xNLS::GFP + elt-2::DsRed]* transgene. Statistical significance was determined by parametric one-way ANOVA followed by pairwise two-tailed unpaired t-tests with Benjamini–Hochberg correction. \*\*\*  $q \leq 0.001$ ; \*\*\*\*  $q \leq 0.0001$ . Error represents mean  $\pm$  SD. Each data point represents an animal scored. (B) The expression of endogenous VSRA-1 in wild-type and *pals-22(pig26)* day 1 adults. Scale bar = 100  $\mu$ m. (C) The

expression of endogenous VSRA-1 in wild-type and *pals-22(pig26)* L1 animals. Scale bar = 50  $\mu$ m. (D) The expression repetitive *rab-3::TagRFP* transgene in wild-type and mutants carrying *fjSi19 [rpl-21p::2 $\times$ HA::C04F12.1 + Cbr-unc-119(+)]*. Each data point represents an animal scored. Statistical significance was determined by two-tailed unpaired t-test. \*\*\*\*  $p \leq 0.0001$ . Error represents mean  $\pm$  SD. (E, F) The expression of VSRA-1 in *pals-22(pig26)* animals treated with empty vector or *zip-1* RNAi. Each data point represents an animal scored. Statistical significance was determined by two-tailed unpaired t-test. \*\*\*\*  $p \leq 0.0001$ . Error represents mean  $\pm$  SD. Scale bar = 200  $\mu$ m.

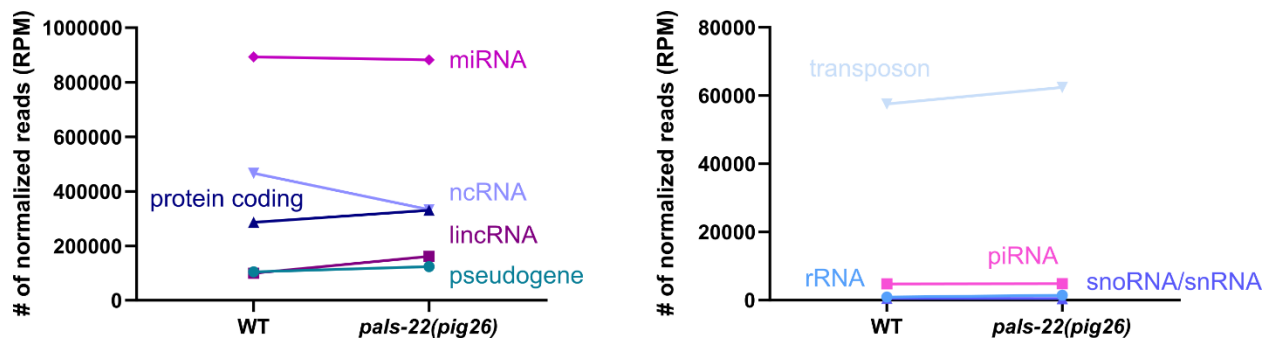

**Figure S3: Biotypes of small RNAs isolated from wild-type and *pals-22(pig26)* animals, related to Figure 3.**

Sense (miRNA and piRNA) and antisense (others) small RNAs aligned to different gene biotypes. All mapped reads > 5 RPM were counted without any constraints on small RNA length or 5' nucleotide.

RPM: read per million

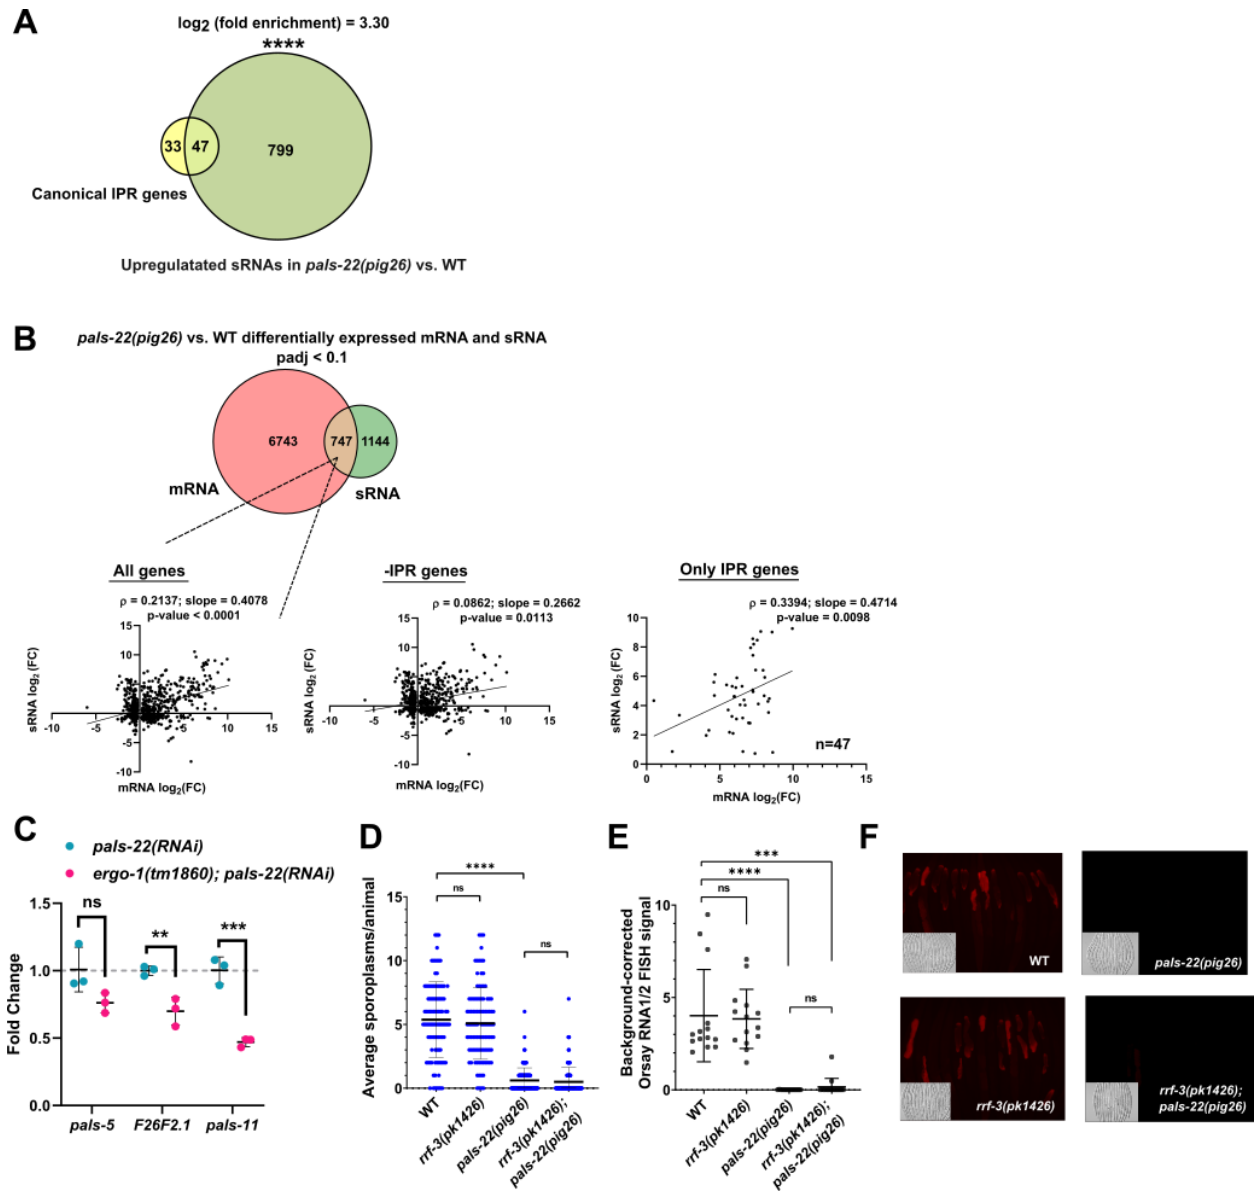

**Figure S4: Dual effects of the endo-siRNA pathway on IPR gene expression, related to Figure 4.**

(A) Venn diagram showing the overlap between 80 canonical IPR genes and small RNA upregulated in *pals-22(pig26)* vs. wild type. (B) Spearman correlation between differentially expressed mRNA and small RNA in *pals-22(pig26)* vs. wild type. The lines are fitted with linear regression model. (C) The expression of IPR genes in *pals-22(RNAi)* and *ergo-1(tm1860); pals-22(RNAi)* young adults, as measured by qPCR. Statistical significance was determined by two-tailed unpaired t-test. ns, not significant ( $p > 0.05$ ); \*\*  $p \leq 0.01$ ; \*\*\*  $p \leq 0.001$ . Error represents mean  $\pm$  SD. (D) Sensitivity of *rrf-3(pk1426)*, *pals-22(pig26)*, and *rrf-3(pk1426); pals-22(pig26)* mutants to *N. parisii* infection. (E) Sensitivity of *rrf-3(pk1426)*, *pals-22(pig26)*, and *rrf-3(pk1426); pals-22(pig26)* mutants to Orsay virus infection. Statistical significance was determined by non-parametric Kruskal–Wallis test followed by

pairwise Wilcoxon Rank Sum tests with Benjamini Hochberg correction. ns, not significant ( $q > 0.05$ ); \*\*\*  $q \leq 0.001$ ; \*\*\*\*  $q \leq 0.0001$ . Error represents mean  $\pm$  SD. (F) Representative micrographs of animals from (E).

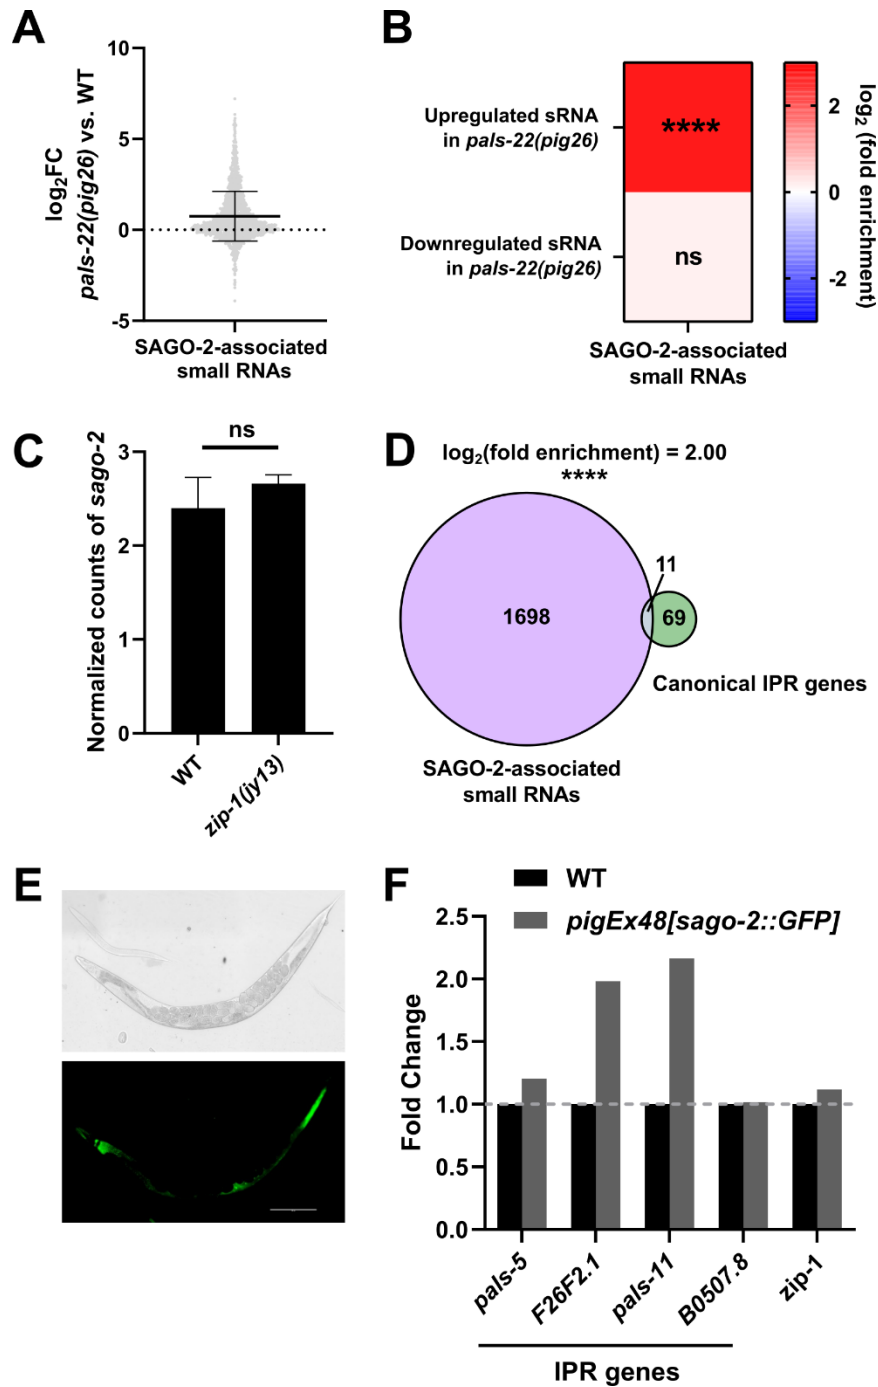

**Figure S5: PALS-22 regulates SAGO-2, which targets IPR genes, related to Figure 5.**

(A) The expression of SAGO-2-associated small RNAs in *pals-22(pig26)* vs. wild type. (B) Enrichment analysis of SAGO-2-associated small RNAs in small RNAs differentially expressed in *pals-22(pig26)* vs. wild type. ns, not significant ( $q > 0.05$ ); \*\*\*\*  $q \leq 0.0001$ . (C) Expression of *sago-2* in wild type and *zip-1(jy13)* animals detected by RNA-seq. ns, not significant ( $q > 0.05$ ). The data was extracted from

Lažetić, *et. al.* <sup>S1</sup> (D) Venn diagram showing the overlap between 80 canonical IPR genes and SAGO-2-associated small RNAs. (E) The expression of *pigEx48 [sago-2::GFP::unc-54 3'UTR+rol-6(su1006)]* in day 1 adult. Scale bar = 200  $\mu$ m. (F) The expression of IPR genes and *zip-1* in wild type and animals carrying *pigEx48[sago-2::GFP::unc-54 3'UTR+rol-6(su1006)]*.

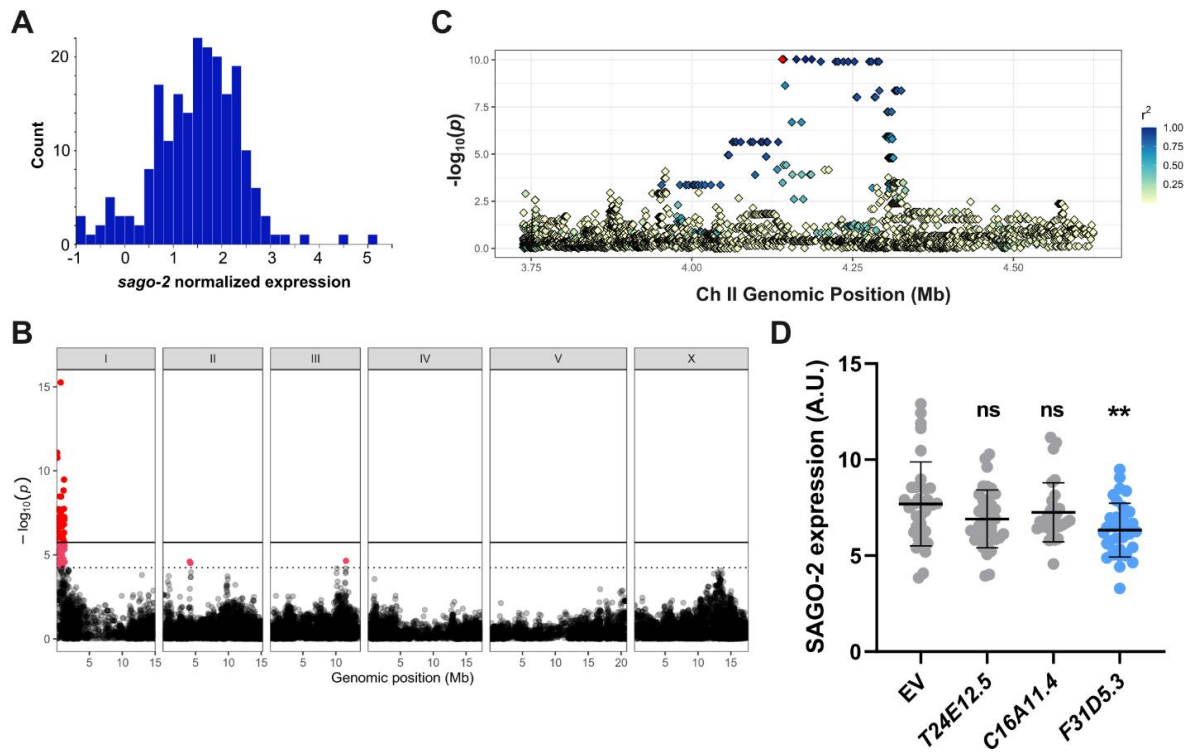

**Figure S6: Natural variation in *cpna-1/F31D5.3* may affect *sago-2* expression, related to Figure 5.**

(A) Natural variation of *sago-2* expression in 207 *C. elegans* wild isolates. (B) GWAS using LOCO kinship matrix. The horizontal solid line corresponds to stricter Bonferroni (BF) threshold, while the horizontal dash line corresponds to more permissive EIGEN threshold. Red dots represent statistically significant SNPs. (C) Fine mapping of Chr 2 candidate region (II:3737765-4624311). Each variant is represented by a diamond colored by the linkage to the peak marker (colored in red). GWAS was performed on CaeNDR (<https://caendr.org/>). (D) Targeted RNAi screen focusing on candidate genes in Chr 2. Each data point represents an animal scored. Statistical significance was determined by non-parametric Kruskal–Wallis test followed by pairwise Wilcoxon Rank Sum tests with Benjamini–Hochberg correction. ns, not significant ( $q > 0.05$ ); \*\*  $q \leq 0.01$ , compared to EV.

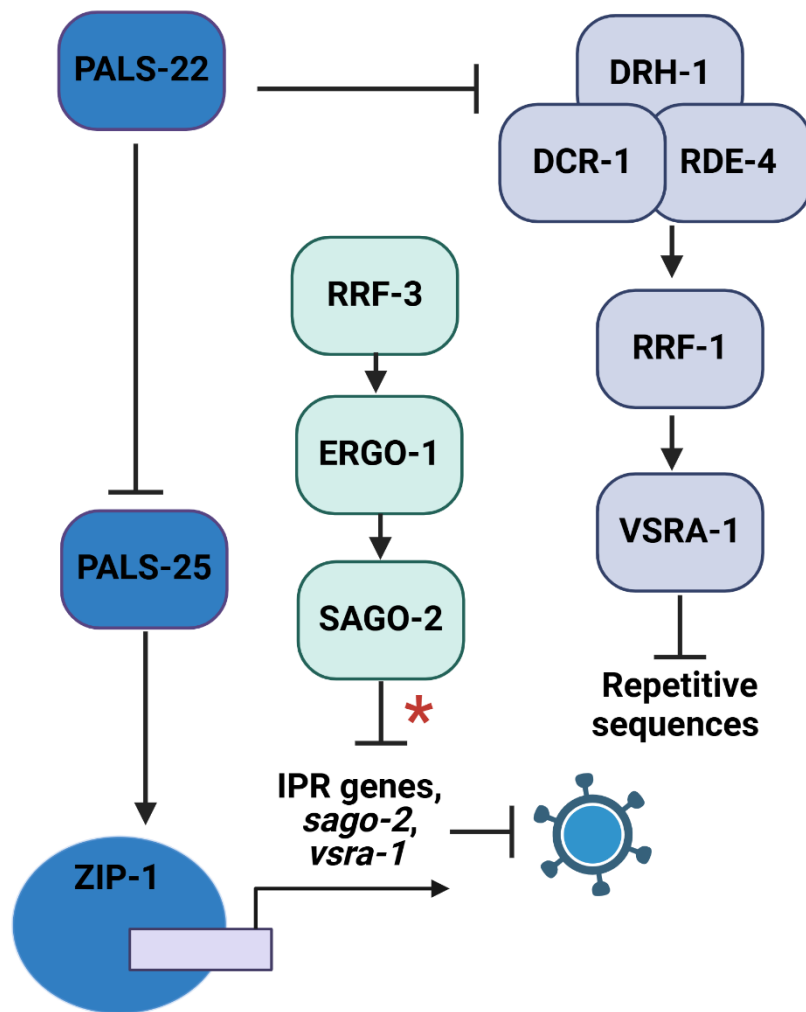

**Figure S7: A model of PALS-22 regulation of the small RNA pathway, related to Figure 5.**

PALS-22 suppresses the IPR and antiviral RNAi pathway. The endo-siRNA pathway, acting through SAGO-2, may positively or negatively regulate IPR genes and *zip-1* expression, depending on PALS-22 activity.

| Tissue                            | Scaled TPM |
|-----------------------------------|------------|
| Unassigned sheath cells           | 90.95      |
| AVL                               | 57.83      |
| Glia_3                            | 54.23      |
| sh3_sh4 (gonadal sheath proximal) | 52.94      |
| Oocytes                           | 44.99      |
| Amphid sheath                     | 37.31      |
| AWB                               | 36.56      |
| Spermathecal-Uterine junction     | 36.11      |
| Coelomocytes                      | 30.49      |
| RIR                               | 23.35      |
| Phasmid sheath                    | 22.33      |
| Dorsal uterine cell               | 19.45      |
| AVM                               | 18.95      |
| RMD_LR                            | 8.90       |
| Intestinal-rectal valve           | 4.36       |
| g2                                | 2.30       |
| Spermathecal bag distal           | 1.12       |

**Table S1: Expression of *vsra-1* based on single-cell sequencing of young adult worm (WormSeq <sup>S2</sup>). Only tissues with detectable expression are shown below. TPM = transcript per million. Related to Figure 2.**

| Category                                                    | Number of genes | All catalog values | p-value  | Bonferroni |
|-------------------------------------------------------------|-----------------|--------------------|----------|------------|
| <b>Downregulated siRNAs in <i>pals-22(pig26)</i> vs. WT</b> |                 |                    |          |            |
| Proteolysis proteasome: E3: F box                           | 55              | 437                | 6.08E-15 | 1.17E-12   |
| Pseudogene                                                  | 124             | 2081               | 1.61E-08 | 3.09E-06   |
| Unassigned                                                  | 211             | 4113               | 5.15E-08 | 9.88E-06   |
| <b>Upregulated siRNAs in <i>pals-22(pig26)</i> vs. WT</b>   |                 |                    |          |            |
| Unassigned: ALS2cr12 domain*                                | 13              | 31                 | 7.44E-11 | 1.54E-08   |
| Proteolysis proteasome: E3: F box                           | 37              | 437                | 1.04E-08 | 2.16E-06   |
| Ribosome: subunit                                           | 16              | 92                 | 2.92E-08 | 6.05E-06   |
| Unassigned: regulated by multiple stresses                  | 84              | 1707               | 1.13E-06 | 0.00023382 |
| Proteolysis general: aspartate: unassigned                  | 5               | 11                 | 4.33E-05 | 0.00897293 |

\**pals* genes

**Table S2: GO term enrichment in siRNAs differentially expressed in *pals-22(pig26)* vs. wild type. This analysis was performed using the WormCat software.<sup>S3</sup> Related to Figure 3.**

**Table S3: Genotyping primers used in this study. Related to STAR Methods.**

### Supplemental references

- S1.     Lažetić, V., Wu, F., Cohen, L.B., Reddy, K.C., Chang, Y.-T., Gang, S.S., Bhabha, G., and Troemel, E.R. (2022). The transcription factor ZIP-1 promotes resistance to intracellular infection in *Caenorhabditis elegans*. *Nat Commun* 13, 17. <https://doi.org/10.1038/s41467-021-27621-w>.
- S2.     Ghaddar, A., Armingol, E., Huynh, C., Gevirtzman, L., Lewis, N.E., Waterston, R., and O'Rourke, E.J. (2023). Whole-body gene expression atlas of an adult metazoan. *Science Advances* 9, eadg0506. <https://doi.org/10.1126/sciadv.adg0506>.
- S3.     Holdorf, A.D., Higgins, D.P., Hart, A.C., Boag, P.R., Pazour, G.J., Walhout, A.J.M., and Walker, A.K. (2020). WormCat: An Online Tool for Annotation and Visualization of *Caenorhabditis elegans* Genome-Scale Data. *Genetics* 214, 279–294. <https://doi.org/10.1534/genetics.119.302919>.

How the deposited data were processed for this re-analysis (not part of the article)

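The deposited tables cover 44 libraries of synchronized L1 *C. elegans* in 4 tables, each of mRNA or sRNA in N2 or in the *otIs356* background. In N2, mRNA was sequenced from 2 wild-type, 3 *rrf-3(pk1426)*, 3 *pals-22(pig26)* and 2 *rrf-3(pk1426); pals-22(pig26)* libraries, and sRNA from 3 wild-type and 3 *pals-22(pig26)* libraries. In *otIs356*, mRNA and sRNA were each sequenced from 4 wild-type, 3 *pals-22(pig26)*, 4 *vsra-1(tm1637)* and 3 *vsra-1(tm1637); pals-22(pig26)* libraries. Each library was matched to its genotype and replicate number by its title and its library name. For N2 mRNA, the number in the title differs from the number in the library name for wild type and the double mutant, and the title's number is the one used in the text.

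For sRNA, the authors trimmed adapters with CutAdapt, kept reads of 15 to 30 nt, aligned them to the ce11 genome with ShortStack and deposited the whole read counts that featureCounts gave per gene, without normalization. The Methods describe counts of sense and antisense reads, and the tables do not state which they hold. The values are those of antisense reads. In 30 pairs of an annotated miRNA and another gene on the opposite strand (protein-coding genes and other miRNAs left out), the miRNAs held 8.82 RPM in N2 and 9.26 in *otIs356*, and the genes opposite them 375469 and 381431. Every sRNA value is thus a count of reads antisense to a gene, and values of miRNA and piRNA genes are not their sense reads. For mRNA, the authors ran kallisto through RNAlysis and deposited estimated counts that they summed and scaled per gene. Of these values 91.9% in N2 and 84.8% in *otIs356* are not whole numbers, and they were rounded to whole numbers before testing. CPM in the text are scaled with TMM factors, and RPM by the library total alone.

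mRNA totals are 36498609 to 61806727 (median 46973989) in N2 and 5479218 to 33903511 (median 16575907) in *otIs356*. sRNA totals are 11483077 to 43362769 (median 18178223) in N2 and 7950015 to 21594026 (median 15972834) in *otIs356*. A count of 0 allows up to 3 counts, which is at most 0.0822, 0.548, 0.261 and 0.377 RPM in these 4 tables, in the same order. A fold against a group at 0 is given as a lower bound from that floor, taken per library. Reads were not marked by molecule, so floors and intervals cover counting error only. Gene positions, symbols and biotypes are from Ensembl release 115 (WBcel235). That annotation lacks 171 entries of the N2 and 172 of the *otIs356* mRNA table, 0 of the N2 and 1 of the *otIs356* sRNA table, and they were kept in the tests under their identifiers. The *otIs356* tables hold an entry for TagRFP, the reporter of the transgene.

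Differential expression was tested in R 4.3.3 with edgeR 4.0.16. All libraries of a table were fitted together with 1 group per genotype, TMM scaling and no covariate. Adjusted p values in the text are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested in a comparison, and they are two-sided. A gene is called at an adjusted p under 0.1, the paper's threshold. For mRNA, genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 18986 genes in N2 and 16724 in *otIs356*. For sRNA, genes with more than 5 RPM in at least 1 library were kept, 7243 in N2 and 8042 in *otIs356*. Each single mutant was compared with wild type and each double mutant with *pals-22(pig26)*. An interaction term tested whether the second mutation acts differently in wild type and in *pals-22(pig26)*. Standard errors are those of the log2 fold change in that fit, and SDs are between libraries.

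Gene sets were tested with camera from limma 3.58.1 at a correlation between genes of 0.01 and read against a threshold of 0.05, with fry and with camera at an estimated correlation as alternatives. These set p values come from models fitted to all libraries of a table. They are model-based and not exact, with 2 to 4 libraries per group, and no permutation test of the sets was run. The sets were the *pals* family, taken by symbol and without *pals-22*, and annotated pseudogenes, in 15 set tests. The share of pseudogenes among called genes was compared with Fisher's exact test, two-sided. 4 lists of genes were read from the text or figure axes: RNAi genes, 26G pathway genes, the genes of Figure 4G and Argonaute genes. They are reported gene by gene and as counts, adjusted over all tested genes and over the list alone. sRNA totals per biotype and TagRFP RPM were compared with exact permutation tests, two-sided. Spearman's rho across genes is a description, since genes are not replicates. Where 2 comparisons share control libraries, the number of genes that change in the same direction was set beside 20 simulations of unchanged groups that share them. Genes were drawn independently of each other in these simulations. For the *pals* genes of the double mutant, the rise in *pals-22(pig26)* and the fall were also taken from different *pals-22(pig26)* libraries, on the log2 scale with 0.1 added to the CPM. Where a comparison has at least 3 libraries per group, its count of calls was set beside the counts from other splits of the same libraries, up to 100. For the interaction of *vsra-1* and *pals-22*, the splits shuffle *vsra-1* status within each *pals-22* status. Words of 31 bases (mRNA) and 22 bases (sRNA) that a gene shares with other genes were counted as a measure of reads that cannot be assigned to 1 gene.

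The genes named in the text follow a rule. It takes every gene that the paper's text or figure axes name for these L1 libraries. For each comparison it adds the 2 called genes with the largest log2 fold change in each direction, provided that the groups do not overlap and the mean normalized count is at least 100. Some genes added in this way are not named with their comparison in the results. In *rrf-3(pk1426)* these are WBGene00003433 (at least 62.8-fold higher) and *col-73* (log2 fold change −6.14). In its double mutant they are WBGene00044997 and *srh-287* (at least 119-fold and 76.6-fold higher). In *pals-22(pig26)* of *otIs356* they are B0334.20 and *skr-6* (at least 63.0-fold and 48.7-fold higher), *pud-2.2* (−5.39) and *pud-1.2* (−5.90). Values of some of these genes in the paper's figures and supplementary tables had been seen when the rule was written. Values copied from the paper's supplementary tables are used only for the comparison of values in the closing section, where they are marked as the paper's. Lists of major sperm protein, other sperm and vitellogenin genes were taken by symbol to look for RNA of older animals.

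The alternatives were DESeq2 1.42.0, RLE scaling, library totals alone for sRNA, other low-count filters or none, only the compared groups in the fit, limma-trend with a prior count of 2 for mRNA, an adjusted p under 0.05, the replicate number as a block, and leaving out each library in turn. A count is said to have moved when it differs by more than 1.5 times. The authors used DESeq2 on these counts with a threshold of 0.1 for q. Both tools were tested on simulated data with 200 genes changed by log2 1 to 2. Counts were drawn from the means and totals of the real libraries and from edgeR's estimates of their spread. This setting may favour edgeR, and it changes few genes, so its shares of false calls need not hold for the real comparisons. edgeR recovered 41.5 to 65.5% of them in the mRNA and 85 to 100% in the sRNA comparisons, and 3.81 to 11.1% of its calls were false. For DESeq2 9.09 to 41.9% of the calls were false.

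The imaging and infection assays of the paper have no deposited table of these libraries and were left out. The paper's list of IPR genes, its lists of AGO-bound siRNA targets and its gene ontology sets are not in the deposited tables, so conclusions that rest on them were not recomputed. Classes of sRNA by length and first base, such as 22G and 26G, cannot be told from counts per gene.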

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

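In this part, the tests of mutant RNA in a library, swaps, library depth, library scaling, shared *pals-22(pig26)* libraries, older animals, strain variants and splits for the interaction were chosen only after the results they address were seen, and the other tests were planned.

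Among the *otIs356* mRNA libraries, wild-type replicate 4 had a mean log2(CPM + 1) over the *pals* genes of 2.45, against 1.77 to 1.88 in the other 3 wild-type libraries, which sets it apart from its group by Dixon's test. That test picks out about 1 in 20 groups by chance, and 18 groups were tested, so a single such library carries little weight on its own. A swap with a *pals-22(pig26)* library would put the family at their level, but the mean of replicate 4 minus that of the lowest of them was −3.03, which excludes it. A small share of *pals-22(pig26)* RNA could raise the family. The *pals* genes imply a share of 1.93% and the *vsra-1* transcript one of −0.811%, with an SD of 1.32% between the other wild-type libraries. TagRFP implies 50.2% (SD 5.77%) with TMM scaling and 11.02% (SD 10.1%) by library totals, so its answer depends on the scaling. These values leave the share that the *pals* genes imply open, and it cannot be told apart from a rise in the animals themselves. The total of replicate 4, 23625640, lies within the range of the other 3. The library bears on other results: without it, 5384 genes were called in *pals-22(pig26)* against wild type in place of 1820, and the *pals* median was 5.93 in place of 5.27. No biological explanation was tested, since the design gives none for a difference within wild type.

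TagRFP mRNA in *vsra-1(tm1637)* replicate 3 was at 31081 RPM, against 71913 to 75433 in the other 3 *vsra-1(tm1637)* libraries, and Dixon's test sets this library apart too. It is the same library on which the rise of the *pals* family in *vsra-1(tm1637)* rests, with a mean log2(CPM + 1) of 3.45 over the family, where replicates 1, 2 and 4 have 1.86, 1.99 and 2.17. Without it, the log2 fold change of TagRFP in *vsra-1(tm1637)* was −0.16 in place of −0.39, and that of the family −0.045 in place of 0.70. RNA from *pals-22(pig26)* animals in the library is excluded as the whole cause. It would bring every raised transcript in 1 share, but the *vsra-1* transcript implies a share of 0.825%, the *pals* genes 9.30% and TagRFP 119% (156% by library totals). Over 458 genes the implied share has a median of 9.41% and runs from −2.36 (10th percentile) to 80.7% (90th percentile). A swap is excluded as well, since the family mean minus that of the lowest *pals-22(pig26)* library was −2.02. Depth is excluded: the library is the smallest of its group, yet its unscaled reads on *pals* genes were 1.79 times those of the highest other *vsra-1(tm1637)* library. Reads shared between paralogs are excluded, since 19 of 22 *pals* genes without shared sequence were higher there than in each other *vsra-1(tm1637)* library, with a median log2 difference of 1.82. What stays open is a state of the animals in this 1 library, such as an induced IPR, which may also lower the transgene. This is a hypothesis only. All 4 libraries share the *vsra-1* genotype, so the genotype alone does not account for the distance of 1 of them from the other 3.

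The effect of *rrf-3* loss on the *pals* family differed between wild type and *pals-22(pig26)*. The interaction term had a median log2 of −1.82 over 37 genes (camera p = 2.65e-17, estimated correlation p = 0.0304, fry p = 1.66e-05). 27 genes were called lower and 4 higher in that term, and the median was −1.93 to −1.78 when each library was left out. The family rose in *rrf-3(pk1426)* against wild type (median 1.34) and fell in the double mutant against *pals-22(pig26)* (median −0.53). The fall is not a product of library scaling, since its median was at most −0.41 under TMM, RLE, DESeq2 and library totals. Chance in the *pals-22(pig26)* libraries that both steps share is excluded too. With the rise taken from some of them and the fall from the others, the median over 29 *pals* genes was at most −0.58, and these libraries differed among themselves by a median of at most 0.032. Reads shared between paralogs are excluded, since the median log2 fold change of *pals* genes without shared sequence was −0.49. The remaining explanation that the design names is genetic: a second mutation in the 26G pathway may act in opposite directions in the presence and absence of *pals-22*, which stays a hypothesis tested here only on the data it came from. A ceiling on expression that is already high would limit a rise but would not by itself give a fall, and it was not tested further.

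Over all genes, the interaction of *rrf-3* and *pals-22* was called for 7053 of 18986 genes, 4079 higher and 2974 lower (DESeq2 6809). The count was 4412 to 7917 when each library was left out, with 4412 without double-mutant replicate 2 and 4636 without wild-type replicate 2. No other splits of the libraries were run for this count. Splits were run only with at least 3 libraries per group, and wild type and the double mutant have 2 each. Chance was therefore not tested here and stays open. The 2 double-mutant libraries differ from each other in sperm transcripts, as do the *pals-22(pig26)* libraries, so part of the interaction may stem from RNA of older animals. The genes that mark this difference moved by a median log2 fold change of 0.057 in the other background, and this test is described under the other observations. The genotypes remain a further open explanation.

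The paper reports *otIs356* sRNA for TagRFP and does not report genome-wide calls for *vsra-1(tm1637)* or the double mutant. edgeR called 399 genes in *vsra-1(tm1637)* against wild type, 214 higher and 185 lower (DESeq2 733). The count was 237 and 238 without *vsra-1(tm1637)* replicates 3 and 4, 245 without wild-type replicate 3, and at most 492 without another library. Only 1 of 35 splits, the real one, gave as many calls, which argues against chance for this comparison. It is the smallest share that 35 splits allow, and it was not adjusted over the comparisons split in this way. In the double mutant against *pals-22(pig26)*, 807 genes were called, 538 higher and 269 lower (DESeq2 1077), and 561 to 886 when each library was left out. Here only 1 of 10 splits gave as many, but 10 splits are too few to exclude chance. The interaction of *vsra-1* and *pals-22* was called for 716 genes (DESeq2 989, and 575 to 778 when each library was left out). With *vsra-1* status shuffled only within each *pals-22* status, 1 of 100 splits gave as many, the largest other 468. This argues against chance under no effect of *vsra-1* at all, with no adjustment over the comparisons. Chance on top of an effect that is equal in both backgrounds stays open. Depth differs between the groups, and no test at equal depth was run. Median totals are 15523790, 11722399, 15972834 and 17840084 in wild type, *pals-22(pig26)*, *vsra-1(tm1637)* and the double mutant. With library totals as the only scaling, 962 genes were called in *vsra-1(tm1637)*, 878 of them higher and with the median of all genes at 0.18. The design names the loss of an Argonaute as the biological explanation, and it may change the sRNAs of its targets. Strain differences at single loci are a second open explanation, and for Y110A2AL.1 the tests under the other observations bear on it (−0.33 on the log2 scale in *pals-22(pig26)* against wild type).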

How the results depend on the processing

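The model, the threshold, the gene rule and every alternative below were set before the data were examined, except the following, which were chosen only after the results were seen: DESeq2 with no low-count filter and a block by the number in the library name (called the combined setting here), and biotype totals with ncRNA genes left out of the library total. Alternatives for a pseudocount did not apply, since the tables hold counts. Where a value changed below, the cause was not tested unless the sentence gives one.

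For the genes named in the text, 259 results gave 3808 values under alternatives. Of these 3645 kept their direction and their side of the threshold, 131 lost the call, 32 gained one and 0 of the called ones changed sign. 213 results were unchanged under each alternative that was run on them. Losses came most from leaving out 1 library (84 of the lost calls), then from the stricter threshold (12). Among the other results, leaving out 1 library kept 329 values, moved 22, lost 14 calls, gained 5 and changed the sign of 3. RLE scaling changed none of 42 such results and filterByExpr for sRNA none of 16, while among named genes RLE scaling lost 2 calls and gained 1.

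Counts of called genes in N2 mRNA were within 1.5 times of the reported ones under each planned setting, apart from single libraries. The combined setting called 4455 genes in the interaction in place of 7053. In *otIs356* mRNA the counts depend on the setting. For *pals-22(pig26)*, 1820 genes became 817 at the stricter threshold (584 higher and 233 lower), 3584 with DESeq2, 5189 with the replicate block, 3667 with only the compared groups and 6590 with the combined setting. For *vsra-1(tm1637)*, 1 gene became 911 with DESeq2 (376 higher and 535 lower) and 1042 with the combined setting. For the double mutant, 1 gene became 51 with DESeq2 (36 higher and 15 lower), 3 with the block and 256 with the combined setting. For the interaction, 1 gene became 56 (37 higher and 19 lower), 2 and 245 in the same order. In the simulations DESeq2 made more false calls than edgeR on mRNA, 31.6 to 41.9% against 3.81 to 11.1%. The simulated spread was edgeR's own estimate and few genes were changed, so this cannot decide which tool's counts are nearer the truth.

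For sRNA, library totals alone called 5606 genes in N2 in place of 2835 (5003 higher and 603 lower) and 962 in *vsra-1(tm1637)* in place of 399 (878 higher and 84 lower). They gave 1055 higher and 742 lower in *otIs356* *pals-22(pig26)*, 546 higher and 145 lower in the double mutant and 265 higher and 255 lower in the interaction. The scaling itself shifts the sides, since it puts the median log2 fold change of all genes at 0.35 in N2, 0.18 in *vsra-1(tm1637)* and 0.11 in the double mutant. In *vsra-1(tm1637)*, the stricter threshold gave 258 genes and DESeq2 733.

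In camera at the preset correlation, library totals alone reversed the pseudogenes of N2 sRNA to 0.16 (p = 2.69e-07) and the *pals* sRNAs of *vsra-1(tm1637)* to 0.080 (p = 0.00299), both less than the shift of all genes. Relative to all genes these medians stay negative, at −0.19 and −0.10. At the same correlation, the pseudogene sRNA set no longer passed without the low-count filter, −0.11 (p = 0.0826), and under the combined setting, −0.098 (p = 0.105). The set passed for pseudogene mRNA with the block by library name number at that correlation, 0.26 (p = 0.0466). Camera with an estimated correlation, which allows for genes that vary together, no longer passed the threshold for *pals* mRNA in *rrf-3(pk1426)*, 1.34 (p = 0.135), in *vsra-1(tm1637)*, 0.70 (p = 0.466), in its double mutant, −0.16 (p = 0.330), and in the interaction, −0.81 (p = 0.260). With the estimated correlation the same held for *pals* sRNA in *otIs356* *pals-22(pig26)*, 3.81 (p = 0.236), and in the double mutant, −0.18 (p = 0.226). Unlike camera at the preset correlation, fry did not pass it in *vsra-1(tm1637)* mRNA, 0.70 (p = 0.433), its double mutant, −0.16 (p = 0.418), the interaction, −0.81 (p = 0.274), or the double-mutant sRNA, −0.18 (p = 0.0563). At the preset correlation the double-mutant sRNA set no longer passed with DESeq2, −0.18 (p = 0.272), and with the block, −0.66 (p = 0.0587). The combined setting, at the preset correlation, gave −0.21 (p = 0.0573) for the double-mutant mRNA and −0.40 (p = 0.0417) for the sRNA interaction. The odds ratio of pseudogenes among mRNAs called higher was 0.678 without a low-count filter (two-sided Fisher's exact test, p = 1.12e-09) and 0.686 under the combined setting (two-sided Fisher's exact test, p = 2.99e-08).

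Ratios of sRNA biotype totals in N2 depend on the library total. With TMM-scaled totals, protein-coding genes were at 0.928 and pseudogenes at 0.891, below 1 where the reported ratios are above it, and lincRNAs at 1.24, ncRNAs at 0.562 and miRNAs at 0.731. Leaving ncRNA genes out of the total, added after the data were seen, gave 0.944, 0.908, 1.26 and 0.742 for protein-coding genes, pseudogenes, lincRNAs and miRNAs. Without the most read gene of each biotype, lincRNAs were at 1.27 and pseudogenes at 1.10. Spearman's rho between sRNA and mRNA fold changes was −0.0065 over all genes tested in both, −8.91e-04 without *pals* genes, 0.55 over *pals* genes alone and 0.21 under the combined setting. TagRFP mRNA in *pals-22(pig26)* stayed at −1.14 without a filter, −1.13 with limma-trend and −1.14 at the stricter threshold, but its adjusted p was 0.112, 0.206 and 0.0663. TagRFP sRNA, at 0.70, had an adjusted p of 0.0506. Adjusted over the list alone, 5 of the 26G pathway genes were called lower in N2 and 3 with only the compared groups or with the combined setting (3). In *otIs356*, 1 became 3 with DESeq2 and 6 with the combined setting.

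Leaving out each library in turn gave these ranges. Where it left a group with 1 library, that library was assumed to vary like the others. In N2 mRNA, 6205 to 9365 genes were called in *pals-22(pig26)* (lowest without wild-type replicate 2), 2836 to 6138 in the double mutant (lowest without its replicate 1, and 4411 without replicate 2) and 4412 to 7917 in the interaction (4636 without wild-type replicate 2, lowest without double-mutant replicate 2). In *otIs356* mRNA, 628 to 5384 were called in *pals-22(pig26)* (706, 731, 896 and 5384 without wild-type replicates 1 to 4 and 709, 628 and 670 without *pals-22(pig26)* replicates 1 to 3), 1 to 3 in *vsra-1(tm1637)* (highest without its replicate 4) and 1 to 2 in the interaction (highest without *vsra-1(tm1637)* replicate 4 or double-mutant replicate 2). In *vsra-1(tm1637)* sRNA the range was 237 to 492, with low counts without *vsra-1(tm1637)* replicates 3 and 4 (238) and wild-type replicate 3 (245). The pseudogene mRNA median was 0.020 to 0.39, and camera at the preset correlation passed without *pals-22(pig26)* replicate 2 (p = 0.0403). The odds ratio was 0.740 to 1.11, and its p passed without wild-type replicate 1 (two-sided Fisher's exact test, p = 8.48e-05). *pals* mRNA in *vsra-1(tm1637)* had a range of −0.045 to 1.38, with the sign changed without *vsra-1(tm1637)* replicate 3 (preset correlation, p = 0.837) and no pass without wild-type replicate 1 (p = 0.0587). In its double mutant the range was −0.44 to −0.011, and camera at the preset correlation no longer passed without *pals-22(pig26)* replicate 3 (p = 0.101) and double-mutant replicates 1 and 3 (p = 0.0791 and p = 0.0855). *pals* sRNA in the double mutant ranged over −1.56 to 0.15, with the sign changed without *pals-22(pig26)* replicate 2, at 0.0013, and without double-mutant replicate 3. Its interaction ranged over −1.57 to 0.30, and camera at the preset correlation passed without double-mutant replicate 1 (p = 0.0327).

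TagRFP mRNA in *pals-22(pig26)* was −1.25 to −1.07 without each library, and of these fits it was called only without wild-type replicate 4. TagRFP sRNA was 0.59 to 0.77, and lost the call without wild-type replicate 3 and without *pals-22(pig26)* replicates 1, 2 and 3. In the double mutant TagRFP sRNA was −0.71 to −0.0068 and in the interaction −0.82 to −0.11, and both gained a call without double-mutant replicate 1 (adjusted p = 0.0105 and 0.0206). 26G pathway genes called lower numbered 3 to 5 in N2 (lowest without wild-type replicate 2) and 1 to 6 in *otIs356* (2 without wild-type replicate 2, 5 without *pals-22(pig26)* replicate 3 and 6 without wild-type replicate 4).

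Replicate numbers were not taken as pairs, since not all same-numbered libraries deviated together. Deviations of same-numbered libraries from their group means had a correlation over 0.1 in 1 of 13 pairs in N2 mRNA, 8 of 19 in *otIs356* mRNA, 1 of 3 in N2 sRNA and 4 of 19 in *otIs356* sRNA. By the number in the library name, 3 of 13 pairs in N2 mRNA did. In *otIs356* mRNA the highest was 0.582, against a median of −0.031 for other pairs, so a batch that some numbers share is not excluded there. Among the named genes, 4 were called only without the block and 6 only with it, beside the counts and the set given above. The floor from depth is highest in the *otIs356* mRNA, where the smallest library holds 5479218 counts and a count of 0 allows up to 0.548 RPM. edgeR recovered 41.5 to 50.5% of the simulated changes there, 60.5 to 65.5% in N2 mRNA and 85 to 88% in *otIs356* sRNA. No test separated depth from variation between libraries as the source of these differences. Median totals are similar in *otIs356* mRNA (16575907) and sRNA (15972834).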

Differences from the paper's values

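The combined setting named below (DESeq2, no low-count filter and a block by the number in the library name) was a test chosen only after the paper's tables had been set beside these values, and the other settings were chosen before the data were examined.

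For *vsra-1* mRNA in *pals-22(pig26)*, the paper's log2 fold change in Figure 2C is 3.9, and its text does not name the background. The value here was 3.87 in N2, which does not differ, and 3.399 in *otIs356*, which does. In *otIs356* each alternative set before the data were examined differs from the paper's value too: DESeq2 (3.41), RLE scaling (3.41), no low-count filter (3.397), the replicate block (3.34), limma-trend (3.38), only the compared groups (3.39) and the stricter threshold (3.399). The combined setting, chosen after seeing the values, gave 3.35 and differs as well. In N2 the combined setting gave 3.90, and no alternative there differs from the paper's value.

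For the correlation of sRNA and mRNA fold changes over genes called in both, the paper's rho is about 0.21 in Figure S4B, read by eye, and the value here was 0.022. The paper's text gives 0.34 for IPR transcripts in that figure. Its list of them is not at hand, and over *pals* genes rho was 0.55 for the 14 tested in both and 0.755 for the 12 called in both, which goes the same way. None of the alternatives set before the data were examined matches the figure's value. DESeq2 gave 0.0250, all genes tested in both −0.0065 and no *pals* genes −8.91e-04, all below it. Only *pals* genes gave 0.55, above it. The combined setting, chosen after seeing the values, gave 0.21 and dropped 0 of the paper's 892 listed mRNA calls and 0 of its 1891 sRNA calls. The paper's number of genes in that plot is about 750 in Figure S4B, read by eye, and 1347 genes were called in both here. DESeq2 gave 1058, within the margin. All genes tested in both (6730), no *pals* genes (1335) and only *pals* genes (14) are not. The combined setting, chosen after seeing the values, gave 749 and dropped 0 of the paper's calls.

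The paper's Data S2 lists 846 genes with more siRNA in *pals-22(pig26)* of N2, and 1329 were called higher here. Of the alternatives set before the data were examined, the stricter threshold (1015) and DESeq2 (1067) do not differ. RLE scaling (1349), library totals (5003), filterByExpr (1835), no low-count filter (1907) and the replicate block (1340) do. The combined setting, chosen after seeing the values, gave 849 and dropped 0 of the paper's 1891 calls. With that setting, log2 fold changes lay within 0.01 of the paper's listed values for 100% of 1999 genes in Data S2 (sheet B). For Data S1 this held for 99.5% of 1999 genes in sheet B and 99.8% of 892 in sheet C. With DESeq2, the low-count filter and no block, it held for 25.8% and 28.4% of the matched genes there, and for 70.3% in Data S2. The same deposited counts thus give the paper's correlation, its number of genes and its siRNA count under another model and filter. The paper's Methods do not name a block. Of the paper's 1891 sRNA calls, 341 were not called here, where 1614 of the table's 1999 genes passed the filter. With no low-count filter 4 were not called, with filterByExpr 43, with the replicate block 340 and with DESeq2 345. The copy of Data S1 at hand holds only the genes with the smallest p, 1999 for *rrf-3(pk1426)* and 892 for *pals-22(pig26)*, so the rest of the paper's mRNA calls could not be compared. Of these, 6 of 1999 in *rrf-3(pk1426)* (5 with the replicate block) and 1 of 892 in *pals-22(pig26)* (0 with DESeq2) were not called here. In the paper's Methods, Data S1 is described as the sRNA and Data S2 as the mRNA tables, and their contents match the opposite deposited tables.

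The paper states that pseudogenes are enriched among mRNAs that rise in *pals-22(pig26)*. Here they were 5.97% of the genes called higher and 6.18% of those tested, an odds ratio of 0.954 (two-sided Fisher's exact test, p = 0.544). The paper's Figure 3H is another measure, a Mann-Whitney test on normalized counts, with an average log2 fold change of 1.23. Their mean log2 fold change of 0.82 here goes the same way, within the margin of 0.415 from fits without 1 library. It was 1.01 without a low-count filter and 1.18 under the combined setting. The replicate block (0.607), the block by library name number (0.806) and limma-trend (0.447) lay beyond that margin. Pseudogenes called higher numbered 264 and called lower 169, against 4422 and 5280 of all genes. Without a low-count filter the odds ratio was 0.678, and under the combined setting, chosen after seeing the values, 0.686.

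The paper states that of the 26G pathway genes only *eri-6* and *eri-7* change, falling in *pals-22(pig26)*. Both fell in N2 here (−0.43, adjusted p = 0.00754, and −0.54, adjusted p = 0.00164). Over the 8 genes of its Figure S1K, 4 were called lower in N2 over all tested genes and 5 adjusted over the list alone, with *ergo-1* (log2 fold change −0.41, adjusted p = 0.0418, and 0.241 without wild-type replicate 2) and *eri-1* (−0.31, adjusted p = 0.0114). In *otIs356*, 1 was called lower. The paper lists *rde-4* among the RNAi genes that rise in *pals-22(pig26)*. In N2 it rose (0.30, adjusted p = 0.0271, and 0.142 without wild-type replicate 2), as did all 8 of the list of 8. In *otIs356* its change was −0.22 (adjusted p = 0.418) and 7 of 8 had a positive change. The paper states that IPR genes rise in *vsra-1(tm1637)*. The *pals* median was 0.70, tested in camera at the preset correlation (p = 0.0115, and p = 0.433 in fry) and −0.045 without *vsra-1(tm1637)* replicate 3 (p = 0.837), with 31 of 37 genes positive. edgeR called 0 *pals* genes, with 2081 genes of all kinds at an unadjusted p under 0.05, and DESeq2 called 911 genes over all.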

Other observations

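In this part the tests of strain variants, of older animals, of *linc-22*, of the ncRNA share and of splits for the interaction were chosen only after the results were seen, and the splits for the other comparisons were planned.

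Some N2 mRNA libraries may hold RNA of animals older than L1. Major sperm protein genes (31) summed to 1017, 622 and 293 CPM in *pals-22(pig26)* replicates 1 to 3, 86.3 and 24.7 in wild type, 4.81, 20.4 and 9.51 in *rrf-3(pk1426)* and 6.68 and 200.3 in the double mutant, with *msp-19* the most abundant in *pals-22(pig26)* replicate 1 at 81.8. In *otIs356* they summed to 1.84 to 8.57 in every library except double-mutant replicate 1 (56.6). Other sperm genes (55) summed to 665, 389.9 and 234 in *pals-22(pig26)*, 114 and 87.4 in wild type, 81.9, 96.9 and 83.9 in *rrf-3(pk1426)* and 80.6 and 217 in the double mutant, and in *otIs356* to 56.4 to 80.5, except 135 in double-mutant replicate 1. The most abundant were *nspd-1* at 95.5 in *pals-22(pig26)* replicate 1 and *spe-48* at 29.5 in wild-type replicate 1, which was the most abundant in every *otIs356* library too. Of this list 28 to 43 genes had a count in each of the other *otIs356* libraries and 45 to 54 in each N2 library, and of the major sperm protein genes 5 to 16 and 20 to 31. No gene is in more than 1 list. Vitellogenin genes (6) summed to 29.6, 11.8 and 15.1 in *pals-22(pig26)*, 13.7 and 2.72 in wild type, 1.30, 2.12 and 1.79 in *rrf-3(pk1426)* and 4.41 and 55.3 in the double mutant. In *otIs356* they were at 20.6, 11.8, 22.3 and 11.7 in wild type, 6.77, 3.55 and 3.50 in *pals-22(pig26)*, 64.4, 48.9, 19.4 and 5.36 in *vsra-1(tm1637)* and 145, 11.05 and 3.01 in the double mutant, where *vit-2* reached 41.6. In the N2 double mutant *vit-6* reached 22.1 in replicate 2. All 6 vitellogenin genes had a count in every library.

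Of 1526 genes called over 4-fold higher in *pals-22(pig26)* of N2, 493 (32.3%) were also over 2-fold higher in double-mutant replicate 2 than in replicate 1, and 21 were over 2-fold lower. Among 3685 genes with an adjusted p over 0.5, these numbers were 150 and 173. If older animals are the source, the first group should not rise in *otIs356* *pals-22(pig26)*, where sperm genes are low. Of the 107 that could be tested in *otIs356*, 3 were called higher in *pals-22(pig26)*, and their median log2 fold change was 0.057. Of the other 1033, 728 could be tested, 454 were called higher, and the median was 2.48. This is consistent with RNA of older animals in the *pals-22(pig26)* libraries of N2 as a source for those genes. Most were too low in *otIs356* to be tested, and an effect of *pals-22* on sperm genes in N2 alone stays open, as a hypothesis. 0 *pals* genes were over 2-fold higher in double-mutant replicate 2, and so were 14 of 264 pseudogenes called higher in *pals-22(pig26)*.

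sRNA reads of lincRNAs rose 1.58-fold in *pals-22(pig26)* of N2. Without *linc-22* the ratio was 1.27 in library shares and 1 with TMM-scaled totals. Since the answer depends on the scaling, *linc-22* as the 1 gene taking most of the counts cannot be told apart from a rise of other lincRNAs. The ratio for protein-coding genes, 1.18, may follow from the lower share of ncRNA genes in the library total, since it was 0.944 with ncRNA genes left out of the total. Most reads of ncRNA genes lie opposite an annotated miRNA and are read here as miRNA reads. Shares of a library cannot separate a gain of one class from a loss of another, and a biological change of either class stays open.

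*srw-85* was the 1 gene called in each *otIs356* mRNA comparison with *vsra-1(tm1637)*. It was at 6.88 ± 1.72 CPM (SD, n = 4) in wild type, 121 ± 23.0 CPM (SD, n = 3) in *pals-22(pig26)*, 145 ± 36.7 CPM (SD, n = 4) in *vsra-1(tm1637)* and 13.5 ± 1.98 CPM (SD, n = 3) in the double mutant. Its log2 fold change was 4.15 in *pals-22(pig26)*, 4.40 in *vsra-1(tm1637)* (adjusted p = 3.96e-06), −3.18 in the double mutant against *pals-22(pig26)* (adjusted p = 5.93e-04) and −7.58 in the interaction. A variant that the wild-type and double-mutant strains share could give this pattern. In N2 without the transgene the gene was at 139.6 ± 3.23 CPM (SD, n = 2) in wild type and 116 ± 2.14 CPM (SD, n = 3) in *pals-22(pig26)*, a log2 fold change of −0.27. A variant predicts no rise there, and an effect of *pals-22* on the gene in any strain predicts one. An interaction of the genotypes that needs the transgene stays open as a hypothesis. sRNA reads on Y110A2AL.1 had a log2 fold change of −8.15 in *pals-22(pig26)* of N2 and of −0.33 in *pals-22(pig26)* of *otIs356*, with the same *pals-22* allele. There the log2 fold change was −6.37 in *vsra-1(tm1637)* and −6.63 in the double mutant against *pals-22(pig26)*. A variant carried by some of the strains may account for this, and an effect of the genotypes that differs between the backgrounds was not tested.

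Other splits of the *otIs356* mRNA libraries do not by themselves exclude chance for the count in *pals-22(pig26)*, where 2 of 35 splits gave at least as many calls as the real one. The other one sets wild-type replicates 1 to 3 against wild-type replicate 4 and *pals-22(pig26)*, with 5507 genes, so it keeps the *pals-22(pig26)* libraries together. The next largest gave 240. The N2 libraries, which are not part of these splits, speak against chance: of 1817 called genes that N2 could test, 1493 were called there too, and 1459 of these changed in the same direction. In *vsra-1(tm1637)*, 9 of 35 splits gave at least the 1 call of the real one, and the largest, 2893, parts wild-type replicates 1 to 3 and *vsra-1(tm1637)* replicate 1 from the rest. The labels give no batch that follows these splits. For the double mutant, 1 of 10 splits gave as many calls, too few splits to exclude chance. For the interaction, with *vsra-1* status shuffled only within each *pals-22* status, 10 of 100 splits gave at least the 1 call of the real one, so chance is not excluded. In N2 sRNA 1 of 10 splits gave as many calls as *pals-22(pig26)* against wild type, and 10 splits cannot exclude chance. In *otIs356* sRNA 1 of 35 did, the smallest share that these splits allow. It argues against chance, with no adjustment over the comparisons.

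In *otIs356* sRNA, edgeR called 942 genes higher and 1174 lower in *pals-22(pig26)* (DESeq2 1073 and 1157). Of genes called in *pals-22(pig26)* of both backgrounds, 1493 for mRNA and 1148 for sRNA, 97.7% and 79.97% changed in the same direction. The largest sRNA changes in *pals-22(pig26)* of *otIs356* were *pals-33* (6.77), *fbxa-75* (6.20), *nhr-14* (−5.63) and WBGene00012079 (−7.42). In *vsra-1(tm1637)* they were F27D9.9 (3.49), H06A10.3 (3.12) and WBGene00012079 (−7.37) beside Y110A2AL.1. The adjusted p of H06A10.3 rose to 0.128, 0.142 and 0.152 without wild-type replicates 2 and 3 and *vsra-1(tm1637)* replicate 3. 90.8% of the 22-base words of F27D9.9 and 90.8% of those of H06A10.3 are shared with other genes. In the double mutant against *pals-22(pig26)* they were *nhr-14* (4.93), C42D4.19 (3.82) and ZK418.10 (−5.08, adjusted p = 0.0818) beside Y110A2AL.1 (−6.63). The call of ZK418.10 was lost without *pals-22(pig26)* replicate 1 (adjusted p = 0.488) and without double-mutant replicates 1, 2 and 3 (0.133, 0.171 and 0.217). The *pals* sRNA median was −0.11 in *vsra-1(tm1637)*, −0.18 in the double mutant and −0.09 in the interaction.

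*vsra-1* mRNA was not detectably changed in *vsra-1(tm1637)* (log2 fold change −0.24, adjusted p = 0.581). It rose by 1.21 in *rrf-3(pk1426)* and by 1.47 in *rrf-3(pk1426); pals-22(pig26)* against *pals-22(pig26)*. In the *otIs356* double mutant against *pals-22(pig26)* it changed by 0.84 (adjusted p = 0.912, and 0.0329 in DESeq2). *sago-2* mRNA changed by 3.04 in *rrf-3(pk1426)* and by −0.21 in the double mutant against *pals-22(pig26)*, and *zip-1* mRNA by −0.90 and −0.37. The last value had an adjusted p of 0.0877, and the call was lost when each of the libraries compared was left out, with an adjusted p from 0.136 to 0.302. The *pals-22* transcript itself rose by 0.88 in *pals-22(pig26)* of N2 and by 0.83 in *otIs356*. TagRFP mRNA was at 62869 ± 21242 RPM (SD, n = 4) in *vsra-1(tm1637)* and 83769 ± 3812 RPM (SD, n = 4) in wild type (two-sided exact permutation test, p = 0.0286, the smallest that 70 arrangements allow, and 0.0571 after adjustment over 6 comparisons). It was at 50287 ± 14561 RPM (SD, n = 3) in the double mutant (two-sided exact permutation test against *pals-22(pig26)*, p = 0.800). For TagRFP sRNA the same test gave p = 0.114 in *vsra-1(tm1637)* and p = 1 in the double mutant (exact).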
